# Fate mapping of hematopoietic stem cells reveals two pathways of native thrombopoiesis

**DOI:** 10.1038/s41467-022-31914-z

**Published:** 2022-08-03

**Authors:** Mina N. F. Morcos, Congxin Li, Clara M. Munz, Alessandro Greco, Nicole Dressel, Susanne Reinhardt, Katrin Sameith, Andreas Dahl, Nils B. Becker, Axel Roers, Thomas Höfer, Alexander Gerbaulet

**Keywords:** Computational models, Platelets, Haematopoietic stem cells, Haematopoietic stem cells

## Abstract

Hematopoietic stem cells (HSCs) produce highly diverse cell lineages. Here, we chart native lineage pathways emanating from HSCs and define their physiological regulation by computationally integrating experimental approaches for fate mapping, mitotic tracking, and single-cell RNA sequencing. We find that lineages begin to split when cells leave the tip HSC population, marked by high Sca-1 and CD201 expression. Downstream, HSCs either retain high Sca-1 expression and the ability to generate lymphocytes, or irreversibly reduce Sca-1 level and enter into erythro-myelopoiesis or thrombopoiesis. Thrombopoiesis is the sum of two pathways that make comparable contributions in steady state, a long route via multipotent progenitors and CD48^hi^ megakaryocyte progenitors (MkPs), and a short route from HSCs to developmentally distinct CD48^−/lo^ MkPs. Enhanced thrombopoietin signaling differentially accelerates the short pathway, enabling a rapid response to increasing demand. In sum, we provide a blueprint for mapping physiological differentiation fluxes from HSCs and decipher two functionally distinct pathways of native thrombopoiesis.

## Abstract (web summary)

Hematopoietic stem cells produce diverse cell lineages. Here, the authors apply single-cell RNA-seq, computational integration of non-perturbative approaches for fate-mapping, and mitotic tracking to chart lineage decisions in native hematopoiesis and identify megakaryocyte progenitors that directly link HSCs to megakaryocytes.

## Introduction

Immunophenotypic HSCs (lineage^–^ Sca-1^+^ CD117^+^ (LSK) CD48^−/lo^ CD150^+^; Supplementary Fig. 1) are a heterogeneous population with regard to proliferative activity, lineage fate and repopulation capacity after transplantation. In particular, numerous HSC transplantation studies have described, to varying degrees, lineage fate biases of HSCs (reviewed in ref. ^1^). The production rate of mature cells from HSCs is massively enhanced after transplantation compared to physiological conditions^2,3^, and it remains unknown whether lineage differentiation pathways also differ between the two settings^4^. Recent in vivo barcoding studies of HSCs in native hematopoiesis have revealed HSC clones with different lineage output^5–8^, which appear to resemble those seen after HSC transplantation^9,10^. Among them are HSCs producing only megakaryocyte progenitors (MkPs) independent of multipotent progenitors (MPPs)^7,9,10^. These findings raise the questions of the developmental relationships of distinct HSC and progenitor subpopulations in native hematopoiesis and, importantly, how distinct lineage pathways are regulated under physiological conditions to match the demand in mature cells (Fig. 1a). These questions are intimately linked with another controversy that has arisen in the context of the recent HSC fate mapping studies, suggesting steady but infrequent input from HSCs to hematopoiesis^2,11,12^ or more active contribution^13–15^. Here, we measure and integrate extensive data on HSC differentiation, proliferation, and molecular heterogeneity, all obtained under physiological conditions, to address these fundamental questions. We identify a HSC source population with high expression of CD201 and Sca-1, from which increasingly committed HSCs emerge. Finally, we identify a hitherto elusive MkP subpopulation that directly links HSCs to megakaryocytes.

**Fig. 1:**
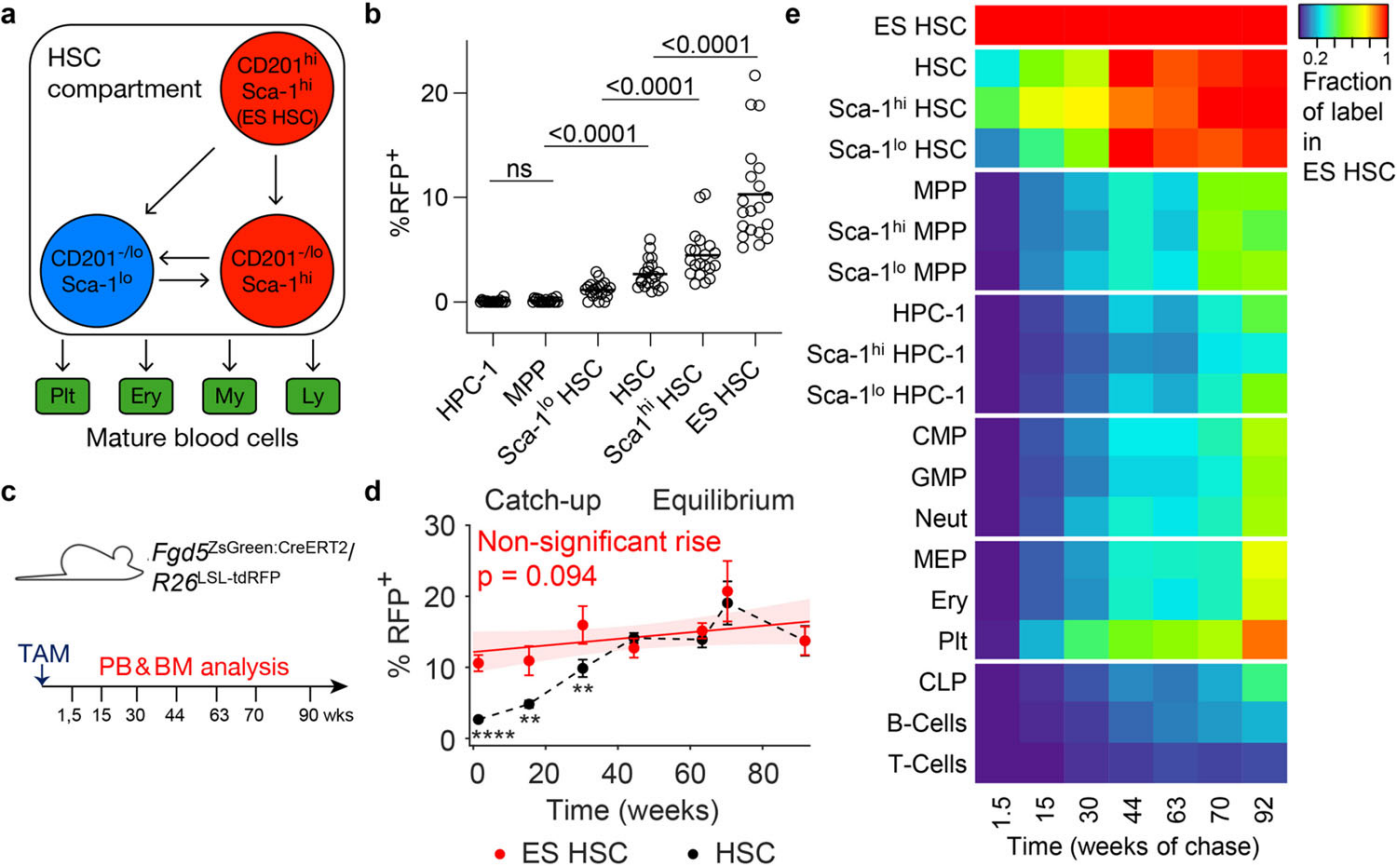
Fate mapping of CD201^hi^ Sca-1^hi^ HSCs. **a** Subdivision of the immuno-phenotypic HSC population (LSK CD48^−/lo^CD150^+^) by CD201 (EPCR) and Sca-1 expression; ES-HSC, CD201 (EPCR)^hi^ Sca-1^hi^ HSCs. Relations between HSC populations in native hematopoiesis and how they connect to lineage pathways will be studied. **b** Bone marrow populations of *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice were analyzed 10–11 days after TAM induction for RFP expression (*n* = 20, 4 independent experiments, means and individual values are shown; one-way ANOVA with Sidak correction; ns, not significant; *p* values shown in graph); for flow cytometry phenotypes see supplementary Fig. 1a. **c**–**e** To map HSC fate over time, *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice (*n* = 18, 10, 12, 10, 10, 8, and 12 mice/consecutive timepoint (1.5–92 weeks of chase)) were TAM-induced, groups of mice were sacrificed at indicated time points, and bone marrow populations and peripheral blood leukocytes were analyzed for RFP expression (pooled data from five independent experiments are shown). **d** Percentage of RFP^+^ HSCs and ES HSCs (mean and SEM). RFP-labeling of ES HSCs did not significantly rise (two-sided F-test on linear regression), while labeling of total HSCs did significantly increase during the catch-up phase (two-sided paired *t*-test, *p*-values for time points 1, 2, and 3: <0.001, 0.0057, and 0.0034). **e** Fractions of labeled peripheral blood and bone marrow cells relative to ES HSCs at indicated time points; the labeling frequencies of the cell populations from each individual were normalized to its ES HSC labeling at final bone marrow analysis. Means are shown. Source data for all main and supplementary figures are provided as a Source Data file. For transcriptome data, refer to “Data availability” section.

## Results

### Physiological hematopoiesis emerges from CD201^hi^ Sca-1^hi^ HSCs

In previous HSC fate mapping studies, the actual stem cell source that supplies hematopoiesis over the lifetime of the mouse, called tip HSCs, has remained elusive^11,13–15^. The defining criterion for such tip HSCs is that after label induction, constant labeling frequency is maintained by perfect self-renewal; conversely, if an HSC subpopulation emerges from another source, its labeling frequency will approach the labeling frequency of this source with time^16^. Indeed, in existing HSC fate mapping data, a several-fold increase of HSC labeling frequency over at least one year has been observed that is fueled by a yet undefined subpopulation of tip stem cells within the phenotypic HSCs^11,13–15,17^. To selectively label HSCs for fate mapping, we generated the *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mouse model (Supplementary Fig. 2a), which combines an inducible Cre expressed in HSCs^18^ (Supplementary Fig. 2b) with an excision reporter with high activation threshold^19,20^ (Supplementary Fig. 2c). Indeed, tamoxifen (TAM) application labeled HSCs with high specificity (Fig. 1b and Supplementary Fig. 2d–g), thus minimizing the problem of substantial concomitant labeling of progenitors downstream of HSCs seen in several studies^13–15^. Within the abundant LS^−^K and L^−^K^−^ populations, sporadic RFP^+^ cells were detected 10 days after TAM induction (Supplementary Fig. 2d, e), but such cells represented only a negligible fraction of these progenitor populations (Supplementary Fig. 2f).

To characterize HSC heterogeneity, we used surface levels of CD201 (also termed EPCR) and Sca-1, as either marker alone has previously been shown to correlate with repopulation potential of transplanted HSCs^21–25^. RFP-labeled cells were strongly enriched among CD201^hi^ Sca-1^hi^ HSCs (ES HSCs, Fig. 1b, Supplementary Fig. 2d–g). These ES HSCs were strongly enriched for quiescent cells and exhibited a primitive immuno-phenotype as judged by lower expression, compared to non-ES HSCs, of CD34^26^, CD48^27^, and CD117^28,29^, while CD150^30^ was higher expressed (Supplementary Fig. 2h).

We induced a large cohort (*n* = 82) of *Fgd5*^ZsGreen:CreERT2^/*R26*^LSL-tdRFP^ mice to follow label propagation over time (Fig. 1c). Similar to previous studies^11,13–15^, labeling frequency of the total phenotypic HSC population increased several fold over the first year (Fig. 1d, black line). By contrast, labeling of ES HSCs was initially much higher and remained approximately constant (Fig. 1d, red line, Supplementary Fig. 2i–k), which indicates perfect self-renewal of this HSC subpopulation. Moreover, the labeling frequency of all HSCs equilibrated to ES HSCs after 44 weeks of chase, implying that the latter are the ultimate source of all HSCs (Fig. 1d, e and Supplementary Fig. 2i). Indeed, ten sorted RFP^+^ HSCs, but not RFP^–^ HSCs, isolated from recently labeled *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice, yielded robust multi-lineage repopulation in a competitive transplantation assay (Supplementary Fig. 3a–e). In contrast, transplantation of either ten sorted RFP^+^ or RFP^−^ ES HSCs from recently induced *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice revealed their uniformly high repopulation potential and resulted in similar and unbiased reconstitution patterns (Supplementary Fig. 3f–m). Therefore, tracing RFP^+^ ES HSCs allowed us to infer the behavior of the total ES HSC population. Taken together, these data show that ES HSCs are a self-renewing HSC population that replenish the remainder of HSCs during physiological hematopoiesis, thus placing ES HSCs upstream of other phenotypic HSCs in the hematopoietic hierarchy.

To quantify label propagation from ES HSCs through the hematopoietic system, we calculated the labeling frequencies of downstream bone marrow and peripheral blood populations relative to ES HSC labeling at final analysis of a given individual, thus normalizing for variability of initial RFP labeling frequency in ES HSCs (Supplementary Fig. 2j, k). All progenitor and mature cell populations slowly increased their labeling frequencies, trailing HSCs. Labeling of MPPs increased with considerable delay and did not equilibrate with HSC labeling within 21 months of chase (Fig. 1e), which implies that progression of cells from ES HSCs to MPPs represents a kinetic bottleneck. In accordance with previous studies^7,11,14,15,31^, labeling frequency of mature cells increased fastest in platelets, slowest in T cells, and at intermediate rate in granulocytes and erythrocytes. Thus, label induced in ES HSCs reached all major progenitors and mature cells of the hematopoietic system, but with different kinetics.

### Combining fate mapping with mitotic tracking yields lineage paths

We asked whether the detailed and time-resolved HSC fate mapping data (Fig. 1e) contain information on lineage pathways. In the case of lymphoid development, label from ES HSCs clearly arrived in progenitors before it entered mature cells (e.g., common-lymphoid progenitors (CLPs) and B cells, respectively, in Fig. 1e). Applying this principle to our data ruled out certain pathways. Specifically, classically defined megakaryocyte/erythrocyte progenitors (MEPs) could not be the sole precursors of platelets, as platelets were more strongly labeled than MEPs from 15 weeks of chase onward (Fig. 1e). We now show that the data can be used to chart lineage pathways. The topology of lineage pathways emerging from stem cells is primarily defined by branch points; it may also contain convergence points when a downstream population has more than one progenitor. Within a given pathway topology, three measurable quantities are closely related: the rates of *cell differentiation* and *proliferation* at each node define the *size of the cell population* constituting this node (Supplementary Fig. 4a). The in vivo values of differentiation rates, proliferation rates, and population sizes can be measured by, respectively, HSC fate mapping^32^, dilution of fluorescently labeled histones (e.g., H2B-GFP^33^), and cell counting (measured as percentage of lin^−^ BM cells). We reasoned that obtaining these data for all cell populations in a stem cell differentiation pathway will also yield the pathway topology. To examine this, we generated a toy model for a generic branching lineage topology in silico (Supplementary Fig. 4b) and simulated fate mapping and mitotic tracking data. We then constructed all principally possible topologies linking stem cells, progenitors, and mature cells (Supplementary Fig. 4c), and asked which topology is compatible with the simulated data. Statistical model selection based on the simulated data with added noise indeed recovered the true pathway and rejected all others (Supplementary Fig. 4d, e). By contrast, using the in silico fate mapping data alone did not single out the correct model (Supplementary Fig. 4f). This example with computationally simulated data suggests that lineage pathways downstream of tip HSCs can be inferred from integrating experimental data on stem cell fate mapping, mitotic history, and cell numbers.

### The myeloid lineage diverges within phenotypic HSCs

We applied this inference approach to our experimental fate mapping data, complementing them with measurements of H2B-GFP label dilution, and stem and progenitor cell numbers measured relative to lineage-negative (lin^–^) cells. In addition to subdivision of HSCs by CD201 and Sca-1 expression, we stratified MPPs and HPCs-1 by Sca-1 expression. This yielded a graph of all possible pathway topologies, with unidirectional differentiation steps (as implied by transplantation studies) and the possibility of reversible Sca-1 loss (Fig. 2a and Supplementary Fig. 4g, h). We systematically enumerated 144 pathways (subgraphs) that connect ES HSCs to common-myeloid progenitors (CMPs) and CLPs (Supplementary Fig. 5a) and translated these into kinetic equations describing cell abundance, RFP label propagation, and H2B-GFP dilution (Supplementary Methods, section 1). The resulting pathway models were ranked by their ability to fit the experimental data, using the bias-corrected Akaike information criterion (AICc^34^). Remarkably, a single model was substantially better than the next-ranked models (ΔAICc > 2; Fig. 2b and Supplementary Fig. 5b), showing that high Sca-1 levels were either inherited from precursor (e.g., Sca-1^hi^ HSC) to progeny (e.g., Sca-1^hi^ MPP) or lost irreversibly (Fig. 2c); this model fit all the experimental data (Fig. 2d–f; for parameter values see Supplementary Table 1 and Supplementary Fig. 5c). The next best ranking models (within ΔAICc < 10, indicated by orange bars in Fig. 2b; Supplementary Fig. 5b) were variants of the best model, all showing parallel Sca-1^hi^ and Sca-1^lo^ differentiation pathways and irreversible conversion from Sca-1^hi^ to Sca-1^lo^ cells at every level of the stem and progenitor cell hierarchy (Supplementary Fig. 6a, b). Models that either lacked inheritance of Sca-1 level (Fig. 2b, green bars, non-parallel) or allowed Sca-1^lo^ to Sca-1^hi^ transitions (Fig. 2b, blue bars, non Sca-1-high-to-low), or both (Fig. 2b, gray bars), did not account for the experimental data. These key features of model selection were recapitulated when only 50% of the experimental data set was used (Supplementary Fig. 6c), implying that the data robustly discriminate between the alternative models.

**Fig. 2:**
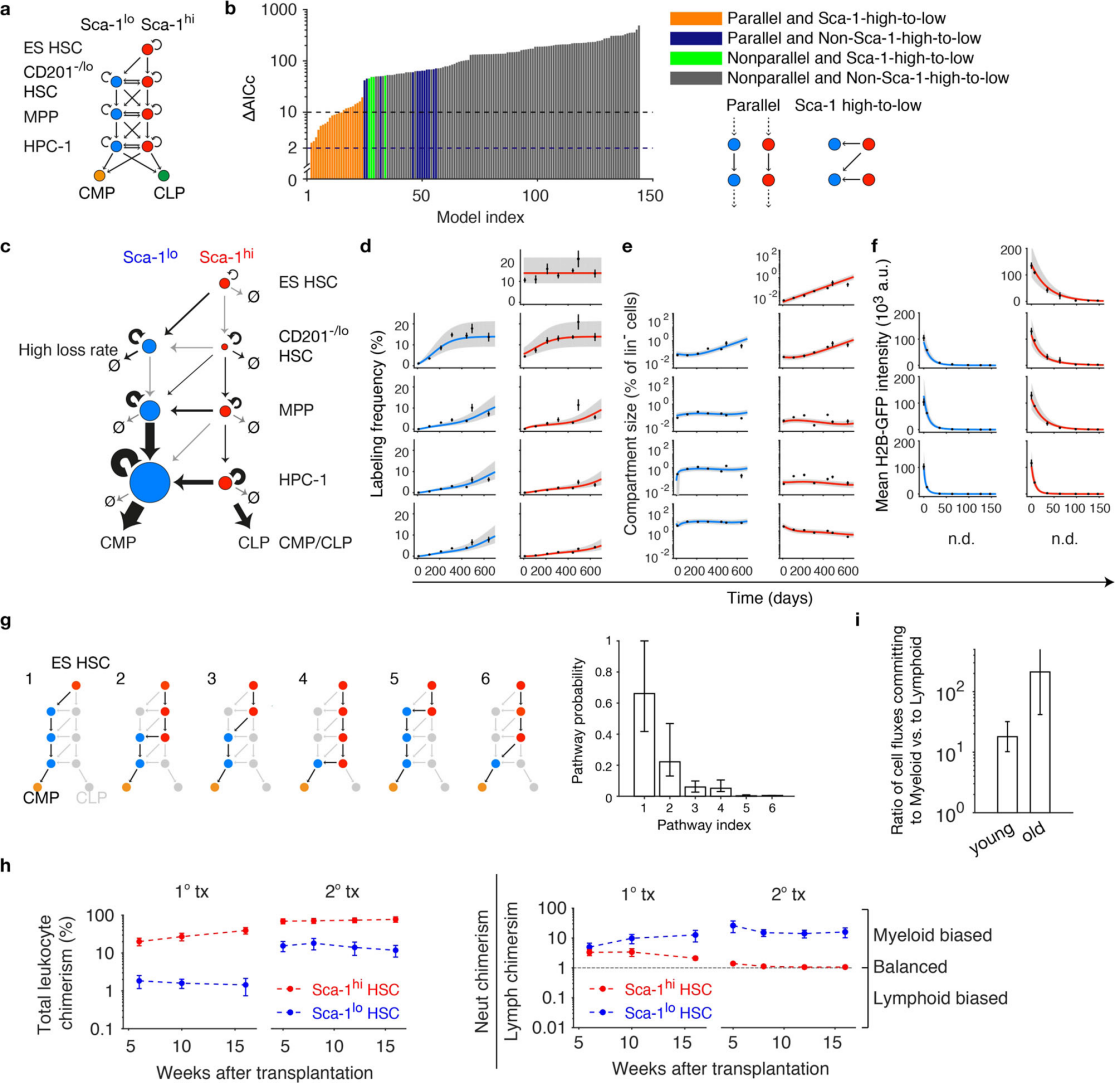
Statistical inference of HSC differentiation pathways. **a** Model scheme, with subdivision of HSCs and progenitors according to Sca-1 expression and, for HSCs, CD201 expression. Straight arrows denote cell differentiation (vertical), or change in Sca-1 expression (horizontal), or both (diagonal); curved arrows denote cell proliferation. All possible differentiation are superimposed. **b** Model selection by bias-corrected Akaike information criterion (AICc) against experimental data for HSC fate mapping, mitotic history, and relative cell numbers. Models are classified (and color-coded accordingly) by two features: parallel differentiation pathways and irreversible loss of Sca-1. The best-fitting model **c** has ∆AICc = 0. None of the remaining 143 models is within ∆AICc < 2. Further models with acceptable evidence (∆AICc < 10) are all variants of the best-fitting model (see Supplementary Fig. 5b). **c** Best model selected by experimental data. Arrow width signifies values of the corresponding differentiation or proliferation rates, while node size quantifies cell number (relative to lin^−^ cells) in each compartment at 100 days of chase; see Supplementary Table 1. Fits of the best model for RFP labeling frequency propagation (**d**), compartment size (**e**), and H2B-GFP dilution (**f**) (experimental data: mean ± SEM; mice in **d** and **e** are the same as in Fig. 1c–e; for **f**, *n* = 3, 4, 4, 2, 2, 4, 4 mice/consecutive timepoint (0−21 weeks of chase) were analyzed; model fit: straight line, best fit; gray-shaded areas, 95% confidence bounds). **g** Inferred lineage pathways to CMPs and their relative contributions to generation of CMPs (showing the probability that a CMP was generated by each pathway; error bars, 95% prediction bands). **h** As predicted by the model, transplanted Sca-1^hi^ HSCs, but not Sca-1^lo^ HSCs, yielded lymphoid progeny. 100 Sca-1^hi^ or Sca-1^lo^ donor HSCs were competitively transplanted and contribution to peripheral blood neutrophils, B and T cells was determined (data re-analyzed from Morcos et al.^25^). Lineage bias of donor-derived leukocytes was calculated (Neutrophil chimerism/[B + T cell chimerism]/2; *n* = 4 recipient mice for Sca-1^hi^ HSCs and *n* = 3 for Sca-1^lo^ HSCs in primary and secondary transplantation; mean and SEM are shown). **i** Ratio of cell fluxes between Sca-1^lo^ HPC-1 → CMP and Sca-1^hi^ HPC-1 → CLP for young and old mice (error bars, 95% prediction bands).

The selected model (Fig. 2c) predicts that erythro-myeloid commitment requires downregulation of Sca-1 expression either in HSCs or in progenitors (Fig. 2g). Specifically, multiple possible routes lead to CMPs. Based on the differentiation rates inferred from the experimental data, we computed the probability that a CMP was generated by any particular pathway (Supplementary Methods, section 2). The majority (~2/3) of CMPs could be traced back to CD201^–/lo^ Sca-1^lo^ HSCs (Fig. 2g, pathways 1 and 5), downstream followed by massive selective proliferation in the Sca-1^lo^ pathway. Hence, in unperturbed hematopoiesis, a major commitment to erythro-myeloid differentiation occurs already at the HSC stage. This prediction is further supported by the outcome of competitive transplantation of immuno-phenotypic HSCs (LSK CD48^−/lo^ CD150^+^) purified according to their Sca-1 expression level, which yielded lower and preferentially myeloid reconstitution of recipients transplanted with Sca-1^lo^ HSCs, while Sca-1^hi^ donor HSCs resulted in durable engraftment and a balanced output (Fig. 2h).

In transplantation experiments, aged HSCs produce more myeloid than lymphoid output compared to HSCs from young mice^35^. To study whether this myeloid bias occurs during physiological hematopoiesis, we induced RFP label in HSCs of mice >1.5 years of age by TAM administration (Supplementary Fig. 7a–f), traced label propagation as described above for mice labeled as young adults (Fig. 1), and generated mitotic tracking data with H2B-GFP dilution for aged mice (Supplementary Fig. 7g–i). As previously described, aged mice exhibited increased HSC frequency^35,36^ and thrombocythemia^37^ (Supplementary Fig. 7b, c). The share of ES HSCs among the total HSC population was significantly larger in aged animals *(*Supplementary Fig. 7e*)*, while the labeling frequency of ES HSCs in old and young animals remained constant over time (Supplementary Fig. 7d). The fundamental dynamics of label propagation from HSCs to downstream progenitor compartments were similar between aged and young mice (Supplementary Fig. 7f), except for faster label increase in total HSCs, MkPs, and platelets in aged animals.

Using the mathematical model (Fig. 2c), we inferred the differentiation, proliferation and death rates of aged HSPCs from the combined fate mapping, mitotic tracking, and cell number data, based on an accurate model fit within experimental error (Supplementary Fig. 7j). We found that the differentiation rates from CD201^–/lo^ Sca-1^hi^ HSCs to Sca-1^lo^ MPPs and from Sca1^lo^ HPC-1 to CMPs significantly increased (Supplementary Table 1), as did the respective cell fluxes (Supplementary Fig. 7k); by contrast, the faster label propagation from ES HSCs to the remainder of the HSCs (Supplementary Fig. 7k) was accounted for by the increase in ES HSC number (Supplementary Fig. 7l). As a result of these changes with aging, the flux of CMP production relative to CLP production was increased more than five-fold in aged mice, revealing an accentuated myeloid bias with aging in physiological hematopoiesis (Fig. 2i).

Finally, we noticed an extraordinarily high loss rate of CD201^–/lo^ Sca-1^lo^ HSCs (Fig. 2c, arrow labeled “High loss rate”), which is unlikely to be explained solely by cell death as the loss rate then would be higher than the differentiation rate to Sca-1^lo^ MPPs. This puzzling observation will be addressed in the following.

### CD201^−/lo^ Sca-1^lo^ HSCs feed thrombopoiesis via CD48^−/lo^ MkPs

MPPs have been thought to supply all lineage pathways^38,39^, but recent work indicated that platelets can be generated directly from HSCs in mice^7,9,10^ and humans^40^. Indeed, when comparing labeling frequencies in committed progenitors and mature cell types relative to MPPs in our own data, only platelets showed significantly faster and higher label acquisition than both MPPs and CMPs (Fig. 3a and Supplementary Fig. 8a, b), arguing against thrombopoiesis proceeding solely via MPPs. By contrast, CD201^–/lo^ Sca-1^lo^ HSCs had higher labeling frequency than platelets throughout the entire chase period (Fig. 1e). These data suggest that the high loss rate of CD201^–/lo^ Sca-1^lo^ HSCs in the model fit (Fig. 2c) was actually caused by their yet unidentified differentiation into megakaryocyte progenitors, implying two distinct pathways of thrombopoiesis (Fig. 3b). To test this idea, we performed further fate mapping experiments that included MkPs. We found that MkPs had consistently lower RFP labeling frequencies than platelets (Fig. 3c). Thus, the fate mapping data rule out a homogeneous MkP population that is supplied by the conventional pathway via MPPs and the direct pathway from HSCs. As MkPs are well established as precursors of megakaryocytes (Mks)^41,42^, we searched for solutions for this paradox. The simplest working model, as confirmed by mathematical analysis of RFP label propagation, suggests that the conventional and the direct thrombopoiesis pathways are active simultaneously and proceed through distinct MkP subpopulations (Supplementary Fig. 8c, d).

**Fig. 3:**
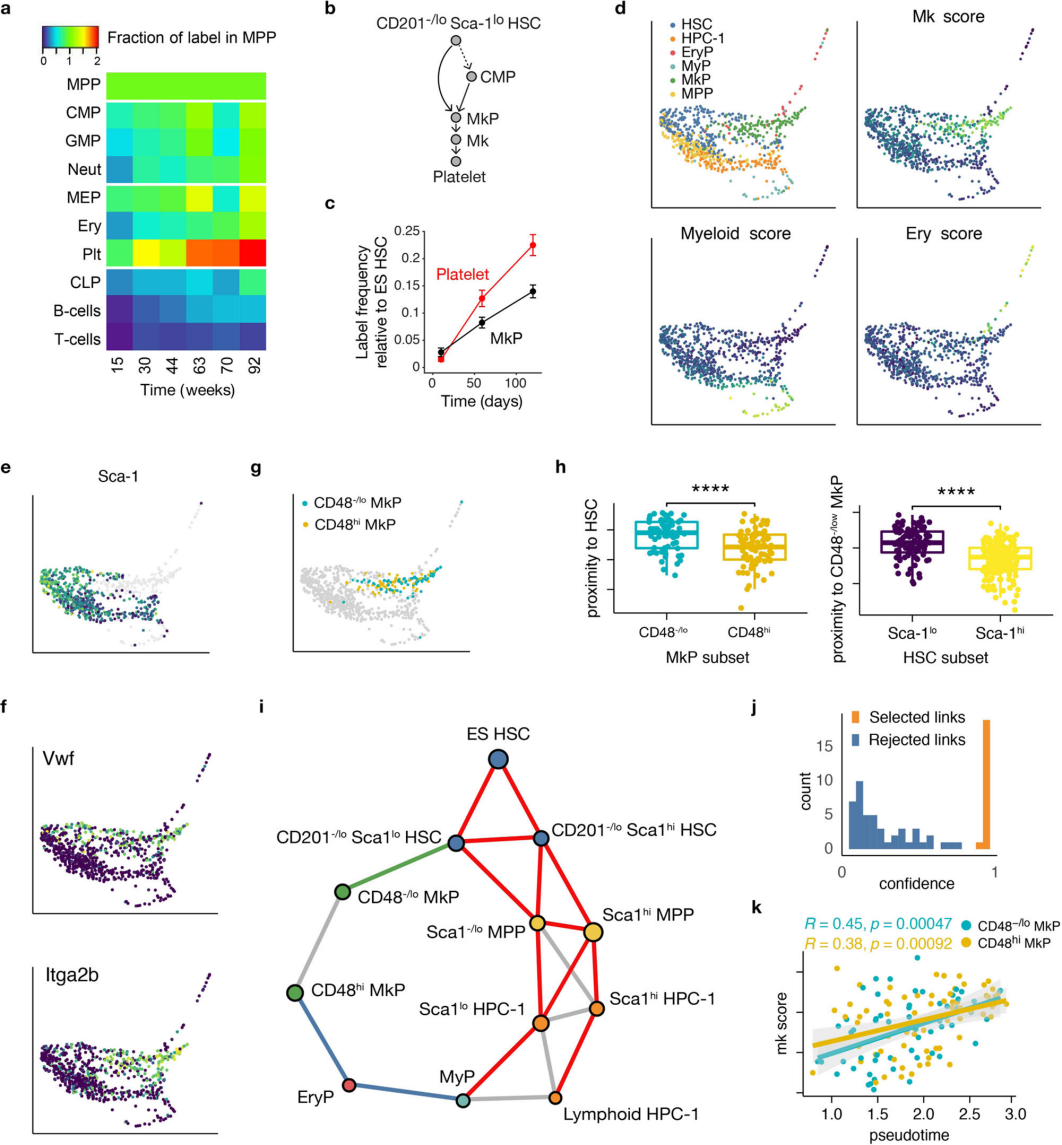
Direct and conventional thrombopoiesis pathways proceed via distinct progenitors. **a** RFP labeling of cell populations from *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice (same as in Fig. 1c–e) shown as fraction of label in the MPPs of the same animal at final analysis. **b** Model scheme with direct route to MkPs (LS^−^K CD41^+^CD150^+^) from CD201^−/lo^ Sca-1^lo^ HSCs. **c** *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice were TAM-induced and indicated cell populations were analyzed at 10, 59, and 120 days (*n* = 5 animals/ time point, means and SEM are shown). **d** PHATE embedding of single-cell transcriptomes of index-sorted hematopoieitic stem and progenitor cells (*n* = 820 cells total) isolated from 6 *R26*^rtTA^/*Col1A1*^H2B-GFP^ animals, colored by cell type and expression of lineage markers (blue: low, yellow: high). **e** HSCs, MPPs, and HPCs-1 show a decrease of Sca-1 surface expression in proximity of MkPs and myeloid-committed progenitors. **f** PHATE plots showing *Vwf* and *Itga2b* expression. **g** Lower surface expression of CD48 in MkPs residing closer to HSCs in the transcriptional landscape. **h** Proximity in transcriptional space of MkP subsets to HSCs (left), and of HSC subsets to CD48^−/lo^ MkPs (right), placing CD48^−^^/lo^ MkPs close to Sca-1^lo^ HSCs. (two-sided Wilcoxon test; left plot: *n* = 135 cells, right plot: *n* = 279 cells; *p*-value ≤ 10^−4^ for both comparisons; boxplot description: central line indicates median, upper (lower) hinges indicate third (first) quartiles, top (bottom) whisker extends to largest value within a 1.5× inter-quantile range from top (bottom) hinge). **i** PAGA embedding of surface marker-defined populations, displaying transcriptional proximity of CD201^−^^/lo^ Sca-1^lo^ HSC to CD48^−^^/lo^ MkP (green link), and a distinct differentiation path to CD48^hi^ MkP (blue) via myeloid (MyP, LS^−^K CD41^−^ CD150^−^) and erythroid progenitors (EryP, LS^−^K CD41^−^CD150^+^). Red PAGA links were previously inferred by statistical model selection (see Fig. 2c). Cell populations were identified via indexed surface markers, except for lymphoid-biased HPCs-1, which were identified by their transcriptional signature. **j** Confidence score for PAGA links. **k** Comparison between Mk score and pseudotime shows parallel Mk maturation trajectories in CD48^−^^/lo^ and CD48^hi^ MkP subsets. Gray areas represent 95% confidence bounds for linear regression, *R* indicates the Pearson correlation coefficient, *p*-value is relative to a two-sided alternative hypothesis.

To gain unbiased insight into putative differentiation trajectories from HSCs to MkPs, we performed single-cell RNA sequencing (scRNAseq) of index-sorted HSCs, MPPs, HPCs-1, and LS^–^K progenitors including MkPs, using Smart-seq2^43^. These populations occupied distinct but partially overlapping regions in the transcriptional landscape computed by PHATE^44^ (Fig. 3d, upper left panel). 

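Transcripts were counted in single bone marrow cells whose surface levels of CD201, Sca-1, CD48, CD41 and CD150 had been recorded one by one during the sort, so that each transcriptome could be placed by the markers used in the fate mapping. The cells came from 6 mice, 3 labelled old and 3 labelled young, and each plate held the cells of 1 old and 1 young mouse. By the sample labels, the mice were given doxycycline, which induces H2B-GFP, and were then chased without it. The mice of plates 2 and P4rep were female and those of plate 7 male, so sex and plate cannot be told apart. After the authors' quality filter, 819 of 1141 cells were left, which were 279 HSCs, 196 MPPs, 144 HPCs-1, 35 myeloid progenitors (MyPs), 30 erythroid progenitors (EryPs) and 135 MkPs. Of these HSCs, 39 had been sorted as E34 HSCs, a name that the paper's text does not define, and they were counted as HSCs.

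Smart-seq2 amplifies full-length complementary DNA, and its reads carry no molecular identifiers, so intervals of shares cover counting error only. The authors aligned the reads to mm10 and counted them over Ensembl 87 genes. Reads in genes per kept cell had a median of 416074 in HSCs (range 195340 to 792102), 377708 in MPPs (179640 to 660494) and 406814 in HPCs-1 (185599 to 833013). In the LS-K progenitors the medians were 336431 in MyPs (208115 to 556559), 399361 in EryPs (230450 to 608338) and 384417 in MkPs (163990 to 1108450). The authors' log values are log2 of the count over a size factor plus 1, with the difference between plates removed by a linear model.

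Cells of 1 mouse are not independent, so the mouse was taken as the replicate. For tests of genes, raw counts were summed per mouse and population where at least 5 cells were kept, which left MkPs of 5 mice and MyPs and EryPs of 4. The sums were scaled by TMM and compared with edgeR's quasi-likelihood test, with the mouse as a block and Benjamini-Hochberg adjustment over all genes tested. Scores, surface levels and distances were averaged per mouse and compared within mice by an exact two-sided sign-flip permutation test. The smallest p this test allows is 0.03125 with 6 mice, 0.0625 with 5 and 0.125 with 4, so only comparisons over all 6 mice can pass 0.05.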

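The overlap between populations was read from the 15 nearest neighbours of each cell in 10 principal components, the space in which distances were computed. The largest share of the neighbours of each population was of its own kind. Among the neighbours of MPPs, HPCs-1 were above their share of all cells and HSCs below theirs. Among the neighbours of EryPs, MyPs were above their share of all cells and MkPs were not, and MyPs had HPCs-1 among theirs above the share of these. Of the neighbours of MkPs, 76.7% ± 7.90 (SD over 5 mice) were MkPs, against 16.5% of all kept cells, and the next largest share, 13.7%, were HSCs, below the share of HSCs in all kept cells. Neighbours of HSCs were HSCs at 72.6% ± 6.28 (SD over 6 mice), against 34.1% of all cells. MPPs had 50.9% ± 6.81 (SD over 6 mice) MPPs among their neighbours, 26.2% HSCs (34.1% of all cells) and 21.0% HPCs-1 (17.6% of all cells). HPCs-1 had 55.6% ± 5.45 (SD over 6 mice) neighbours of their own and 31.8% MPPs. For EryPs the own share was 62.3% ± 5.41 (SD over 4 mice), that of MkPs 14.7% and that of MyPs 9.30%. For MyPs it was 45.3% ± 16.0 (SD over 4 mice), with 32.3% HPCs-1. MPPs, HPCs-1, MyPs and EryPs made up 23.9%, 17.6%, 4.27% and 3.66% of all kept cells, so every own share was above the share in the data. No test was made of these shares.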

The different kinds of progenitor cells were well identified by the phenotypic markers used, as indicated by preferential expression of myeloid, erythroid, and megakaryocyte lineage gene modules^3^ in myeloid progenitors, erythroid progenitors, and MkPs, respectively (Fig. 3d). Moreover, Sca-1 was most highly expressed in HSCs at the apex of the transcriptional landscape (Fig. 3e), which also expressed high levels of *Vwf* and *Itga2b* (Fig. 3f) as previously described^45,46^. 

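MkPs, EryPs and MyPs each carried the programme of their lineage far above the other populations of the same mouse. MkPs stood out by genes of platelet granules and of the platelet glycoprotein receptor, EryPs by a carbonic anhydrase and by erythroid receptors and factors, and MyPs by proteases of neutrophil granules. The separation held for lists of lineage genes as a whole and was not carried by single markers. A megakaryocyte score, the mean of 26 listed genes minus that of control genes of like expression, was 2.30 in MkPs and −0.07 in the other populations on the log2 scale, a difference of 2.37 ± 0.61 (SD, higher in 5 of 5 mice). The difference in an erythroid score was 2.04 ± 0.23 in EryPs (4 of 4 mice, from 1.99 against −0.05), and that in a myeloid score 3.18 ± 0.80 in MyPs (4 of 4 mice, from 3.03 against −0.15). Each was the smallest p the number of mice allows in the exact two-sided sign-flip permutation test (0.0625 with 5 mice and 0.125 with 4), and all were 0.125 after adjustment over the 3 comparisons.

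Of 15693 genes tested by edgeR, 109 were higher and 22 lower in MkPs than in the mean of the other populations, 61 higher and 128 lower in EryPs, and 115 higher and 42 lower in MyPs, at an adjusted p under 0.05. With DESeq2's test the majority in MyPs was the reverse, at 398 higher and 1141 lower. In EryPs it was the reverse without the mouse block (123 higher and 99 lower) and without mouse 6 (29 and 27). Of the 26 genes of the megakaryocyte list, 15 were higher in MkPs and none lower (23 higher when adjusted over the list alone). Of 19 tested genes of the erythroid list, 7 were higher in EryPs and none lower (12 when adjusted over the list alone), and of 21 myeloid genes, 15 were higher in MyPs and none lower (18 when adjusted over the list alone). Camera with a preset correlation of 0.01 placed the 3 lists above all other genes (adjusted p = 7.33e-50, 4.52e-27 and 3.20e-62), which held with an estimated correlation (adjusted p = 4.31e-10, 0.000761 and 6.01e-08).

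Pf4 (ENSMUSG00000029373; chromosome 5 of GRCm38, 90772435 to 90773383) encodes platelet factor 4. Its level was 6488 ± 3155 CPM (library-scaled counts, SD over 5 mice) in MkPs against a mean of 20.1 in the other populations, a log2 fold change of 9.10 (standard error 0.70, adjusted p = 1.06e-07 from edgeR). Gp1bb (ENSMUSG00000050761; chromosome 16, 18620317 to 18622403), a subunit of the receptor for von Willebrand factor, had 427 ± 267 CPM against 5.47 (log2 fold change 8.51, adjusted p = 0.000146 from edgeR). Itga2b was 3.57 higher on the log2 scale (adjusted p = 0.0462 from edgeR), a call that was lost in 9 of 18 alternatives, those without mouse 6, 32, 10, 13 or 8 among them, with log2 fold changes of 3.42 to 4.33. It encodes CD41, on which MkPs are gated. Car1 (ENSMUSG00000027556; chromosome 3, 14766216 to 14808368) encodes carbonic anhydrase 1 and had 4441 ± 465 CPM (SD over 4 mice) in EryPs against 180 in the others (log2 fold change 10.03, adjusted p = 0.000413 from edgeR). Klf1 (ENSMUSG00000054191), an erythroid transcription factor, had 503 ± 90.3 CPM against 22.8 (log2 fold change 5.38, adjusted p = 0.0434 from edgeR), a call lost without mouse 6, 32, 10 or 13, at log2 fold changes of 6.28, 5.17, 6.37 and 5.87. Elane (ENSMUSG00000020125; chromosome 10, 79886247 to 79888215) encodes neutrophil elastase and had 7038 ± 3820 CPM (SD over 4 mice) in MyPs against 50.8 (log2 fold change 9.82, adjusted p = 1.36e-05 from edgeR). Mpo and Ctsg, which encode myeloperoxidase and cathepsin G, were 8.21 and 8.99 higher in MyPs (adjusted p = 4.30e-05 and 7.82e-06 from edgeR). The fitted folds are not ratios of the printed CPM means and are no bounds where other sums held no read. Such sums were 9 of 26 for Gp1bb, and 2, 8 and 3 of 27 for Car1, Klf1 and Elane. With a pseudocount of 5, the differences of these 4 genes were 5.59, 8.11, 5.18 and 8.84. Positions are those of GENCODE M21, not of the Ensembl 87 annotation on which reads were counted.

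**Figure D1:**
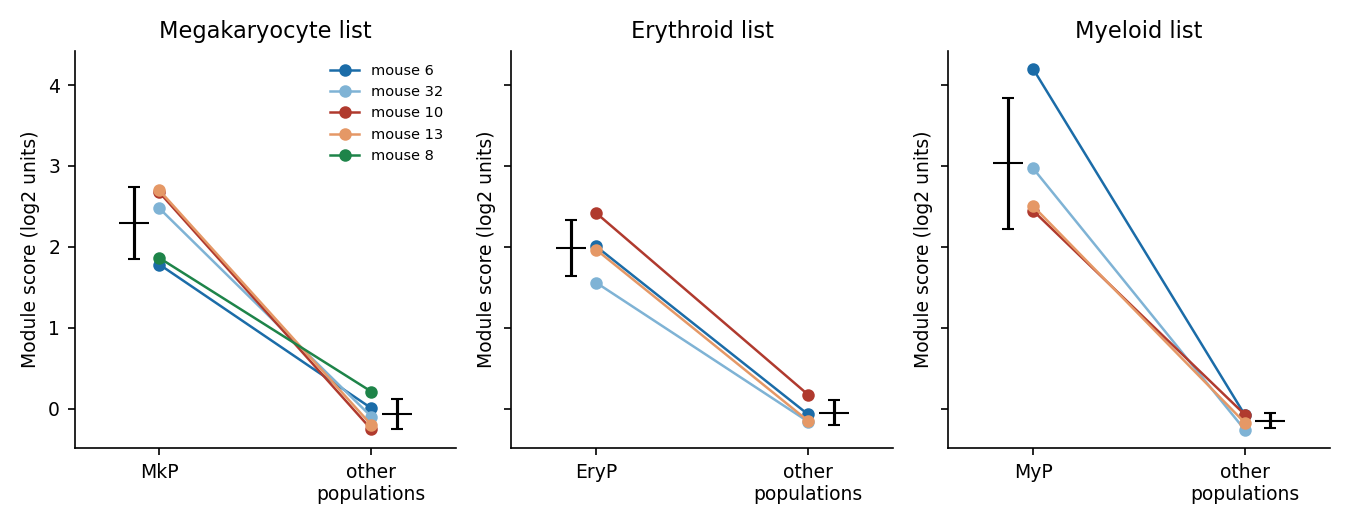
Module score on the log2 scale (y axis) of MkPs, EryPs and MyPs beside the mean of the other populations of the same mouse (joined points, colour by mouse; black bars, mean ± SD over mice). The 5 mice with MkPs have a mean megakaryocyte score of 2.30, and every mouse lies above its other populations.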

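The stem cell gate and the early progenitors differed from the other populations by programmes of their own. HSCs combined a stem cell programme with some megakaryocyte genes and few transcripts of the cell cycle. MPPs kept part of the stem cell programme together with Flt3, and HPCs-1 carried both lymphoid and myeloid genes. Interferon response genes were higher in all 3 of these populations than in the mean of the others. By edgeR, 786 genes were higher and 68 lower in HSCs than in the mean of the other populations, 253 higher and 36 lower in MPPs, and 145 higher and 5 lower in HPCs-1. Of 20 genes of the HSC list, 14 were higher in HSCs and none lower (20 higher when adjusted over the list alone; camera adjusted p = 4.45e-25, and adjusted p = 1.85e-07 with an estimated correlation). The megakaryocyte score of HSCs was only 0.13 ± 0.22 above that of the other populations (SD, 5 of 6 mice, exact permutation p = 0.25). In HSCs, 6 of 26 megakaryocyte genes were higher (10 when adjusted over the list alone), as were 6 of 19 interferon response genes (9 when adjusted over the list alone). Camera placed both lists higher in HSCs (adjusted p = 5.80e-05 and 8.07e-05), also with an estimated correlation (adjusted p = 0.00326 and 0.00515), with which the interferon list was also higher in MPPs and HPCs-1 (adjusted p = 0.0141 and 0.0318). The S phase and G2M lists were lower in HSCs (camera adjusted p = 2.33e-10 and 1.17e-13; adjusted p = 0.00494 and 0.0184 with an estimated correlation). The early response list had 2 genes higher, but its camera call (adjusted p = 0.000322) was lost at adjusted p = 0.0539 with an estimated correlation, while that in MPPs held (adjusted p = 0.0162).

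Procr (ENSMUSG00000027611; chromosome 2, 155751117 to 155755471) encodes CD201 and had 288 ± 150 CPM (SD over 6 mice) in HSCs against 39.5 in the others, a log2 fold change of 7.32 (standard error 1.06, adjusted p = 0.000235 from edgeR). Mecom, a transcription factor gene of stem cells, was 6.15 higher, and Vwf 4.85 higher, both with the same adjusted p. These fitted folds are not ratios of CPM means and are no bounds, since sums of other populations held no read. Such sums were 6 of 25 for Procr, 7 for Mecom and 4 for Vwf. With a pseudocount of 5, the differences were 4.11, 2.65 and 2.50. Cd48 fell by 7.20 on the log2 scale in HSCs (adjusted p = 0.00334 from edgeR; 4.04 against 219 CPM), as the gate requires. In MPPs, 10 of the 20 HSC genes were higher (15 when adjusted over the list alone), and Flt3 (ENSMUSG00000042817) was 5.04 higher (190 ± 125 CPM, SD over 6 mice, adjusted p = 0.000834 from edgeR). With a pseudocount of 5, Flt3 was 2.86 higher (190 against 72.9 CPM). The G2M list was lower in MPPs as a whole (camera adjusted p = 1.77e-22; adjusted p = 0.00275 with an estimated correlation), with 1 gene past the threshold (15 lower when adjusted over the list alone). In HPCs-1, 6 of 7 tested lymphoid genes were higher (camera adjusted p = 3.20e-25; adjusted p = 1.14e-07 with an estimated correlation) and 5 of 21 myeloid genes (14 when adjusted over the list alone; adjusted p = 2.16e-15, and adjusted p = 0.000761 with an estimated correlation). The myeloid score of HPCs-1 was 0.29 ± 0.43 above that of the other populations (SD, 4 of 6 mice, exact permutation p = 0.1875). Dntt (ENSMUSG00000025014), which encodes the terminal transferase of lymphoid progenitors, was 8.68 higher in HPCs-1 (519 ± 286 CPM, SD over 6 mice, adjusted p = 6.44e-06 from edgeR). With a pseudocount of 5, Dntt was 5.72 higher. The basophil and mast cell list had 1 of 8 tested genes higher in MyPs (5 when adjusted over the list alone) and 1 in EryPs (1 over the list alone), and none in HSCs, where 1 was higher and 2 lower over the list alone. Of the lists with 1 to 3 tested genes, the T and NK cell list had 1 gene higher and 1 lower in HSCs and 1 higher in MyPs, and the list of stroma and endothelium had 1 gene higher in HSCs. None of the 3 tested macrophage genes, the 1 tested B cell gene and the 1 tested eosinophil gene was past the threshold in any population.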

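How many genes set a population apart depended on which mice were included, above all on the mice of plates 2 and 7, which held most of the kept cells. The lineage genes named for each population were higher in it in each of these settings, while the number of genes past the threshold changed. In HSCs the count of 854 genes was 411, 450, 420 and 442 without mouse 6, 32, 10 and 13, 35 without both mice of plate 2 and 74 without both mice of plate 7. The count of 289 in MPPs was 87, 62, 92 and 56 without the same mice in turn, 0 without plate 2 and 7 without plate 7. For HPCs-1 the count of 150 was 85, 43, 21 and 52 without these mice, 7 without plate 2 and 3 without plate 7. MyPs had 157 genes, and 54, 61, 65 and 78 without these mice, 9 without plate 2, 11 without plate 7, 244 without mouse 28 and 392 without both mice of plate P4rep. EryPs had 189, and 56, 36, 54 and 47 without the same mice, 284 and 313 without mouse 8 and 28, 6, 24 and 572 without plates 2, 7 and P4rep. MkPs had 131, and 72, 56, 59 and 61 without mouse 6, 32, 10 and 13, 230 without mouse 28, 20 without plate 2 and 1 without plate 7, where Pf4 was still called. At an unadjusted p under 0.05, edgeR gave 2178 genes for MPPs over all 6 mice. Without both mice of plate 7, Procr, Gp1bb, Elane, Mpo, Dntt and Vwf in MkPs were no longer past 0.05, and without those of plate 2, Ly6a, Mecom and Vwf in HSCs, Ctsg and Mpo in MyPs, with log2 fold changes in the same direction. Without either plate, Cd48 in HSCs and Flt3 in MPPs were no longer past it (log2 fold changes −5.91 and −6.58 for Cd48, 5.47 and 6.45 for Flt3).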

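Mean surface Sca-1 and the mean of its transcript Ly6a were alike in HSCs and MPPs and lower in HPCs-1, which was not tested for these pairs. Within HSCs, Sca-1 was highest at the start of pseudotime, which the choice of its starting cells may set in part. Vwf was higher in HSCs than in the other LSK populations of every mouse. Itga2b, which encodes CD41, was not, and within HSCs its mean was highest in those with low CD201 and low Sca-1. Both transcripts were higher in MkPs than in HSCs, which for Itga2b the CD41 gate of MkPs sets in part.

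Surface Sca-1 (log10 of fluorescence) was 3.30 in HSCs, 3.33 in MPPs and 3.11 in HPCs-1, and HSCs lay 0.081 ± 0.074 (SD, 5 of 6 mice) above the mean of MPPs and HPCs-1 (exact two-sided sign-flip permutation p = 0.0625). Ly6a (ENSMUSG00000075602; chromosome 15 of GRCm38, 74994877 to 74998031) had a log2 level of 3.29 in HSCs, 3.41 in MPPs and 2.66 in HPCs-1. HSCs exceeded the mean of all other populations by 1.54 ± 1.09 (5 of 6 mice, exact permutation p = 0.0625). The gate sets this difference in part, since LS-K progenitors were sorted as Sca-1 negative. Their Ly6a levels were 0.18 in MyPs, 0.20 in EryPs and 0.22 in MkPs. In mouse 28 the other populations were MPPs and HPCs-1 alone, as too few cells of the rest were kept. Vwf (ENSMUSG00000001930; chromosome 6, 125546774 to 125686679) had a log2 level of 1.84 in HSCs and 0.19 in MPPs and HPCs-1, a difference of 1.65 ± 1.06 (6 of 6 mice, exact permutation p = 0.03125, the smallest possible). Itga2b (ENSMUSG00000034664; chromosome 11, 102453297 to 102470122) had levels of 1.35 and 1.07, a difference of 0.28 ± 0.91 (3 of 6 mice, exact permutation p = 0.625), and the difference was −0.05 without mouse 10 and −0.19 without both mice of plate 7. MkPs exceeded HSCs by 1.46 ± 0.70 for Vwf and 4.12 ± 1.33 for Itga2b (5 of 5 mice each, exact permutation p = 0.0625). Over these 6 comparisons the adjusted p was 0.0750 for all but Itga2b in HSCs (0.625). A read of Vwf was found in 43.4% of HSCs, 13.3% of MPPs and 67.4% of MkPs, and one of Itga2b in 38.7%, 32.7% and 81.5%, at median depths that differed little.

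In the 25% of HSCs that come first by the authors' pseudotime (70 cells in 5 mice), taken as the apex after the population means were seen, surface Sca-1 was 3.46 against 3.33 in MPPs (4 of 5 mice, exact permutation p = 0.125) and 3.25 in the other HSCs (5 of 5 mice, p = 0.0625). Against Sca-1 hi MPPs, at 3.48, it was higher in 3 of 5 mice (exact permutation p = 0.75). Vwf was 1.14 in these HSCs, above the 0.10 of MPPs in 5 of 5 mice and below the 2.42 of the other HSCs in 5 of 5, and Itga2b was 0.97 against 0.90 in MPPs (2 of 5 mice, exact permutation p = 0.875). In Sca-1 lo HSCs with low CD201, Itga2b reached 2.98, against 0.61 in CD201 hi HSCs (higher in 4 of 4 mice, exact permutation p = 0.125, the smallest possible), and 63.4% of these cells had a read of it. The smallest adjusted p was 0.125 over the 12 comparisons of the apex and 0.275 over the 55 of subsets. The paper marks its tip HSCs by high CD201 and high Sca-1. A pseudotime that starts from such cells has high Sca-1 at its start partly by construction, and the paper's text does not name the starting cells.

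**Figure D2:**
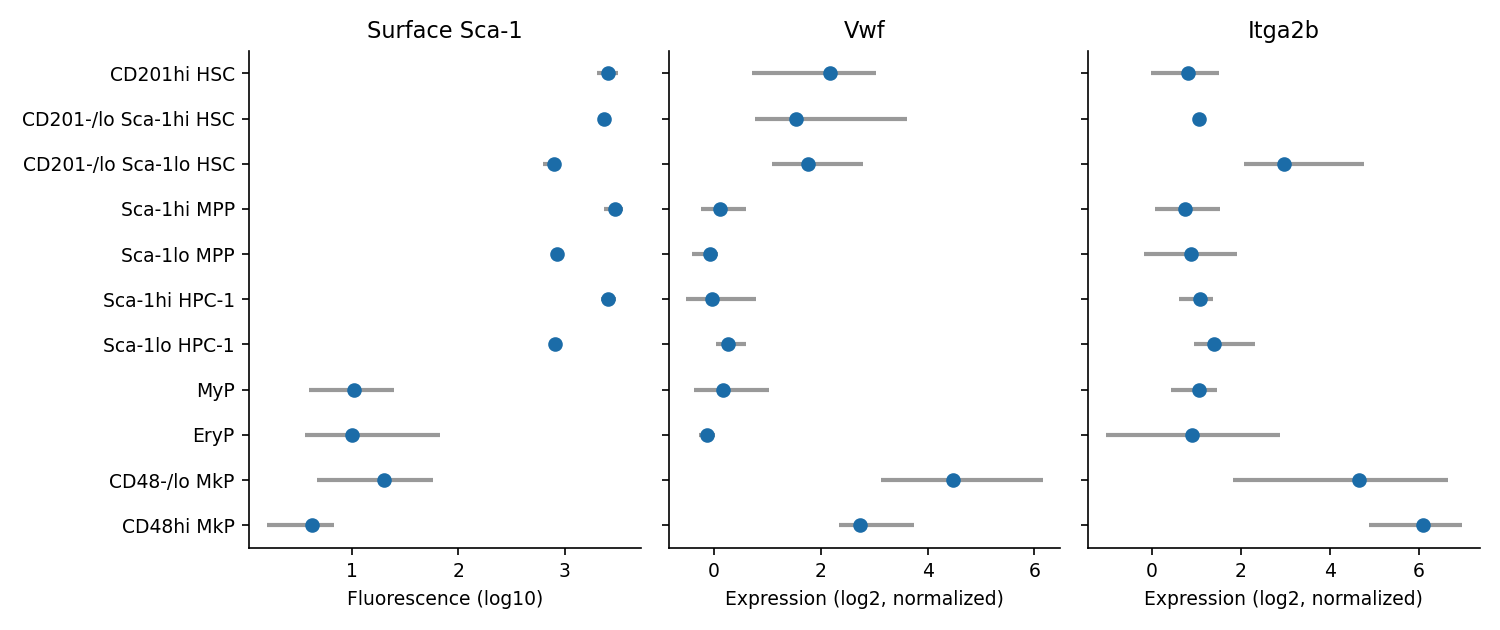
Mean over mice (points) and lowest to highest mouse (grey lines) of surface Sca-1 (log10 of fluorescence) and of Vwf and Itga2b (log2 level), by population and surface class. Among the HSC classes, Itga2b is highest in CD201 -/lo Sca-1 lo HSCs, at 2.98.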

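Surface CD48 divided MkPs into a low and a high group, and the distance to HSCs differed between the groups. A sort class of the authors' cell table, LR, went with CD48 and cannot be told apart from it here. The MkPs with little CD48 resembled HSCs more than the CD48-rich MkPs did, in every mouse with both groups. In the opposite direction, HSCs with little Sca-1 were closer to the CD48-poor MkPs than HSCs with much Sca-1 in all mice but one. Over all cells of a gate, distance rose with the surface level, which a step between the low and high groups alone would also give.

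CD48 fluorescence of the 135 MkPs ran from 63.8 to 36757, with the 10th percentile at 354 and the 90th at 22324. The authors' classes, 60 CD48 -/lo MkPs with a median of 818 and 75 CD48 hi MkPs with a median of 13813, part between 2875 and 3162, and 14 of 135 MkPs lay within 1.5 times of that border. The mean distance of a MkP to all HSCs in 10 principal components was 70.8 for CD48 -/lo and 83.1 for CD48 hi MkPs, a difference of −12.4 ± 5.09 (SD, closer in 5 of 5 mice, exact two-sided sign-flip permutation p = 0.0625, the smallest possible). HSCs of low Sca-1 (94 cells) lay at 64.8 from CD48 -/lo MkPs and those of high Sca-1 (185 cells) at 72.4, a difference of −7.68 ± 5.22 (5 of 6 mice, exact permutation p = 0.0625), with mouse 28 at 2.05. Both values were 0.0625 after adjustment over the 2 comparisons, and the mean distance over all pairs of cells was 68.4. With 10 percentage points more HSCs counted as low in Sca-1, all 6 mice showed the direction (−8.63, exact permutation p = 0.03125). With 10 points more MkPs counted as low in CD48, the difference was −9.68 ± 6.74 (closer in 4 of 5 mice, exact permutation p = 0.125). With 10 points fewer counted as low, it was −12.1 for MkPs (6 of 6 mice) and −7.24 for HSCs (5 of 6 mice). Spearman's rho of CD48 with the distance to HSCs across MkPs of a mouse was 0.306 ± 0.228 (positive in 5 of 5 mice, 0.0235 in mouse 8, exact permutation p = 0.0625). That of Sca-1 with the distance to CD48 -/lo MkPs across HSCs was 0.397 ± 0.178 (6 of 6 mice, exact permutation p = 0.03125). Across MPPs it was 0.495 ± 0.121 (6 of 6 mice, exact permutation p = 0.03125), so the relation was not particular to HSCs. Each had an adjusted p of 0.0625 over 4 such relations. Subsets were compared within mice, each of which lies on 1 plate, but distances were taken to cells of all plates. Differences between plates can therefore enter. Without the plate correction, the difference was −9.07 for MkPs (closer in 5 of 5 mice, exact permutation p = 0.0625). For HSCs it was −4.76 without the correction (closer in 4 of 6 mice, exact permutation p = 0.156).

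**Figure D3:**
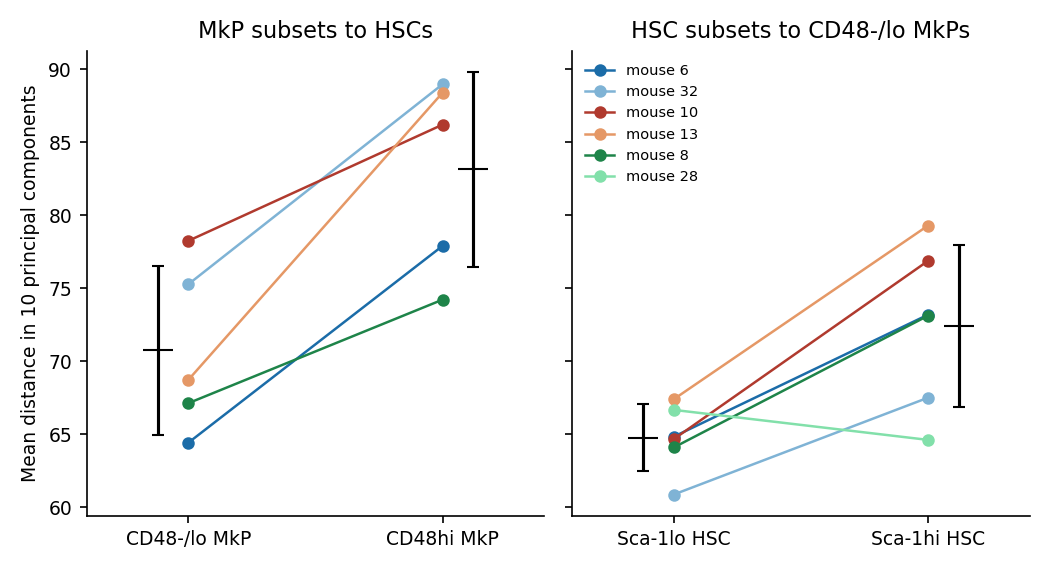
Mean distance in 10 principal components (y axis) of MkPs to HSCs, by CD48 class, and of HSCs to CD48 -/lo MkPs, by Sca-1 class (joined points, 1 mouse each; black bars, mean ± SD over mice). CD48 -/lo MkPs lie at 70.8 and CD48 hi MkPs at 83.1 on average, with all 5 mice in the same direction.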

We noted that MkPs showed heterogeneous surface expression of CD48 (Fig. 3g), with CD48^−^^/lo^ MkPs being significantly closer to Sca-1^lo^ HSCs in transcript space (Fig. 3h). To extract putative developmental trajectories between HSC and progenitor subpopulations, we applied the graph abstraction method PAGA^47^ (Fig. 3i). 

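The graph of populations held a stem cell region, a region of MPPs and HPCs-1 and a region of LS-K progenitors, joined by few links. HSC subsets were joined to one another and to MPPs, MPPs to HPCs-1, and HPCs-1 to MyPs. MyPs were in turn joined to EryPs, so that the LS-K progenitors formed a chain that began at HPCs-1. PAGA connectivities, between 0 and 1, were computed from the graph of 15 nearest neighbours in 10 principal components of 6604 variable genes, with populations split by the authors' surface classes. Links of at least 0.9 numbered 20, and they were the 20 links drawn in Fig. 3i. MyPs were linked to Sca-1 lo HPCs-1 and to lymphoid HPCs-1 at 1.00, and to EryPs at 1.00 (lowest 0.971 over the alternatives). Sca-1 lo HSCs with low CD201 were linked to Sca-1 lo MPPs at 1.00 (at least 0.9 in 17 of 18 alternatives). Links nearer to the threshold were those of these HSCs with CD201 hi HSCs (0.929, at least 0.9 in 11 of 18), of Sca-1 hi HSCs with low CD201 and Sca-1 lo MPPs (0.937, 14 of 18), and of Sca-1 hi MPPs with Sca-1 lo HPCs-1 (0.954, 16 of 18). CD201 hi HSCs and Sca-1 hi MPPs lay below it here, at 0.795, but reached it in 2 of 18 alternatives (0.720 to 1.00). A connectivity has no replicate, so these values carry no error and no test.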

PAGA recovered the topology inferred from fate mapping (Fig. 3i, red lines) with high confidence (Fig. 3j). Remarkably, for thrombopoiesis, only CD48^−/lo^ MkPs were directly connected to CD201^−^^/lo^ Sca-1^lo^ HSCs (Fig. 3i, green line) whereas CD48^hi^ MkPs were connected to HPC-1 via LS^−^K progenitors (Fig. 3i, blue lines). Thus, single-cell transcriptome data point to distinct origins of CD48^−^^/lo^ and CD48^hi^ MkPs. Moreover, the significant correlation of pseudotime and Mk score in each MkP subpopulation individually suggests that each subset matured in parallel in a continuous process (Fig. 3k).

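MkPs joined the rest of the graph at opposite ends, CD48 -/lo MkPs at the HSCs with low Sca-1 and CD48 hi MkPs at EryPs. Cross connections between these ends, from CD48 hi MkPs to HSCs or from CD48 -/lo MkPs to EryPs, were present but weaker. The links of both MkP subsets with EryPs each crossed the threshold in 1 alternative. The connectivity of CD48 -/lo MkPs with CD201 -/lo Sca-1 lo HSCs was 1.00 here and in all 18 alternatives, which is the upper bound of the measure and can hide changes of the link. CD48 hi MkPs and the same HSCs had 0.488 (0.296 to 0.710 over the alternatives). Between CD48 hi MkPs and EryPs it was 1.00 (lowest 0.828, with 10 neighbours), and between CD48 -/lo MkPs and EryPs 0.552 (0.270 to 0.941, above 0.9 with 5 components). CD48 hi MkPs and MyPs had 0.556 (0.187 to 0.736), so that the path from HPCs-1 to CD48 hi MkPs ran over EryPs. CD48 -/lo MkPs and Sca-1 hi HSCs with low CD201 had 0.461, and CD201 -/lo Sca-1 lo HSCs and EryPs 0.411.

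**Figure D4:**
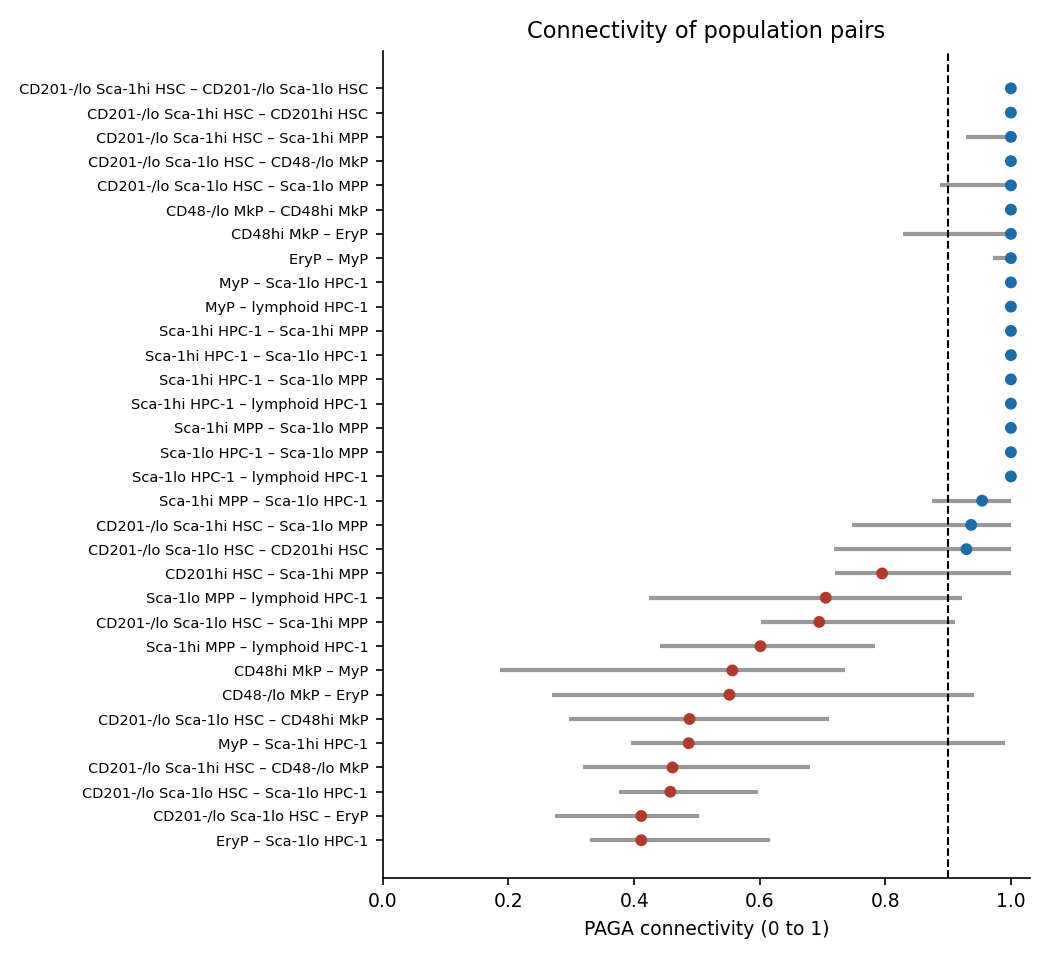
PAGA connectivity (x axis) of pairs of populations with at least 0.4 (points, blue for links drawn in Fig. 3i and red for the others; grey lines, range over the alternatives; dashed line, 0.9). The pair of CD201 -/lo Sca-1 lo HSCs and CD48 -/lo MkPs lies at the upper bound of 1.00 and that of the same HSCs and CD48 hi MkPs at 0.488.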

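CD201 -/lo Sca-1 lo HSCs, the stem cells next to CD48 -/lo MkPs, tended to have lower stem cell scores, more CD41 transcript and higher G2M scores than CD201 hi HSCs, in tests that could not pass 0.05 with 4 mice. Transcripts of both surface markers by which they were gated were lower as well. These shifts were of the same direction in all 4 mice with both subsets, and the tools differed on single genes, of which edgeR and limma called none and DESeq2 many. The HSC list score was lower by −1.17 ± 0.31 (SD, 0 of 4 mice higher) and the G2M score higher by 0.83 (4 of 4 mice), each at an exact two-sided sign-flip permutation p of 0.125, the smallest possible, and 0.45 after adjustment over 36 list comparisons. The S phase score was higher by 0.85 (3 of 4 mice), with 2.12 in mouse 10 and −0.018, 0.396 and 0.915 in mice 6, 32 and 13. The early response score was lower by −0.48 (0 of 4 mice higher), with −1.27 in mouse 10 and −0.395, −0.00562 and −0.258 in the same mice. The megakaryocyte score was higher by 0.18 (3 of 4 mice) and the myeloid score lower by −0.20 (0 of 4 mice higher). The LR sort class also went with these HSC subsets within mice, and the subsets were not compared within its classes.

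Of 11878 genes, edgeR called none at an adjusted p under 0.05 (411 at an unadjusted p under 0.05), limma on mean log values none of 10531 (1183 unadjusted), and DESeq2 343 (119 higher and 224 lower), of which 264 moved the same way in all 4 mice and 138 had a read in under 10% of cells. In simulated data of this design, edgeR found 4.48% of genes changed by 2 on the log2 scale and 10.6% of those changed by 3. Itga2b had 225 ± 143 CPM (SD over 4 mice) in CD201 -/lo Sca-1 lo HSCs and 37.7 ± 44.2 in CD201 hi HSCs (log2 fold change 3.83, standard error 1.14, adjusted p = 1.00 from edgeR; called by DESeq2). Procr fell by 3.21 and Ly6a by 2.78 on the log2 scale (lower in 4 of 4 mice each). Ccnb2 (ENSMUSG00000032218), which encodes cyclin B2, had 271 ± 162 against 0.518 ± 0.182 CPM (adjusted p = 0.254 from edgeR; called by 2 alternatives). Camera with the preset correlation called the G2M and S phase lists higher (adjusted p = 1.05e-29 and 1.72e-06), and the HSC and early response lists lower (adjusted p = 7.33e-08 and 0.0153). None of the 4 calls held, at adjusted p = 0.121, 0.729, 0.256 and 0.729 with an estimated correlation, and over the list alone edgeR called 7 G2M genes higher and 4 HSC genes lower. The sums held 1908630 to 16309000 reads. From the direct link of CD48 -/lo MkPs with CD201 -/lo Sca-1 lo HSCs and that of CD48 hi MkPs with HPCs-1 over LS-K progenitors, the paper proposes distinct origins of the MkP subsets.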

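Along pseudotime, CD48 -/lo MkPs gained megakaryocyte transcripts in each of the 5 mice with enough cells. Over all CD48 hi MkPs the gain was seen by rank but not by linear correlation. By the authors' scores and pseudotime, 2 cells of this subset, both of mouse 6, lay far along with a low megakaryocyte score, and one had the highest erythroid and the other the highest myeloid score of all MkPs. Over 60 CD48 -/lo MkPs, Pearson's r of the megakaryocyte score with diffusion pseudotime rooted in CD201 hi HSCs was 0.644 and Spearman's rho 0.635. Within mice r was 0.552, 0.839, 0.800, 0.397 and 0.486 in mice 6, 32, 10, 13 and 8 (mean 0.615, SD 0.195), and within plates 0.628, 0.669 and 0.595. Over 75 CD48 hi MkPs r was −0.031 and rho 0.422. Within mice r was −0.459, 0.588, −0.076, 0.417 and 0.253 in the same order (mean 0.144, SD 0.417), and within plates −0.210, 0.240 and 0.253. Without mouse 6, r over CD48 hi MkPs was 0.365, without both mice of plate 2 it was 0.373 and without mouse 10 it was 0.192. By the authors' values, the 2 cells had an erythroid score of 6.14 at a pseudotime of 10.6 and a myeloid score of 6.59 at 3.60, where the highest of the other MkPs were 5.16, 1.12 and, for pseudotime, 2.90. With the pseudotime and megakaryocyte score computed by the authors, r was 0.507 in CD48 -/lo and −0.333 in CD48 hi MkPs, and rho 0.529 and 0.310. No p was computed for these correlations.

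**Figure D5:**
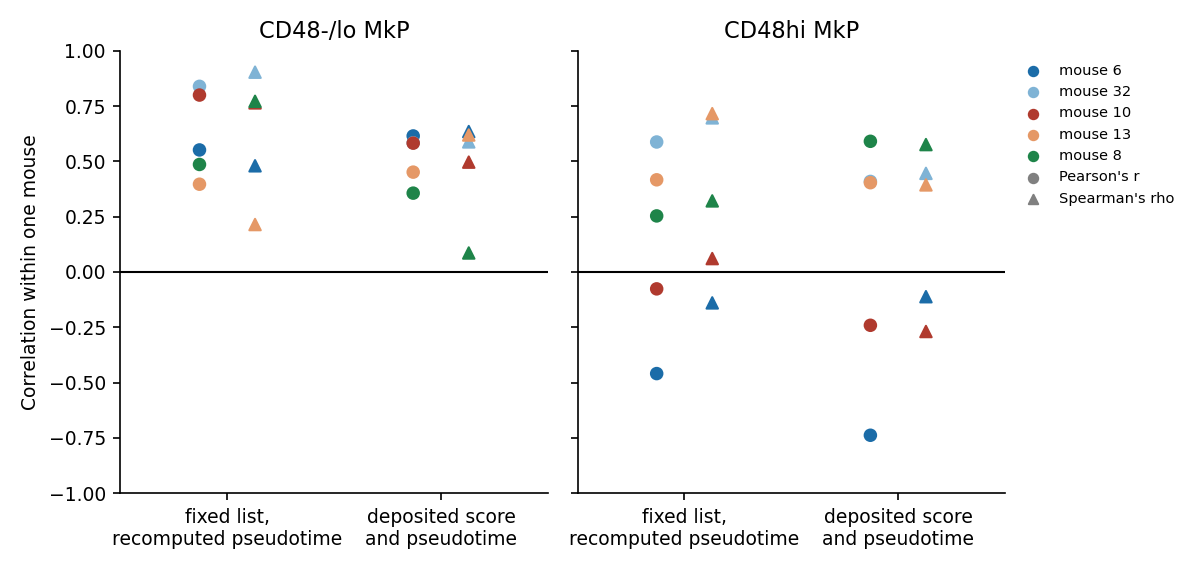
Correlation of the megakaryocyte score with pseudotime within 1 mouse (y axis) for CD48 -/lo and CD48 hi MkPs (panels), with the score and pseudotime computed here and with those of the authors (x axis; circles, Pearson's r; triangles, Spearman's rho; colour by mouse). With the values computed here, r lies between 0.397 and 0.839 in CD48 -/lo MkPs and between −0.459 and 0.588 in CD48 hi MkPs.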

PAGA also inferred a putative link between CD48^−^^/lo^ and CD48^hi^ MkPs, indicating that they could be connected. 

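CD48 -/lo and CD48 hi MkPs shared the megakaryocyte programme and differed in their surface phenotype beyond CD48. CD48 -/lo MkPs had more surface CD150, a marker they share with HSCs, and, by mean log value over cells, more Vwf in every mouse. CD48 hi MkPs had more Itga2b in every mouse by the same measure. The connectivity of both subsets was 1.00 here and in all 18 alternatives, the upper bound, at which a change cannot be seen. Their megakaryocyte scores of 2.10 and 2.36 differed by −0.26 ± 0.49 (SD, CD48 -/lo higher in 2 of 5 mice, exact two-sided sign-flip permutation p = 0.375). Surface CD41 (log10 of fluorescence), whose gene is Itga2b, did not follow this, at 3.58 in CD48 -/lo and 3.46 in CD48 hi MkPs (higher in 3 of 5 mice, exact permutation p = 0.25). Surface CD150 was 3.44 in CD48 -/lo and 3.20 in CD48 hi MkPs (higher in 5 of 5 mice), and Sca-1, far below its level in HSCs in both, 1.30 and 0.62 (4 of 5 mice). The log2 level of Vwf was 4.48 against 2.73 (5 of 5 mice) and that of Itga2b 4.66 against 6.09 (0 of 5 mice). The HSC list score was 0.513 ± 0.236 higher in CD48 -/lo MkPs (5 of 5 mice). Each comparison in which all 5 mice showed 1 direction had an exact permutation p of 0.0625, the smallest possible, and none passed after adjustment over its family (0.275 over 55 and 0.45 over 36 comparisons).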

To further address the origins of the MkP subpopulations, we performed in vivo fate mapping. Indeed, fate mapping label was rapidly acquired by CD48^−/lo^ MkPs in induced *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice, whereas CD48^hi^ MkPs acquired less label at slower kinetics (Fig. 4a, b). The CD48^−/lo^ MkP labeling quickly exceeded its own initial labeling as well as of all other progenitors, suggesting that CD48^−/lo^ MkPs directly acquire label from HSCs. Consistent with pseudotime analysis (Fig. 3k), the complete lack of label equilibration between the two MkP subsets implies that they are located in two distinct pathways (rather than CD48^−^^/lo^ MkPs being upstream of CD48^hi^ MkPs). The LSK CD48^hi^ CD150^+^ population (HPC-2), which has been implied in thrombopoiesis^7,15,39^, could not be upstream of CD48^−^^/lo^ MkPs as evidenced by their consistently lower RFP labeling, but might give rise to CD48^hi^ MkPs (Supplementary Fig. 8e). As predicted by PAGA, CD48^−^^/lo^ MkPs were developmentally close to HSCs, as they were the only cell type among all LS^−^K progenitors which retained or inherited significant amounts of H2B-GFP in chased *R26*^rtTA^/*Col1A1*^H2B-GFP^ mice (Fig. 4c). Functional characterization of both MkPs by culture and transplantation (Fig. 4d, e and Supplementary Fig. 8f–h) confirmed their predominant thrombocytic potential with some residual oligopotent behavior. While most cultivated CD48^hi^ MkP gave rise to a single Mk, significantly more CD48^−^^/lo^ MkP proliferated before acquiring a megakaryocytic morphology. Likewise, transplantation demonstrated enhanced platelet generation from CD48^−^^/lo^ MkPs. While both MkP populations similarly expressed megakaryocytic markers (Supplementary Fig. 8i–k), CD48^hi^ MkPs expressed higher levels of myeloid genes and CD48^−/lo^ MkP harbored an erythroid signature (Supplementary Fig. 8j–k), which was further evidenced by their robust erythroid potential upon transplantation (Fig. 4e).

**Fig. 4:**
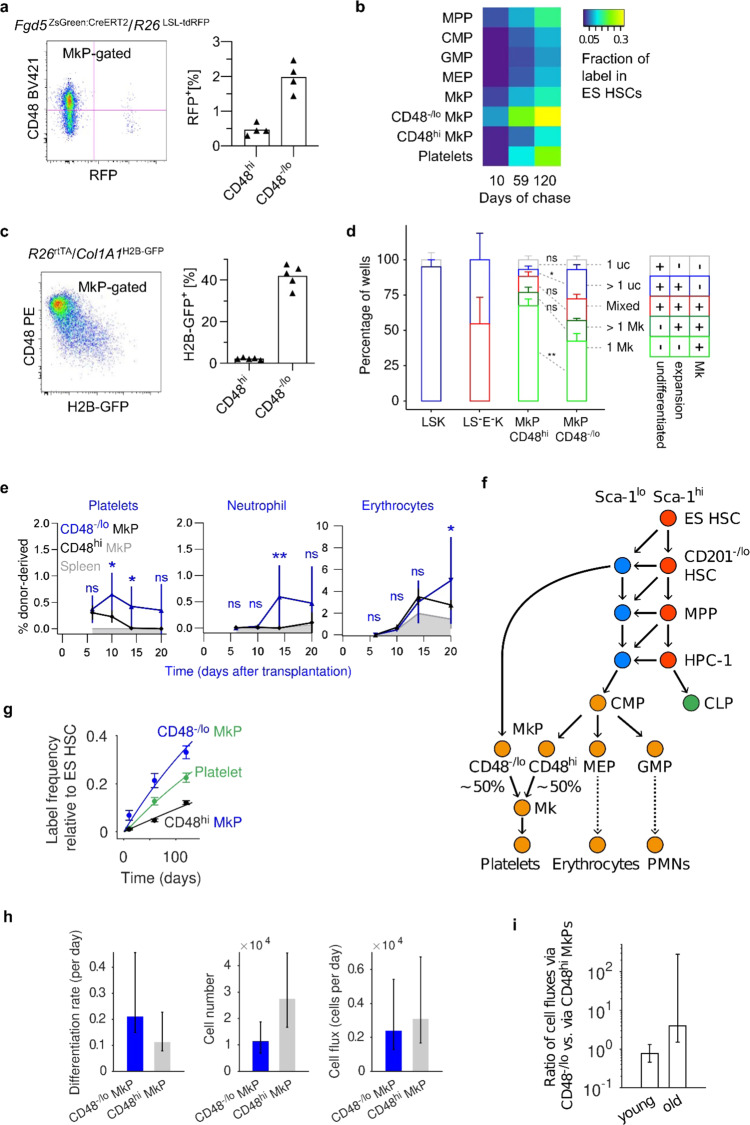
Functional characterization of CD48^–/lo^ and CD48^hi^ MkP subpopulations. **a**, **b** *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice were TAM-induced, and indicated cell populations were analyzed at 10, 59, and 120 days (*n* = 4 mice/time point). **a** Representative example of enriched RFP labeling in CD48^–/lo^ MkPs 59 days after TAM induction. Quantification of label in MkP subpopulations (right data plot, individuals, and means are shown). **b** RFP labeling of cell populations displayed as fraction of ES HSCs. **c** *R26*^rtTA^/*Col1A1*^H2B-GFP^ animals (*n* = 5) were DOX-induced and chased for 11 wks. Representative dot plot (left) and frequency of label retaining (H2B-GFP^+^) MkP subpopulations (right data plot, individual mice, and means are shown). **d** Single CD48^−^^/lo^ (*n* = 137) and CD48^hi^ (*n* = 122) MkPs as well as control cells (LS^−^E^−^K: lin^−^ CD201^−^ Sca-1^−^ CD117^+^ progenitors (*n* = 17); LSK: lin^−^ Sca-1^+^ CD117^+^ cells (*n* = 23)) were cultivated for 5 days and classified according to expansion and morphology. Bars represent mean values, and error bars SEMs. **e** 2500 CD48^hi^ or CD48^−^^/lo^ MkPs were purified from B6.RFP donor animals and transplanted into sublethally-irradiated B6.CD45.1/CD45.2 recipient mice (*n* = 7/condition). Contribution to platelets, erythrocytes, neutrophils was monitored for 3 weeks (mean and SD are shown). Transplanted LSK cells served as positive control (*n* = 1, see Supplementary Fig. 8h), transplanted B6.CD45.1/.2 carrier splenocytes as negative controls (*n* = 3); significance calculated with repeated measures 2-way ANOVA with Holm–Sidak error correction (ns, not significant; *, <0.05; **, <0.01). **f** Full model of thrombopoiesis. The direct (via CD48^−/lo^ MkP) and the conventional (via CMP-CD48^hi^ MkP) pathways equally contribute to native thrombopoiesis. **g** Mathematical inference on the fate mapping data based on the two-pathway model of thrombopoiesis fits the experimental data (*n* = 4 mice/time point; same mice as in **a** and **b**, mean and SEM are shown) and confirms the model prediction that MkPs consist of two distinct subpopulations (see Supplementary Fig. 8c, d). **h** CD48^−^^/lo^ MkPs differentiate more frequently than CD48^hi^ MkPs (left plot), while the cell number is lower in CD48^−^^/lo^ MkP (middle plot). Overall differentiating cell fluxes (number of cells becoming Mk per day) from both MkP subpopulations are balanced (right plot). **i** Contributions of the two megakaryopoiesis pathways are balanced in young adult mice, whereas CD48^−^^/lo^ MkPs supply more Mks in aged mice. In **h** and **i** error bars represent 95% confidence bounds.

To summarize, combining the data from RNAseq, fate mapping, and mitotic tracking, we identified a pathway of thrombopoiesis proceeding directly from CD201^–/lo^ Sca-1^lo^ HSCs to CD48^−/lo^ MkPs that is used in parallel with the conventional pathway of platelet generation via MPPs and CD48^hi^ MkPs (Fig. 4f).

Modeling label propagation through these pathways now gave excellent agreement with the experimental data (Fig. 4g). We used the model to infer how many megakaryocytes are produced per day through these distinct pathways (Fig. 4h). These pathway fluxes are the product of differentiation rate (which is higher for CD48^–/lo^ MkPs, consistent with transplantation outcome (cf. Fig. 4e)) and precursor number (which is higher for CD48^hi^ MkPs), resulting in equal contributions of both pathways to steady-state thrombopoiesis in young mice (Fig. 4f–i). The higher differentiation rate of CD48^–/lo^ MkPs, compared to CD48^hi^ MkPs is sustained by both their own proliferation and influx from CD201^–/lo^ Sca-1^lo^ HSCs (Supplementary Table 1). Moreover, the differentiation flux of MPPs to CD48^hi^ MkPs, via heterogeneous CMPs, was minor compared to MPP contribution to erythropoiesis and myelopoiesis (Supplementary Fig. 9a–g). Additionally, the small fraction of initially labeled MPPs and MkPs did not have a significant impact on label propagation in the model, supporting that HSCs are the relevant source of fate-mapping label for all assayed lineages (Supplementary Fig. 9h).

The faster differentiation of CD48^–/lo^ MkPs also implies that this MkP subset more efficiently gives rise to megakaryocytes and suggests that it could be utilized preferentially upon increased demand for platelets. Mice exhibit an approximately 1.5–2-fold increase in platelet count during aging^46,48,49^. Indeed, our HSC fate mapping in aged mice (Supplementary Fig. 7) revealed an increased contribution of the CD48^−/lo^ MkP pathway, accounting for about 80% of thrombopoiesis (Fig. 4i). Consistently, we observed increased platelet numbers in aged mice (Supplementary Fig. 7c).

### Thrombopoietin signaling enhances direct thrombopoiesis

The differentiation rate of HSCs is thought to respond to the need for mature cell types after injury or other challenges, but a direct assay for quantifying HSC differentiation in physiological hematopoiesis has been lacking. We reasoned that HSC fate mapping may provide such an assay. To examine this, we exposed TAM-induced *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ and DOX-pulsed *R26*^rtTA^/*Col1A1*^H2B-GFP^ mice to the myeloablative drug 5-Fluorouracil (5-FU), and investigated how ES HSCs contribute to hematopoietic recovery (Fig. 5a, b). 5-FU substantially accelerated the contribution of RFP-labeled HSCs to progenitors and mature cells (Fig. 5c and Supplementary Fig. 10a), consistent with previously published data^8,11^. Along with increased HSC output, 5-FU provoked H2B-GFP dilution equivalent to ~3–4 additional cell divisions in all HSC and MPP subpopulations (Supplementary Fig. 10b, c). In CD48^hi^ MkPs, 5-FU diluted the H2B-GFP label to the range of the background control. By contrast, CD48^−^^/lo^ MkPs still exhibited H2B-GFP labeling after recovery from 5-FU treatment, which further supports their direct emergence from HSCs. Taken together, these experiments show that HSC fate mapping provides an assay for changes in HSC output in response to perturbation.

**Fig. 5:**
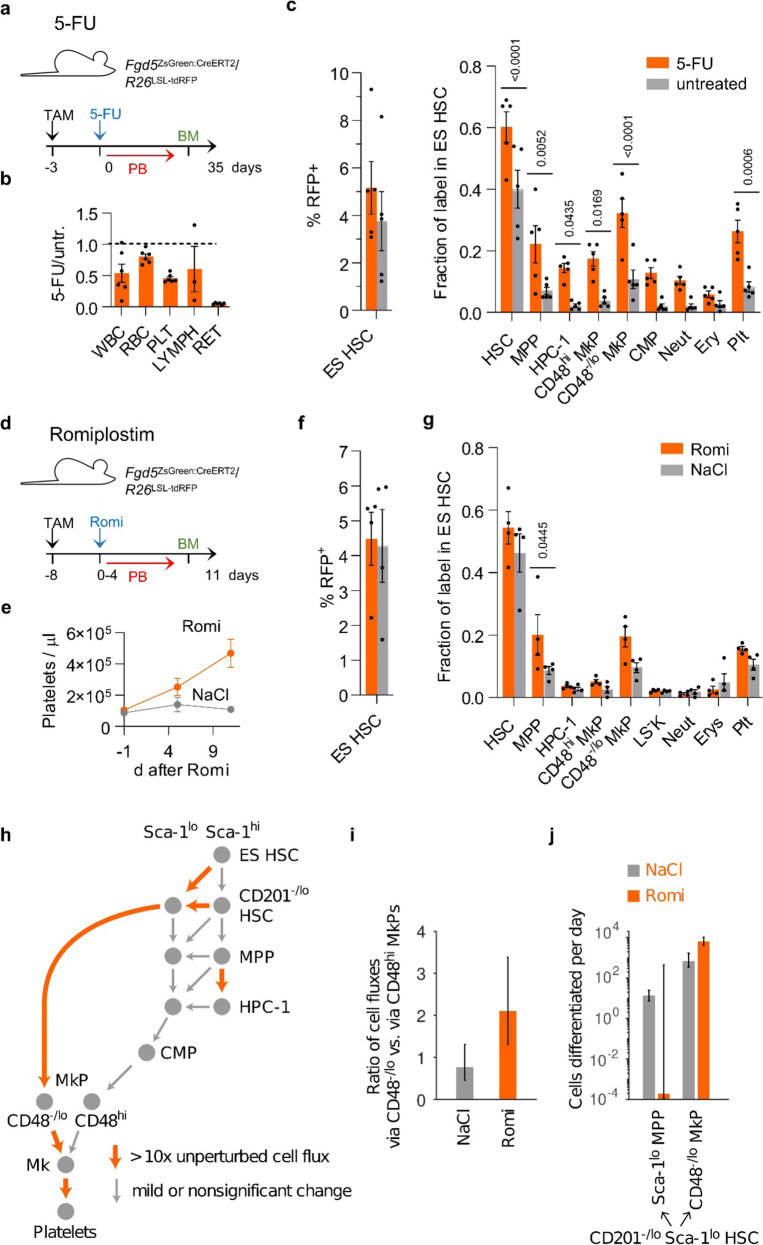
Fate mapping of perturbed hematopoiesis. **a**–**c** *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice were TAM-induced, treated with 5-FU (*n* = 5) or left untreated (*n* = 5), sacrificed at 35 days after treatment, and bone marrow populations and peripheral blood leukocytes were analyzed for RFP expression. **b** Ratios of peripheral blood cell numbers in treated (5-FU) vs. untreated (untr.) animals 6 days after treatment (means and SD are shown). **c** Label in populations 35 days after treatment is shown as percentage of RFP^+^ cells in ES HSC (left graph) or normalized as fraction of label in ES HSC (right graph, mean with SEM, one-way ANOVA with Sidak correction). **d**–**g** *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice were TAM-induced, treated with romiplostim (*n* = 4) or saline (NaCl, *n* = 4), and sacrificed 11 d after start of treatment and hematopoietic populations were analyzed for RFP expression. **e** Time-course of platelet numbers (means and SD are shown). **f** RFP labeling in ES HSCs (means and SEM are shown). **g** Label in bone marrow and blood populations is shown as fraction of label in ES HSC in respective populations (mean with SEM, one-way ANOVA with Sidak correction). **h** Graphical overview of altered cell fluxes (number of cells differentiated per day) by romiplostim application. Orange arrows represent >10× upregulated cell fluxes. Gray arrows indicate minor or non-significant changes. (cf. Supplementary Fig. 11). **i** Inferred ratio of cell fluxes via CD48^−/lo^ MkP to cell fluxes via CD48^hi^ MkP at steady state (NaCl, gray) or after romiplostim (orange) perturbation. **j** Cell fluxes from CD201^−/lo^ Sca-1^lo^ HSCs into Sca-1^lo^ MPPs and CD48^–/lo^ MkPs at steady state (NaCl, gray) or after romiplostim (orange) perturbation. In **i** and **j**, the error bars represent 95% confidence bounds.

We used this assay to study the effects of thrombopoietin signaling, which is a physiological regulator of thrombopoiesis as well as HSC maintenance. To this end, we treated *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ and *R26*^rtTA^/*Col1A1*^H2B-GFP^ mice with the thrombopoietin receptor (Mpl) agonist, romiplostim, for 5 consecutive days (Fig. 5d, and Supplementary Fig. 10a, d–f). As previously reported^50^, this regimen expanded all LSK subpopulations except MPPs (Supplementary Fig. 10f) and raised platelet counts (Fig. 5e). To understand how this is achieved, we studied label propagation from ES HSCs to platelets. RFP labeling frequencies of total HSCs including ES HSCs were not affected by romiplostim treatment (Fig. 5f–g). However, we observed strong increases in RFP-labeling frequencies in downstream progenitors, including MPPs and CD48^–/lo^ MkPs, implying accelerated differentiation of HSCs into these progenitors (Fig. 5g and Supplementary Fig. 10a). In addition, romiplostim administration to *R26*^rtTA/^*Col1A1*^H2B-GFP^ mice induced ~1–2 additional divisions in HSCs and progenitors (Supplementary Fig. 10d, e). To understand how the acceleration of differentiation and enhanced cell division conspire to increase platelet production, we fitted the mathematical model to the experimental data (Fig. 4f and Supplementary Fig. 11a–c). The flux through the direct pathway was increased at all stages from ES HSCs to megakaryocytes, resulting in an almost 10-fold increase of the pathway flux (Fig. 5h). By comparison, the flux through the conventional pathway was only moderately upregulated (Fig. 5h, i). Taken together, thrombopoietin signaling enhances platelet production by channeling CD201^−/lo^ Sca-1^lo^ HSCs into the direct thrombopoiesis pathway (Fig. 5j).

## Discussion

We have demonstrated that stem cell fate mapping charts physiological differentiation pathways when combined with proliferation assays and mathematical inference. We thus pinpoint tip stem cells of native hematopoiesis and show how lineage pathways diverge immediately downstream of tip HSCs. Specifically, we find that thrombopoiesis proceeds via two distinct progenitors that previously were thought to be a homogeneous population. Our identification of MkP subpopulations has been enabled by closely linking single-cell transcriptomics with fate mapping and mitotic tracking. Moreover, the accuracy of predictions derived from computational model selection attest to the utility of this tool for interrogating complex, multi-faceted data. Our results on HSC self-renewal and differentiation rates are consistent with previous studies employing a different Cre driver (*Tie2*^*MeriCreMer*^) to label HSCs for fate mapping^11,17^. Surface markers of stem and progenitor cells have been selected for their utility in prospective isolation of these cells, and less emphasis has been given to their molecular function. Interestingly, however, Sca-1, marking tip-HSCs together with CD201, is an interferon-stimulated gene (ISG)^51^. Constitutive expression of ISGs, with protective function, is a hallmark of stem cells also beyond the hematopoietic system^52^. CD201 has been implied in HSC retention to the niche^53^. Our functional data on tip HSCs imply that the gene expression program associated with high co-expression of Sca-1 and CD201 deserves closer scrutiny.

Our identification of a short pathway of thrombopoiesis, leading from Sca-1^lo^ HSCs via CD48^–/lo^ MkPs to megakaryocytes, strengthens the recently advanced view that thrombopoiesis is special among all adult hematopoietic lineage pathways by emerging directly from HSCs, and provides a specific progenitor for this pathway^7,9,40^. Contrary to the classical view^15,38^, but in agreement with Rodriguez-Fraticelli et al.^7^, this pathway does not proceed via MPP. Our fate mapping and single cell transcriptome data uncovered that each MkP subset matured independently and that the cell flux of CD48^–/lo^ MkP was accelerated as this two-fold smaller population had higher proliferative potential and contributed equally to platelet production.

While platelets, neutrophils, and erythrocytes make up the major share of hematopoietic cell production in steady state, their amplification strategies are fundamentally different: Neutrophil and erythrocyte numbers are achieved by massive progenitor proliferation, whereas platelet numbers are obtained via prolonged shedding from megakaryocytes after enormous cell growth. This special amplification strategy is linked to the evolution of anucleated platelets in mammalian hematopoiesis^54^. We now find that these two strategies for amplifying cell numbers are already manifest at the HSC level. The major cell flux from Sca-1^lo^ HSCs supplies thrombopoiesis directly, while myelopoiesis is fed by a much smaller flux from Sca-1^lo^ HSCs and amplified by selective proliferation of Sca-1^lo^ progenitors downstream. Moreover, the short thrombopoiesis pathway can produce platelets more rapidly than the conventional pathway, as CD48^–/lo^ MkPs differentiate faster into megakaryocytes than their CD48^hi^ counterparts. This feature may explain the higher flux through the short pathway under conditions of increased demand for platelet production during aging and upon applying a thrombopoietin receptor agonist. These findings would be consistent with the view that the conventional pathway may reflect a residual ability of myeloid progenitors to give rise to platelets. This is further supported by our finding that the differentiation flux from heterogeneous CMPs to myeloid and erythroid lineages is much larger than to the conventional thrombopoiesis pathways.

Our observation that activating a physiological regulator of thrombopoiesis further accentuates this effect (increasing the flux from Sca-1^lo^ HSCs to thrombopoiesis and accelerating, in a compensatory manner, proliferation of Sca-1^lo^ MPPs) strengthens this interpretation. Thus, our data show that HSCs contribute very actively to thrombopoiesis in native hematopoiesis, whereas they feed only infrequently into myelopoiesis, which is sustained primarily by progenitor amplification. Accordingly, mice with a severe reduction of HSCs feature normal numbers of leukocyte and erythrocytes, but a significant reduction of platelets^55,56^.

In sum, the approach developed here connects the charting of lineage pathways with the quantification of cell fluxes. It, therefore, has potential for the quantitative understanding of the regulation of native hematopoiesis in steady state and in response to challenges.

## Methods

### Mice

All animal experiments were conducted according to institutional guidelines and in accordance with the German Law for Protection of Animals approved by Landesdirektion Dresden (TVV 91/2017 and TVA24/2017). Male and female mice were used for experiments and housed in individually ventilated cages under specific-pathogen free environment at the Experimental Center of the Medical Faculty, TU Dresden. *Fgd5*^ZsGreen:CreERT2/wt^*/R26*^LSL-tdRFP/LSL-tdRFP^^18,19^, *R26*^rtTA/rtTA^*/Col1A1*^H2B-GFP/H2B-GFP^^57^ (Jax No: 016836, backcrossed for three generations to C57Bl/6J mice upon receipt), C57Bl/6JRj wt (Janvier), B6.CD45.1 (Jax No. 002014) and B6.CD45.1/.2 mice were used in this study. Unless stated otherwise, mice were 8-20 weeks of age when experiments were started. B6.RFP mice with ubiquitous tdRFP expression were generated by germline excision of the lox*P* flanked STOP cassette (LSL) in *R26*^LSL-tdRFP^ animals^19^ employing the pgk-Cre transgene^58^. Pulse-chase data of unperturbed *R26*^rtTA^*/Col1A1*^H2B-GFP^ mice was previously published^33^. H2B-GFP mice were induced with doxycyclin (DOX) via chow (Ssniff Spezialdiäten), 625 mg/kg for 10–11 weeks or 2000 mg/kg for either 2–7 weeks (this study) ad libitum. *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ mice were induced by oral gavage of TAM (0.2 mg/g BW) twice 3–4 days apart. The Mpl agonist romiplostim (Nplate, Amgen, 2.5 µg/mouse/d) was injected intraperitoneal (i.p.) for 5 consecutive days. 5-FU (150 µg/g body weight, Applichem) was administered via intravenous (i.v.) injection.

### Cell Preparation

Whole bone marrow cells were isolated by crushing long bones with mortar and pestle using PBS/2% FCS/2 mM EDTA and filtered through a 100 µm mesh. After erythrocyte lysis in hypotonic NH_4_Cl-buffer, cells were filtered through a 30 µm mesh. Hematopoietic lineage^+^ cells were removed with the lineage cell depletion kit (Miltenyi Biotec).

Peripheral blood was drawn into glass capillaries by retro-bulbar puncture. For identification of RFP^+^ platelets and erythrocytes, 1–2 µl of heparinized blood was mixed with PBS/2%FCS/2 mM EDTA and incubated with monoclonal antibodies against CD41 and Ter119 (for gating see Supplementary Fig. 1c). For leukocyte analysis, erythrocyte lysis in hypotonic NH4Cl-buffer was performed twice for 5 min and cells were stained with monoclonal antibodies (Supplementary Table 2). For hemograms, blood was drawn by retro-bulbar puncture directly into EDTA-coated tubes (Sarstedt) and analyzed on a XT-2000i Vet analyzer (Sysmex).

### Transplantation

B6.CD45.1/.2 recipient mice received a single dose of 9 Gray total body irradiation (Yxlon Maxi Shot γ-source). Test donor cells were sorted, mixed with 200000 B6.CD45.1 competitor bone marrow cells and administered via intravenous injection into the retro-orbital sinus. Peripheral blood T-lymphocytes (CD3^+^), B-lymphocytes (B220^+^), and neutrophils (CD11b^+^, Gr-1^hi^) were analyzed for their donor origin using an Aria III flow cytometer. The frequency of HSCs with long-term multi-lineage repopulation potential was estimated by ELDA^59^. Competitive transplantation of either Sca-1^hi^ or Sca-1^lo^ donor HSCs was previously described^25^. Briefly, 100 test donor HSCs (LSK CD48^−/lo^ CD150^+^) from WT B6 mice were sorted for Sca-1 expression level, mixed with 500,000 B6.CD45.1 competitor bone marrow cells and i.v. injected into irradiated B6.CD45.1/.2 recipient mice.

For transplantation of MkP populations, 2500 either CD48^−^^/lo^ or CD48^hi^ MkPs were purified from B6.RFP donor mice, mixed with 500,000 B6.CD45.1/.2 carrier splenocytes and injected into B6.CD45.1/.2 recipient mice that previously received 4 Gy γ-irradiation. Recipient mice that were transplanted with 2500 lin^−^Sca-1^+^ CD117^+^ (LSK) cells served as positive controls, while animals that received only carrier splenocytes were used as background controls.

### Flow cytometry

Cell suspension were incubated with antibodies (Supplementary Table 2) in PBS/2% FCS/2 mM EDTA for 30 min, washed twice and analyzed on either FACS Canto, ARIA II SORP, Aria II, ARIA III (all from BD Biosciences and operating with BD FACSDiva software versions 6–8, Heidelberg, Germany) or MACSquant (Miltenyi) flow cytometers. Data were analyzed with FlowJo V9.9 and V10 software (Tree Star) and gates were set with the help of Fluorescence-Minus-One controls. For bone marrow cell surface phenotype analysis, a cocktail of biotinylated antibodies against hematopoietic lineage markers (anti-CD3e (clone 145-2C11, 1:400), anti-CD4 (clone GK1.5, 1:400), anti-CD8a (clone 53−6.7, 1:800), anti-CD11b (clone M1/70, 1:800), anti-CD19 (clone ebio1D3, 1:400), anti-LY-6C/G (Gr-1) (clone RA3-8C5, 1:400), anti-NK1.1 (clone PK136, 1:800) from eBioscience, and anti-CD45R (B220) (clone RA3-6B2, 1:400), anti-Ter119 (clone TER-119, 1:400) from Biolegend) was used, followed by a secondary staining with either 1. anti-Streptavidin (Horizon V500, 1:800, BD), anti-CD117(c-kit) (APC/eF780, clone 2B8, 1:1600, eBioscience), anti-Ly-6A/E (Sca-1) (PCP/Cy5.5, clone D7, 1:400, eBioscience), anti-CD150 (PE/Cy7, clone TC15-12F12.2, 1:200, Biolegend), anti-CD48 (BV421, clone HM48-1, 1:400, BD), anti-CD201 (EPCR) (APC, clone ebio1560, 1:100, eBioscience) and anti-CD41 (BV605, clone MWReg30, 1:100, Biolegend) for HSC and early progenitor analysis in *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^ -animals or 2. anti-Streptavidin (Horizon V500, 1:800, BD), anti-CD117(c-kit) (APC/eF780, clone 2B8, 1:1600, eBioscience), anti-Ly-6A/E (Sca-1) (PCP/Cy5.5, clone D7, 1:400, eBioscience), anti-CD34 (eF660, clone RAM34, 1:25, eBioscience), anti-CD127 (PE/Cy7, clone A7R34, 1:50, Biolegend), anti-CD135 (BV421, clone A2F10, 1:100, Biolegend) and anti-CD16/32 (AF700, clone 93, 1:100, eBioscience) for committed progenitor (CMP, GMP, MEP, CLP) analysis in *Fgd5*^ZsGreen:CreERT2^*/R26*^LSL-tdRFP^-animals, or 3. anti-Streptavidin (eF710, 1:200, eBioscience), anti-CD117(c-kit) (APC/eF780, clone 2B8, 1:1600, eBioscience), anti-Ly-6A/E (Sca-1) (PCP/Cy5.5, clone D7, 1:400, eBioscience), anti-CD150 (PE/Cy7, clone TC15-12F12.2, 1:200, Biolegend), anti-CD48 (PE, clone HM48-1, 1:400, eBioscience), anti-CD201 (EPCR) (APC, clone ebio1560, 1:100, eBioscience), anti-CD34 (eF450, clone RAM34, 1:25, eBioscience) and anti-CD41 (BV605, clone MWReg30, 1:100, Biolegend) for *R26*^rtTA^*/Col1A1*^H2B-GFP^ -animals was performed.

For cell surface phenotype analysis of peripheral blood cells, cells either underwent erythrocyte lysis and were stained with anti-CD3 (APC, clone 145-2C11, 1:100, or PCP/eF710, clone eBio500A2, 1:400;), anti- CD11b (APC/eF780, clone M1/70, 1:600, or FITC, clone M1/70, 1:400), anti-CD19 (PE/Cy7, clone eBio1D3, 1:200), and anti- Ly-6C/G (Gr1) (eF450, clone RB6-8C5, 1:1000, or PCP/Cy5.5, clone RB6-8C5, 1:1200), all from eBioscience, or were stained directly with anti-CD41 (APC, clone eBioMWReg30, 1:50, eBioscience) and anti-Ter119 (FITC, clone TER-119, 1:100, Biolegend).

Peripheral blood cells of transplanted B6.CD45.1/.2 mice were stained with anti-CD3 (PCP/eF710, clone eBio500A2, 1:400;), anti-CD11b (APC/eF780, clone M1/70, 1:600), anti-CD19 (PE/Cy7, clone eBio1D3, 1:200), and anti- Ly-6C/G (Gr1) (eF450, clone RB6-8C5, 1:1000) from eBioscience and anti-CD45.1 (APC, clone A20, 1:800) and anti-CD45.2 (FITC, clone 104, 1:400) from Biolegend.

Bone marrow cells of transplanted B6.CD45.1/.2 mice were stained with anti-Streptavidin (Horizon V500, 1:800, BD), anti-CD117(c-kit) (APC/eF780, clone 2B8, 1:1600, eBioscience), anti-Ly-6A/E (Sca-1) (PCP/Cy5.5, clone D7, 1:400, eBioscience), anti-CD150 (PE/Cy7, clone TC15-12F12.2, 1:200, Biolegend), anti-CD48 (BV421, clone HM48-1, 1:400, BD), anti-CD45.1 (APC, clone A20, 1:800, Biolegend) and anti-CD45.2 (BV711, clone 104, 1:100) or with anti-Streptavidin (eF710, 1:200, eBioscience), anti-CD117(c-kit) (APC/eF780, clone 2B8, 1:1600, eBioscience), anti-Ly-6A/E (Sca-1) (PCP/Cy5.5, clone D7, 1:400, eBioscience), anti-CD150 (PE/Cy7, clone TC15-12F12.2, 1:200, Biolegend), anti-CD48 (BV421, clone HM48-1, 1:400, BD), anti-CD201/EPCR (PCP/eF710, clone ebio1560, 1:200, eBioscience), anti-CD41 (BV605, clone MWReg30, 1:100, Biolegend), anti-CD45.1 (APC, clone A20, 1:800, Biolegend) and anti-CD45.2 (FITC, clone 104, 1:400).

For more details on antibody dilutions, manufacturers, catalog, and clone numbers please refer to Supplementary Table 2. For a detailed overview of gating strategies and cell population abundance refer to Supplementary Fig. 1. Absolute numbers of lin^−^ BM cells were determined employing a Miltenyi MACSquant flow cytometer.

### Single cell culture

Single cells were deposited into 96 well U-bottom plate (TPP) using a BD FACS ARIA II cell sorter. Cells were cultivated in Iscove’s Modified Dulbecco’s Medium (Gibco) supplemented with 10% FCS (FBS superior, Biochrom), 1% Pen/Strep, stem cell factor (rmSCF 20 ng/ml, PeproTech), Thrombopoietin (rmTPO 20 ng/ml, PeproTech), Interleukin-3 (rmIL-3 20 ng/ml, PeproTech), Erythropoietin (rhEPO, 5U/ml, NeoRecormon, Roche). Culture wells were visually inspected and counted by light microscopy (PrimoVert, Zeiss) and assigned to categories on day 5 of culture (see Fig. 4d). Representative wells were stained with Hoechst 33,342 (5 µg/ml) and imaged by fluorescence microscopy (BZ-X710, Keyence) (Supplementary Fig. 5g).

### Single-cell and bulk RNA sequencing

Single hematopoietic stem and progenitor cells were index-sorted into 384 well plates containing 0.5 µl of nuclease free water with 0.2% Triton-X 100 and 4 U murine RNase Inhibitor (NEB), spun down, and frozen at −80 °C. For bulk RNA transcriptomes, 5000–20,000 CD48^hi^ or CD48^−/lo^ MkPs (lin^−^ CD117^+^ Sca-1^−^ CD150^+^ CD41^+^) were sorted and RNA was isolated using the RNeasy Micro Kit (Qiagen). RNA quality was analyzed using a Agilent 2100 Bioanalyzer (Agilent Technologies) and samples were frozen at −80 °C.

After thawing, total RNA was desiccated to 3 µl and denatured for 3 min at 72 °C in the presence of 5 (2.4 for bulk samples) mM dNTP (Invitrogen), 0.5 µM (240 nM for bulk samples) dT-primer (dT-primer: C6-aminolinker-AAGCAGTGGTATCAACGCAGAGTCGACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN, where N represents a random base and V any base beside thymidine) and 1 U (4 U for bulk samples) RNase Inhibitor (NEB). The reverse transcription and addition of the template switch oligo is performed at 42 °C for 90 min after filling up to 10 µl with RT buffer mix for a final concentration of 1× superscript II buffer (Invitrogen), 1 M betaine, 5 mM DTT, 6 mM MgCl_2_, 1 µM TSO-primer (TSO-primer: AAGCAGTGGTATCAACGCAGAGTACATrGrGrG, where rG stands for ribo-guanosine) 9 U RNase Inhibitor and 90 U Superscript II. The reverse transcriptase is inactivated at 70 °C for 15 min.

The single stranded cDNA is subsequently amplified using Kapa HiFi HotStart Readymix (Roche) at a 1× concentration together with 0.1 µM UP-primer* under following cycling conditions: initial denaturation at 98 °C for 3 min, 23 cycles (18 cycles for bulk RNA samples) [98 °C 20 s, 67 °C 15 s, 72 °C 6 min] and final elongation at 72 °C for 5 min.

The amplified cDNA was purified using 1× volume of hydrophobic Sera-Mag SpeedBeads (GE Healthcare) resuspended in a buffer consisting of 10 mM Tris, 20 mM EDTA, 18.5 % (w/v) PEG 8000, and 2 M sodium chloride solution. The cDNA was eluted in 12 µl nuclease-free water and the concentration of the samples was measured with a Tecan plate reader Infinite 200 pro in 384 well black flat bottom low volume plates (Corning) using AccuBlue Broad range chemistry (Biotium) for single cell RNA samples; for bulk RNA samples, the cDNA quality and concentration was determined with the Fragment Analyzer (Agilent).For library preparation up to 700 pg cDNA (3 ng cDNA for bulk RNA samples) was desiccated and rehydrated in 1 µl Tagmentation mix (1× TruePrep Tagment Buffer L, 0.1 µl (0.5ul for bulk RNA samples) TruePrep Tagment Enzyme V50; from TruePrep DNA Library Prep Kit V2 for Illumina; Vazyme) and tagmented at 55 °C for 5 min.

Subsequently, Illumina indices are added during PCR (72 °C 3 min, 98 °C 30 s, 13 cycles (12 cycles for bulk RNA samples) [98 °C 10 s, 63 °C 20 s, 72 °C 1 min], 72 °C 5 min) with 1× concentrated KAPA Hifi HotStart Ready Mix and 300 nM dual indexing primers. After PCR, libraries of single cell samples are quantified with AccuBlue Broad range chemistry, equimolarly pooled, and purified twice with 1× volume Sera-Mag SpeedBeads. This was followed by Illumina 50 bp paired-end sequencing on a Novaseq6000 aiming at an average sequencing depth of 0.5 mio reads per cell.

For bulk RNA samples, libraries are purified twice with 1× volume Sera-Mag SpeedBeads and quantified with the Fragment Analyzer, followed by paired-end sequencing of 60–83 million fragments on the Illumina NovaSeq 6000 platform in S4 PE mode.

### Single-cell transcriptome analysis

Raw reads were mapped to the mouse genome (mm10) and splice-site information from Ensembl release 87^60^ with gsnap (version 2018–07-04)^61^. Uniquely mapped reads and gene annotations from Ensembl were used as input for featureCounts (version 1.6.2)^62^ to create counts per gene and cell. Outlier cells in quality control metrics (library size, number of detected genes, ERCC, and mitochondrial reads) were excluded. One out of three plates exhibited a large number of poor quality cells, thus quality control metrics from the remaining two plates were used for outlier detection. Normalization was performed using the pooling method^63^ combined with scaling normalization within each plate to account for different coverages (multiBatchNorm function in the R batchelor package). Batch effects were regressed out of the data using a linear model (removeBatchEffect method in the R limma package). Mutual nearest neighbor correction was also tested, confirming the results from the linear model (Supplementary Fig. 12). Feature selection was performed using variance modeling based on spike-in transcripts and selecting genes with a non-zero biological variance with an FDR threshold of 0.05, then excluding genes contained in the cell cycle entry in Gene Ontology. 10 principal components were retained and used to compute PHATE embedding^44^ and transcriptomic distance. Lineage modules were obtained from ref. ^3^ and scored using the AddModuleScore function of the R package Seurat. A k-nearest-neighbor graph using ten principal components and *k* = 15 was used to compute the PAGA connectivities^47^, thus embedded using the Fruchterman–Reingold layout with a threshold of 0.9. Differential gene expression analysis between MkP subsets was performed on log-normalized values using the FindMarkers function (Wilcoxon rank sum test) in the R package scran, blocked by plate of origin. 

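Between MkP subsets, the transcript of the gate itself differed in every mouse, and the tools differed on how many other genes did. CD48 -/lo MkPs had fewer transcripts of Cd48, Nkg7, Plek and Gata1 and of the mitotic gene Top2a, and more of Ifitm1 and, in all mice but one, of Vwf. None of these genes passed edgeR's test over all genes, and Cd48, Nkg7 and Ifitm1 passed that of DESeq2. Counts were summed per mouse and subset for the 5 mice with at least 5 cells of both, at 2596860 to 8432510 reads per sum. Of 10091 genes edgeR called none at an adjusted p under 0.05 (266 at an unadjusted p under 0.05) and limma on mean log values none of 11302 (851 unadjusted), while DESeq2 called 225, of which 67 were higher and 158 lower in CD48 -/lo MkPs. Of these 225 genes, 118 moved the same way in all 5 mice, 25 had a read in under 10% of cells and 11 were on the fixed lists. In simulated data of this design, edgeR found 2.99% of genes changed by 2 on the log2 scale and 15.2% of those changed by 3, with 2 unchanged genes called, so edgeR would mostly miss a change of that size in a single gene. In the same comparison limma found 46.0% of genes with 2 added to their log values. That is not the same change as a fold of counts, so the shares of edgeR and limma cannot be compared.

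Nkg7 (ENSMUSG00000004612; chromosome 7 of GRCm38, 43437073 to 43438249) encodes a protein of cytotoxic granules and had 351 ± 196 CPM (SD over 5 mice) in CD48 -/lo and 810 ± 167 in CD48 hi MkPs (log2 fold change −1.35, standard error 0.32, lower in 5 of 5 mice, adjusted p = 1.00 from edgeR; called by DESeq2). Ifitm1 (ENSMUSG00000025491), an interferon-induced gene, had 384 ± 152 against 188 ± 81.8 CPM (log2 fold change 1.08, higher in 5 of 5 mice; called by DESeq2). Plek (ENSMUSG00000020120), which encodes pleckstrin of platelets, had 298 ± 147 against 614 ± 158 CPM and Top2a 99.2 ± 80.2 against 395 ± 161 (both lower in 5 of 5 mice). Gata1 (ENSMUSG00000031162), with 150 ± 115 against 400 ± 153 CPM, and Cd48, with 0.246 ± 0.229 against 212 ± 269, were lower in 5 of 5 mice, and their fitted folds rest on 1 and 2 sums without a read and are no bounds (Cd48 was called by DESeq2). Vwf had 360 ± 128 against 197 ± 85.7 CPM (log2 fold change 0.93, standard error 0.51, higher in 4 of 5 mice).

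As a list, G2M genes had a median log2 fold change of −2.29 and a camera adjusted p of 4.19e-12, early response genes 1.37 (adjusted p = 0.000555) and HSC genes 0.92 (adjusted p = 0.0329). No camera call held with an estimated correlation (adjusted p = 0.312, 0.308 and 0.308 with an estimated correlation). S phase genes had a median of −0.65 (camera adjusted p = 0.0681) and megakaryocyte genes one of −0.33 (adjusted p = 0.208). Erythroid genes had a median of −0.50 where camera pointed up (adjusted p = 0.744), and the myeloid and interferon lists had adjusted p values of 0.124 and 0.208. By edgeR no gene of any list was past the threshold, and over the list alone only Nkg7, the 1 tested gene of the T and NK cell list, was (lower). The B cell, lymphoid, basophil and mast cell, and stroma lists each had 1 tested gene, and the eosinophil and macrophage lists none.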

Code is available from Github (https://github.com/hoefer-lab/Thrombopoiesis_RNAseq).

### Bulk transcriptome analysis

Basic quality control of the resulting sequencing reads was performed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and RNA-SeQC (version 1.1.8)^64^. Reads were aligned to the mm10 reference genome using GSNAP (version 2020-12-16)^61^; the Ensembl gene annotation version 98 was used for splice site detection^60^. Uniquely aligned reads per gene were counted using featureCounts (version 2.0.1)^62^ and the respective Ensembl annotation. Normalization of raw read counts based on library size, and testing for differential gene expression between conditions was performed using the DESeq2 R package (version 1.30.1, R version 3.5.1)^65^. 736 genes with an absolute fold-change ≥ 1 and an adjusted *p*-value ≤ 0.05 were considered significantly differentially expressed. Lineage-specific gene sets were obtained from Msigdb^66^ using the MsigdbR package and querying the cell type collection (C8) for lineage-related keywords. Gene set enrichment analysis was performed using the clusterProfiler R package^67^. The analysis can be reproduced by using the code at https://github.com/hoefer-lab/Thrombopoiesis_RNAseq.

### Mathematical modeling

We use ordinary differentiation equations to describe the dynamics of label propagation, compartment sizes, and H2B-GFP dilution (for details see Supplementary Methods). Computational inference was performed using the trust-region method to search for the local minimum of the negative log-likelihood. To find the global minimum, the initial parameter values were chosen by Latin hypercube sampling (5000 samples for each model). The tasks above were performed using Data2Ddynamic (D2D) framework, a Matlab-based open source package^68^. The source codes and data used in the modeling can be found at https://github.com/hoefer-lab/Thrombopoiesis_Modeling.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The scRNA sequencing data generated in this study have been deposited in the NCBI Geo database under accession number GSE159390. The bulk RNA sequencing data generated in this study have been deposited in the NCBI Geo database under accession number GSE183409. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The transcriptome analysis and modeling codes are available at Github (https://github.com/hoefer-lab/Thrombopoiesis_RNAseq and https://github.com/hoefer-lab/Thrombopoiesis_Modeling).

# Supplementary material for: Fate mapping of hematopoietic stem cells reveals two pathways of native thrombopoiesis
**Source:** Nat Commun. 2022 Aug 3;13:4504. doi: 10.1038/s41467-022-31914-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

a bone marrow populations

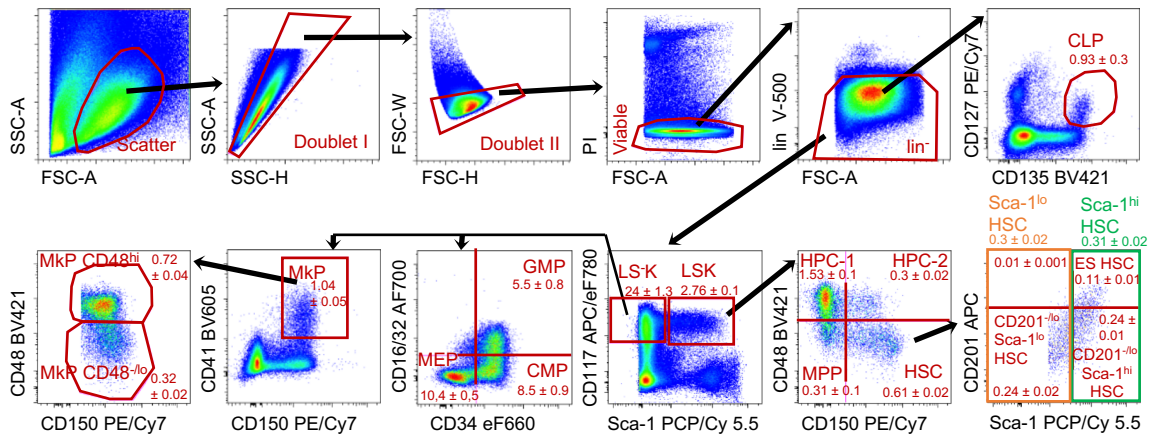

b Subgating of LSK HSPCs

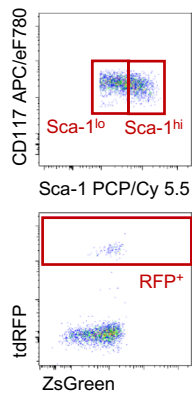

c Peripheral blood populations

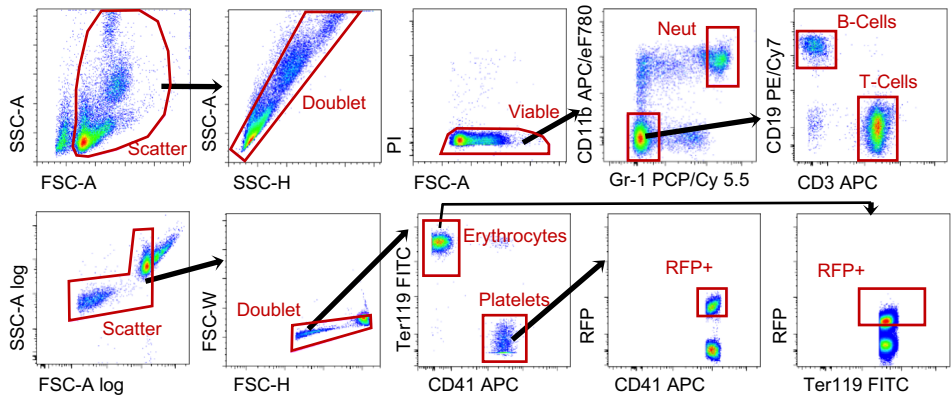

Supplementary Figure 1. Identification of bone marrow and peripheral blood populations.

a, Representative example of flow cytometry gating for bone marrow HSCs and progenitors; mean frequencies of populations $\pm$ SEM (n=4 mice) among lineage negative cells (lin^-) are shown (LS-K , $\text{lin}^- \text{Sca-1}^- \text{CD117}^+$ cells; LSK , $\text{lin}^- \text{Sca-1}^+ \text{CD117}^+$ cells; *common lymphoid progenitor (CLP)*, $\text{lin}^- \text{CD135}^+ \text{CD127}^+$; *megakaryocyte progenitor (MkP)*, $\text{LS-K} \text{CD41}^+ \text{CD150}^+$; *granulocyte-macrophage progenitor (GMP)*, $\text{LS-K} \text{CD16/32}^+ \text{CD34}^+$; *common myeloid progenitor (CMP)*, $\text{LS-K} \text{CD16/32}^- \text{CD34}^+$; *megakaryocyte-erythrocyte progenitor (MEP)*, $\text{LS-K} \text{CD16/32}^- \text{CD34}^-$; *restricted hematopoietic progenitor 1 (HPC-1)*, $\text{LSK} \text{CD48}^{\text{hi}} \text{CD150}^-$; *restricted hematopoietic progenitor 2 (HPC-2)*, $\text{LSK} \text{CD48}^{\text{hi}} \text{CD150}^+$; *multipotent progenitor (MPP)*, $\text{LSK} \text{CD48}^{-/\text{lo}} \text{CD150}^-$; *hematopoietic stem cell (HSC)*, $\text{LSK} \text{CD48}^{-/\text{lo}} \text{CD150}^+$; *ES HSC*, $\text{CD201}^{\text{hi}} \text{Sca-1}^{\text{hi}} \text{LSK} \text{CD48}^{-/\text{lo}} \text{CD150}^+$; *CD201^{-/lo} Sca-1^{hi} HSC*, $\text{CD201}^{-/\text{lo}} \text{Sca-1}^{\text{hi}} \text{LSK} \text{CD48}^{-/\text{lo}} \text{CD150}^+$; *Sca-1^{hi} HSC*, $\text{Sca-1}^{\text{hi}} \text{LSK} \text{CD48}^{-/\text{lo}} \text{CD150}^+$; *CD201^{-/lo} Sca-1^{lo} HSC*, $\text{CD201}^{-/\text{lo}} \text{Sca-1}^{\text{lo}} \text{LSK} \text{CD48}^{-/\text{lo}} \text{CD150}^+$). The RFP-labeling frequencies of induced $\text{Fgd5}^{\text{ZsGreen:CreERT2/R26LSL-tdRFP}}$ mice were identified employing two independent staining panels (panel 1: HSC, MPP, HPC-1 and MkP, panel 2: CMP, GMP, MEP and CLP). Our analysis of un-related flow cytometry data encompassing all markers in a single antibody panel revealed that few events could be assigned to more than a single population. E.g. MkP and CMP as well as CLP and HPC-1 showed some minor overlap (<10% of events).

b, Representative sub-gating of LSK populations according to Sca-1 expression level (left). Representative gating of RFP⁺ bone marrow populations (right).

c, Representative gating of peripheral blood leukocytes (upper row, *neutrophilic granulocytes (Neut)*, $\text{CD11b}^+ \text{Gr-1}^+$; *B-Cells*, $\text{CD11b}^- \text{Gr-1}^- \text{CD19}^+$; *T-Cells*, $\text{CD11b}^- \text{Gr-1}^- \text{CD3}^+$) and erythrocytes and platelets (lower row, *erythrocytes*, $\text{CD41}^- \text{Ter119}^+$; *platelets*, $\text{CD41}^+ \text{Ter119}^-$).

Supplementary Figure 2

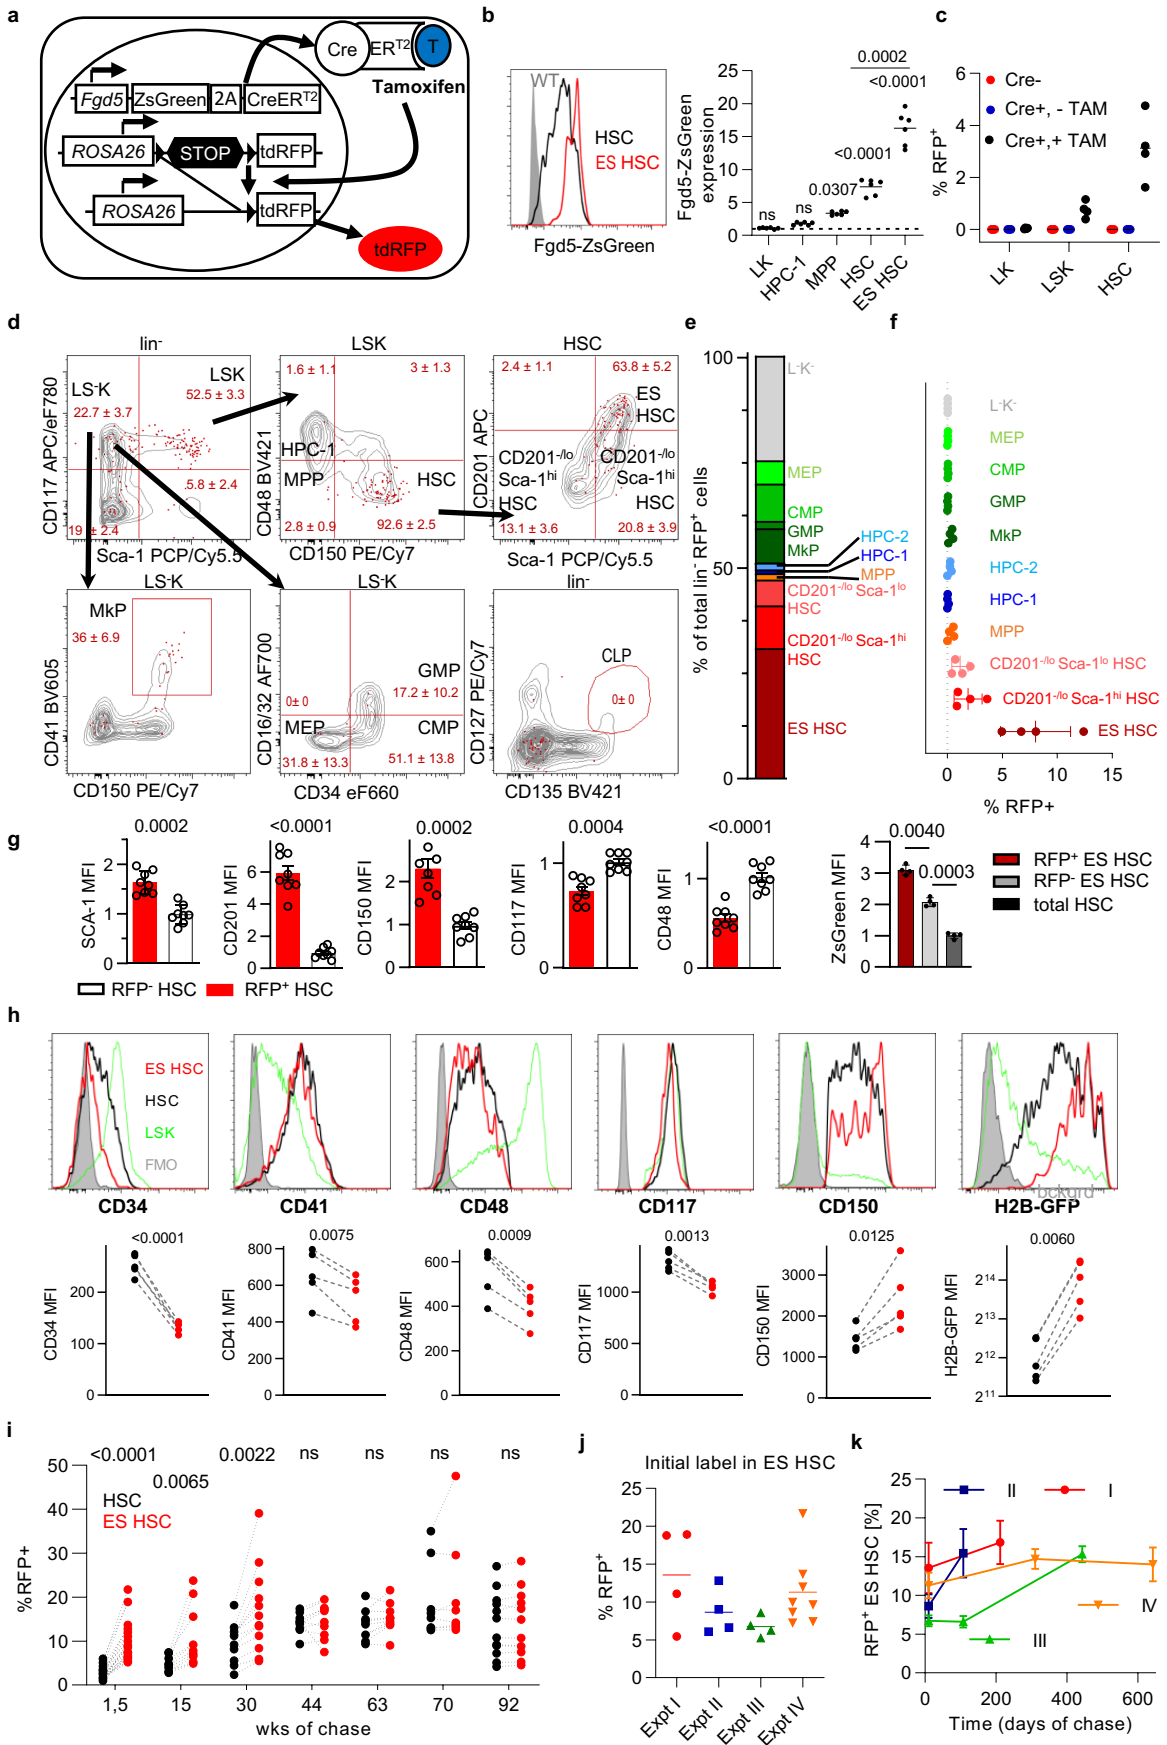

Supplementary Figure 2. *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mouse model for selective labeling of HSCs.

a, Schematic of the *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mouse model. The endogenous *Fgd5* promoter drives expression of a green fluorescent protein (ZsGreen) and tamoxifen-inducible Cre-estrogen receptor fusion protein (CreERT²). TAM induction causes irreversible excision of the loxP-flanked stop cassette (LSL) from the *R26*^{LSL}-tdRFP allele. Cre-recombined cells and their progeny are labeled by stable RFP expression.

b, ES HSCs (representative histogram shown in red) from *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} animals express higher levels of Fgd5-ZsGreen than the total HSC (black histogram, autofluorescence control shown in grey) population (two-tailed paired Student's t test). Median Fgd5-ZsGreen fluorescence of bone marrow populations isolated from *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} animals (n=6 mice, mean ± SEM) was normalized to the autofluorescence of the respective population (dotted line, *Fgd5*^{wt/wt}/R26^{LSL}-tdRFP mice, n=3 mice). Significant Fgd5-ZsGreen expression was determined by an unpaired one-way ANOVA with Sidak error correction (ns, not significant; p values shown in graph).

c, *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mice (blue, n=3 mice, age 52 - 57 weeks, Cre+, -TAM) were deliberately left un-induced and potential leaky RFP activation was excluded. TAM-induced *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} (black, n=4 mice, Cre+, +TAM) and Cre-negative (red, n=4 mice, Cre-) mice served as positive and negative controls, respectively.

d-f, *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mice (n=4 mice) were TAM-induced and bone marrow was analysed 10 days later. **d**, RFP⁺ lin⁻ cells (red dots) were overlaid to total lin⁻ cells (grey contour plots, representative animal; % ± SEM of RFP⁺ cells within each parental population is shown). **e**, RFP⁺ and total bone marrow populations were gated and displayed accordingly. The mean distribution of hematopoietic populations within total RFP⁺ lin⁻ bone marrow cells is shown. **f**, The mean frequency of RFP⁺ cells among the respective total populations is depicted. This revealed only sporadic labelling of non-HSCs and might even reflect continuous differentiation of labelled HSCs within the first days after labelling

g, *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mice (n=8 mice) were TAM-induced and bone marrow was analysed 10 days later. Expression (MFI, mean + SEM) of cell surface antigen of RFP⁺ (red bars) and RFP⁻ (open bars) HSCs (LSK CD48^{-/lo} CD150⁺) was normalized to the mean MFI of the total HSC population. Fgd5 reporter expression (right plot) was normalized and is shown for RFP⁺ (dark red) and RFP⁻ (grey) ES HSC in comparison to total HSC (black). Significances were calculated by a two-tailed paired Student's t test; ns, not significant; p values shown in graph.

Supplementary Figure 2. *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mouse model for selective labeling of HSCs (continued).

h, Marker expression levels of total HSCs (black) and ES HSC (red) isolated from *R26^{rtTA}Col1A1^{H2B-GFP}* mice (n=5 mice), which were pulsed with Dox for 5 weeks and chased for 11 weeks. Representative histograms are depicted (upper row). Mean fluorescence intensities (MFI) of paired (dotted line) HSCs and ES HSCs from each individual are shown (lower row, two-tailed paired Student's t test; ns, not significant; p values shown in graph).

i, *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mice (n=74 mice, same as in Fig. 1c-e) were TAM-induced and ES HSCs (red) and HSCs (black) were analyzed between 10 to 642 days after induction for RFP expression. The labelling frequencies of ES HSCs and HSCs are shown pairwise for each individual (dotted line, two-tailed paired Student's t test; ns, not significant; p values shown in graph).

j, *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mice (n=20 mice, same as Fig. 1b) were TAM-induced (4 independent experiments (Expt I-IV)) and ES HSCs were analyzed 10 - 11 days after TAM induction for RFP expression. Means and individual mice are shown.

k, *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mice (n=74 mice, same as in Fig. 1c-e) were TAM-induced (4 independent experiments I-IV) and ES HSCs were analyzed 10 - 642 days after TAM induction for RFP expression. The time course of RFP labeling in ES HSCs for each independent experiments is shown as mean values $\pm$ SEM.

Supplementary Figure 3

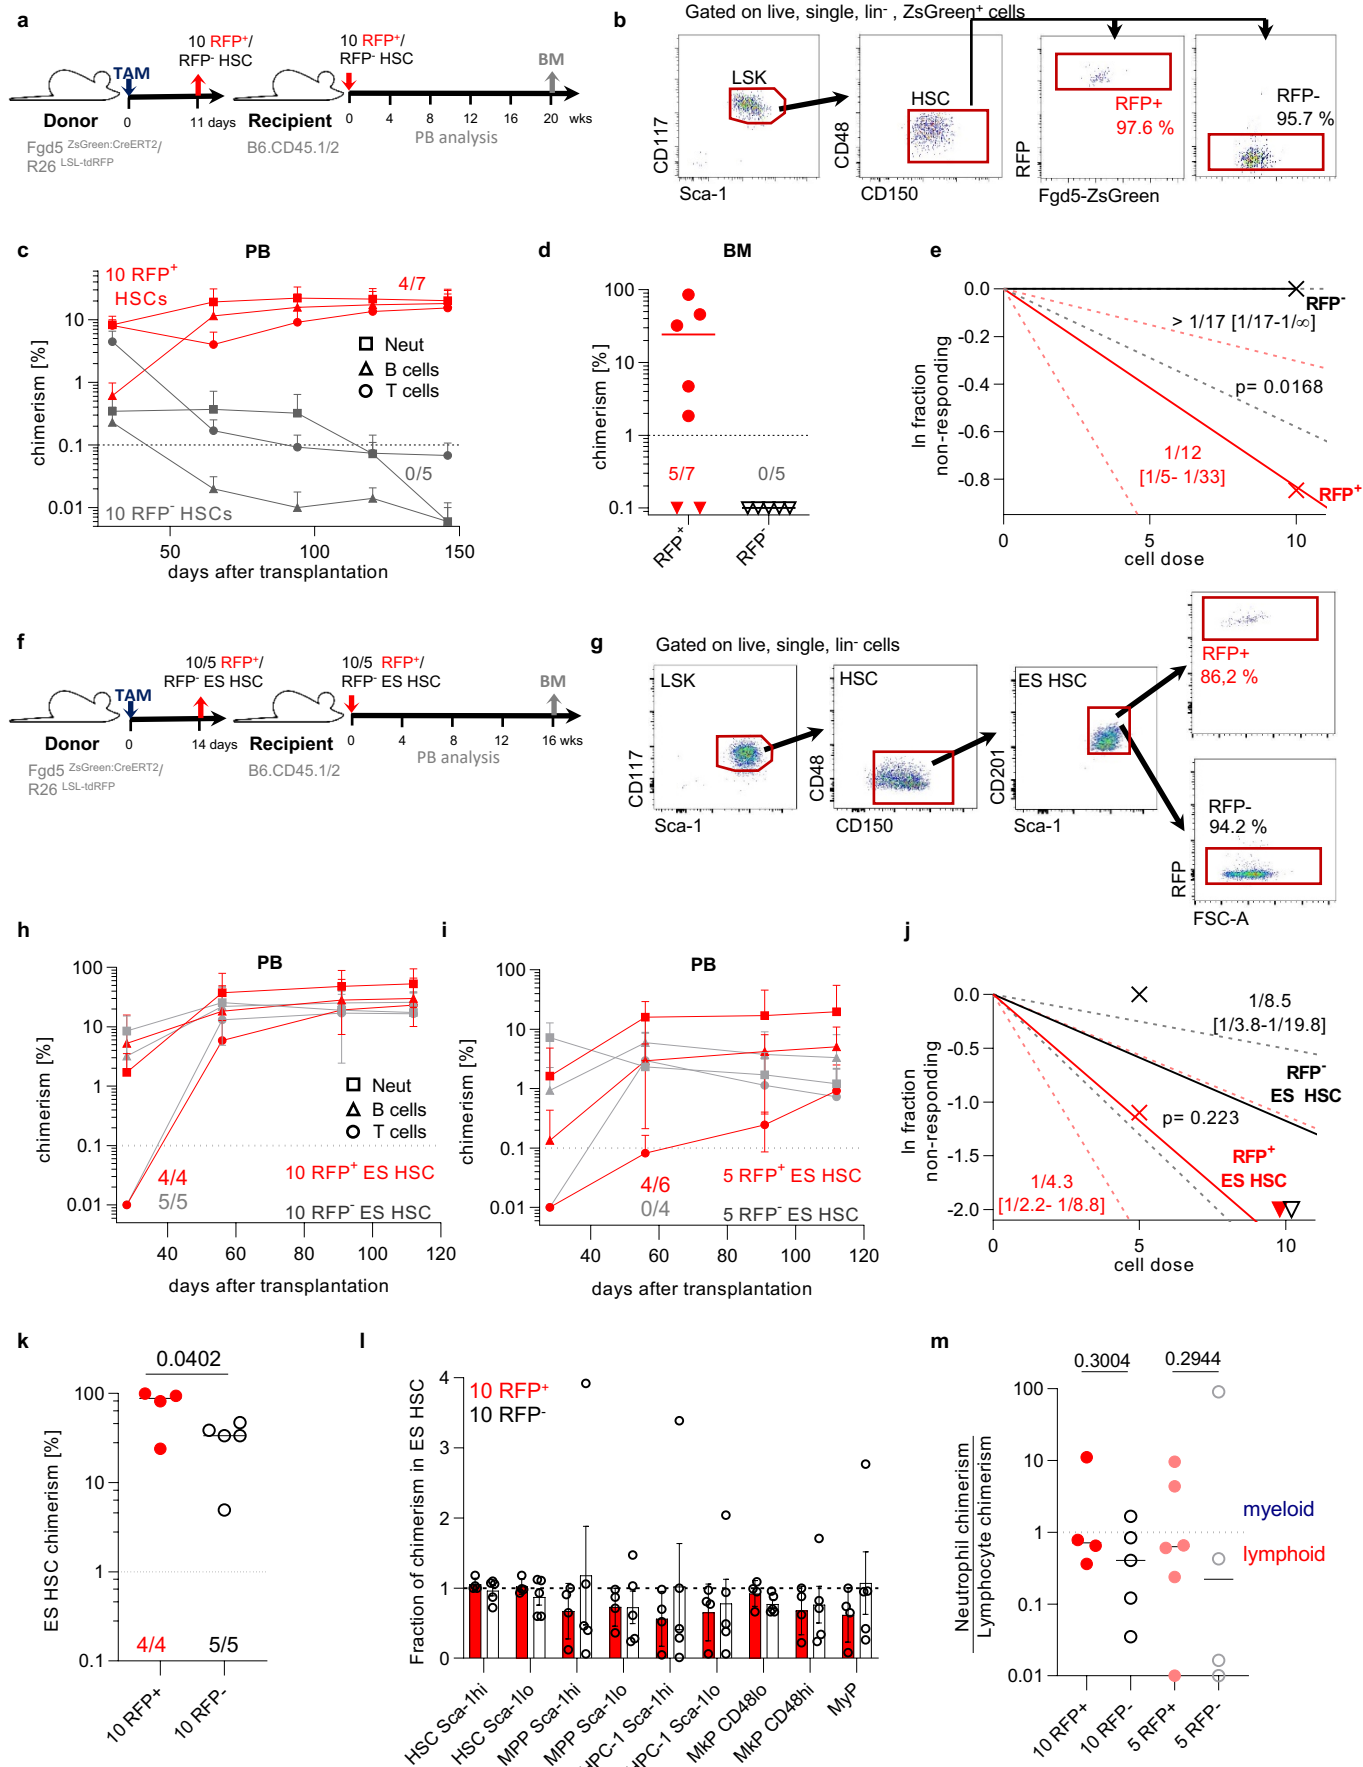

Supplementary Figure 3. Transplantation potential of different labelled and unlabeled HSC populations.

a-e, *Fgd5*^{ZsGreen:CreERT2/R26^{LSL-tdRFP} mice were TAM induced and 11 days later either 10 RFP⁻ (grey) or RFP⁺ (red) HSCs (LSK CD48^{-/lo} CD150⁺ ZsGreen⁺) were competitively transplanted into irradiated recipient mice (n = 5 and 7 mice, respectively).}

b, Re-analysis of sorted RFP⁺ and RFP⁻ donor HSCs. Purity of the respective sorted populations are shown.

c, Peripheral blood chimerism (mean and SEM are shown) was analysed and fractions of recipients with successful long-term multi-lineage reconstitution (< 0.1% chimerism (dotted line) in each lineage 146 days after transplantation) are shown.

d, Bone marrow populations were analyzed 147 days after transplantation for donor-derived cells (individual recipients and means are shown, mice without detectable chimerism are represented by triangles). Fractions of reconstituted mice (>1% chimerism in HSCs (dotted line)) are given.

e, j, Frequencies of functional HSCs with long-term multi-lineage (> 0.1 % contribution to neutrophils, B and T cells each at final PB analysis) repopulation activity among transplanted HSCs (e) or ES HSCs (j) were estimated by limiting dilution analysis. Frequencies, 95% confidence intervals (dotted lines and square brackets) and significance were calculated by ELDA (Hu and Smyth 2009).

f-m, *Fgd5*^{ZsGreen:CreERT2/R26^{LSL-tdRFP} mice were TAM induced and 14 days later either 10 or 5 RFP⁻ (grey) or RFP⁺ (red) ES HSCs (LSK CD48^{-/lo} CD150⁺ CD201^{hi} Sca-1^{hi}) were competitively transplanted into irradiated recipient mice (n=5, 4, 4 and 6 mice, respectively).}

g, Re-analysis of purified RFP⁺ and RFP⁻ donor ES HSCs. Purity of the respective sorted populations are shown.

h, i, Peripheral blood chimerism (mean and SEM are shown) of animals transplanted with 10 (h) or 5 (i) ES HSC was analysed and fractions of recipients with successful long-term multi-lineage reconstitution (< 0.1% chimerism (dotted line) in each PB lineage 112 days after transplantation) are shown.

Supplementary Figure 3. Transplantation potential of different labelled and unlabeled HSC populations (continued).

k, Bone marrow populations were analyzed 112 days after transplantation for donor-derived cells (individual recipients and means are shown, two-tailed unpaired Student's t test; ns, not significant; p values shown in graph). Fractions of reconstituted mice (>1% chimerism in ES HSCs (dotted line)) are given.

l, Bone marrow repopulation pattern of recipient transplanted with 10 ES HSCs. The chimerism detected in each HSPC population was normalized to ES HSC chimerism of the same individual (mean and SEM are shown).

m, Lineage bias of recipient mice transplanted with ES HSC was calculated as the ratio of neutrophil and lymphoid chimerism in peripheral blood in the same individual (individual recipients and means are shown; two-tailed student's t-Test, p-values are given in Figure).

Supplementary Figure 4

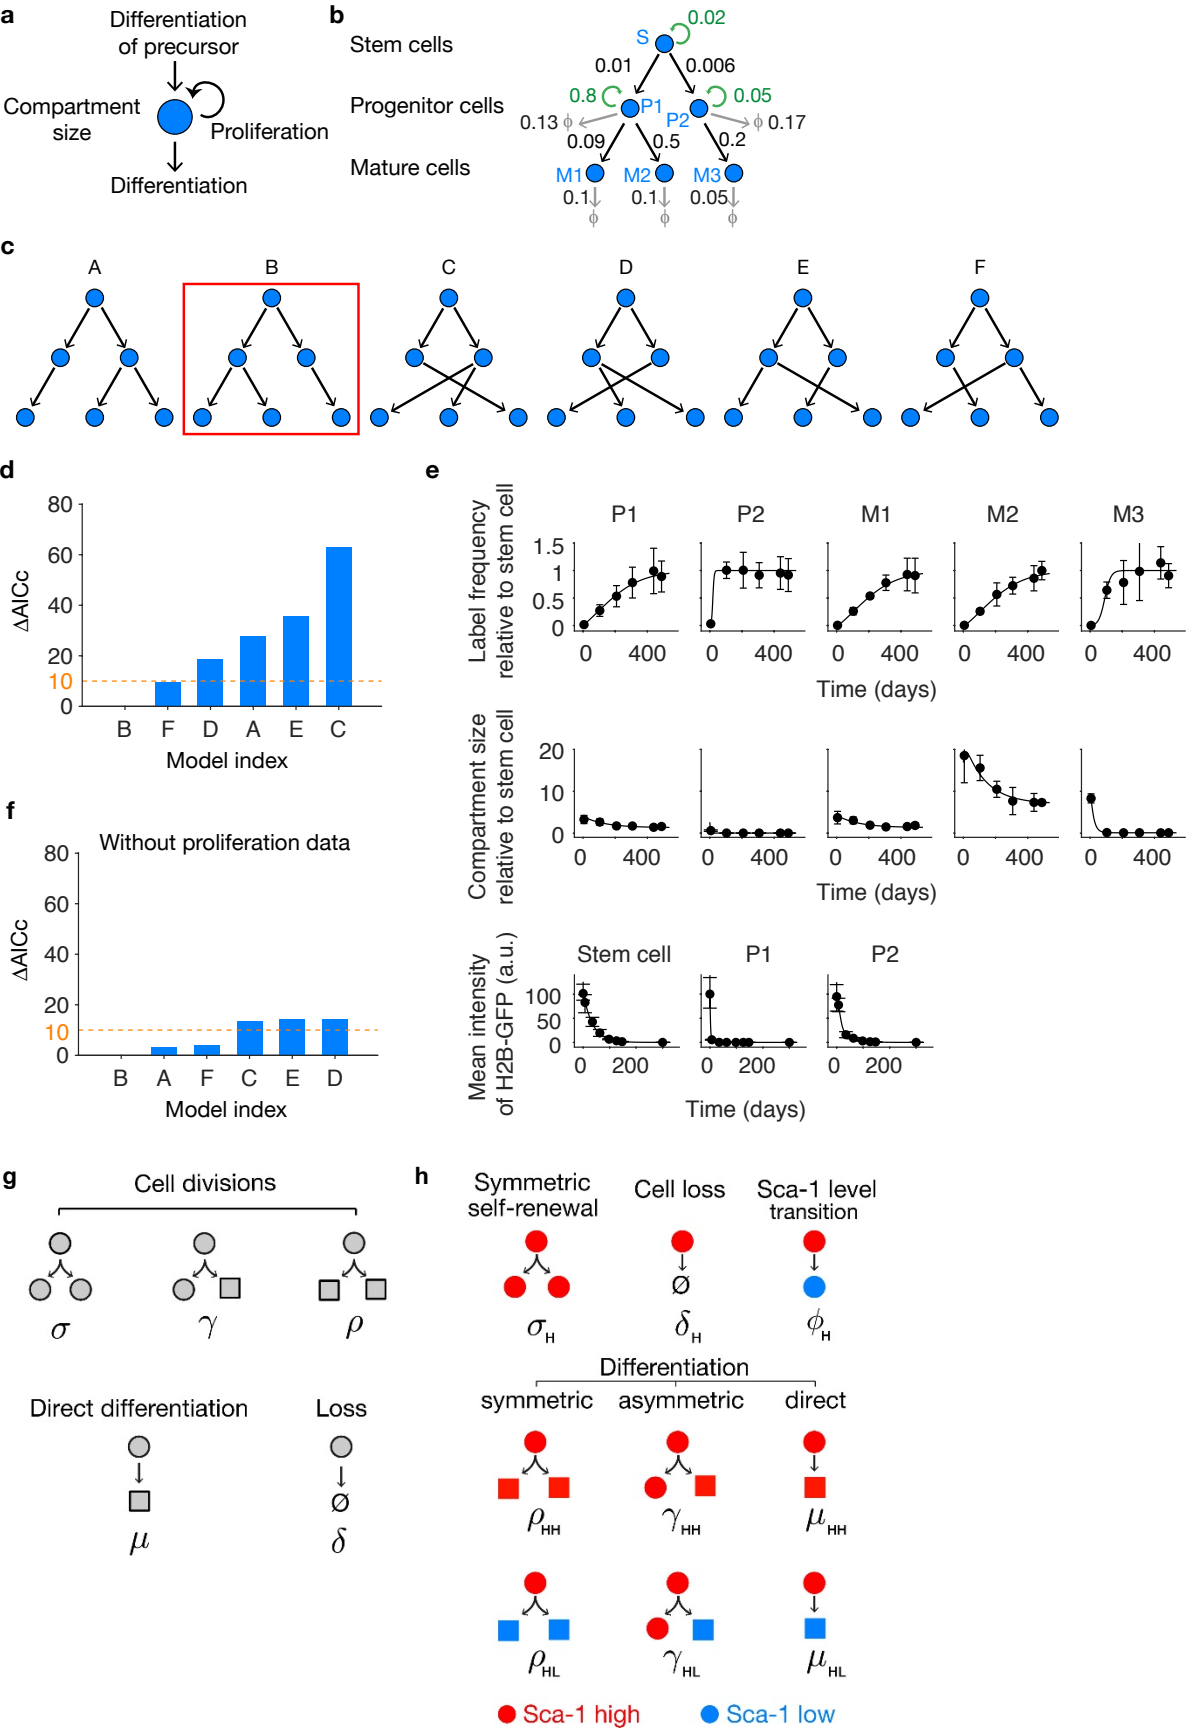

Supplementary Figure 4. Combining data on HSC fate-mapping and mitotic history allows inference of lineage pathways.

a, The number of cells in a given population is controlled by the rates of cell differentiation of this population and its precursors and the rate of cell proliferation of this population; in addition, cell death may also occur (not shown).

b, A generic lineage tree with a stem cell population (S) giving rise to two progenitors (P1 and P2), with P1 yielding mature cell types M1 and M2, and P2 yielding mature cell type M3. To simulate data on cell numbers, fate mapping from S and mitotic history (via H2B-GFP dilution), reasonable values are assigned to cell differentiation rates (black arrows), proliferation rates (green arrows) and death rates (grey arrows), with unit day⁻¹.

c, All possible topologies of lineage pathways connecting S to P1 and P2, and further to M1 through M3. For simplicity, convergence (P1 and P2 spawning the same mature cell type) has not been considered.

d, Model selection by evaluating how well the schemes a-f in (c) can account for the simulated fate-mapping, H2B-GFP dilution and cell number data computed with the model b. Ranking via the bias-corrected Akaike information criterion (AICc) shows that the original model (b) accounts significantly better for the data than any other model (ΔAICc of the remaining models all > 2).

e, The best fit of model b (curves) to the simulated data ($n = 20$; mean and SEM are shown).

f, Model selection using only the simulated fate-mapping data.

g, Illustration of fundamental cell fates of a stem or progenitor cell based on which the generic population dynamics equations (Equation 1 in the supplemental method) are derived.

h, Extended schemes when Sca-1^{hi} (red) and Sca-1^{lo} (blue) subpopulations are considered. Here the elementary processes of a Sca-1^{hi} stem/progenitor cell are considered, and they are symmetric to the Sca-1^{lo} cell. The subscripts H and L of the parameters stand for Sca-1^{hi} and Sca-1^{lo}, respectively. HH and HL represent the differentiation without and with the loss in Sca-1 level.

Supplementary Figure 5

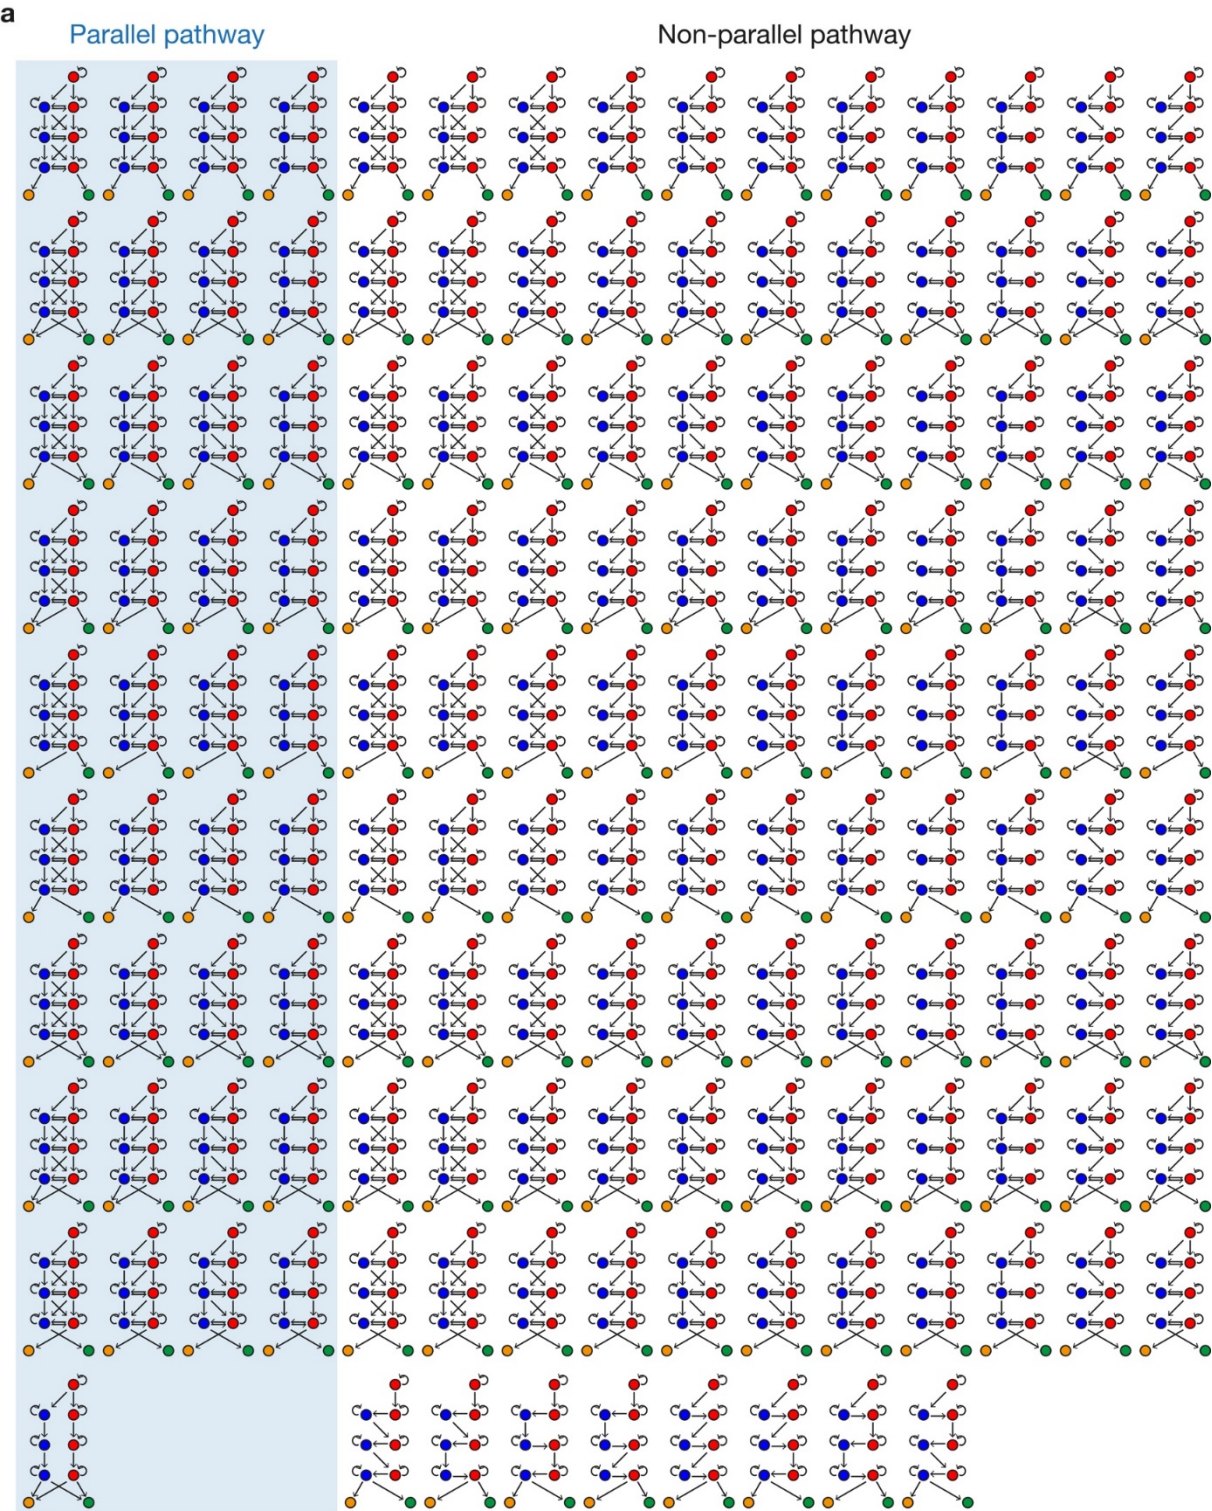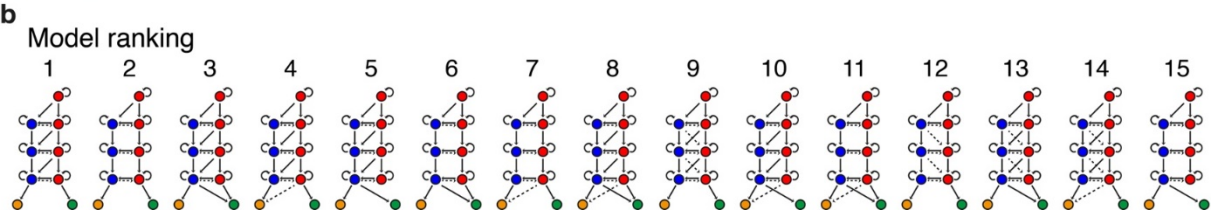

Supplementary Figure 5 (continued)

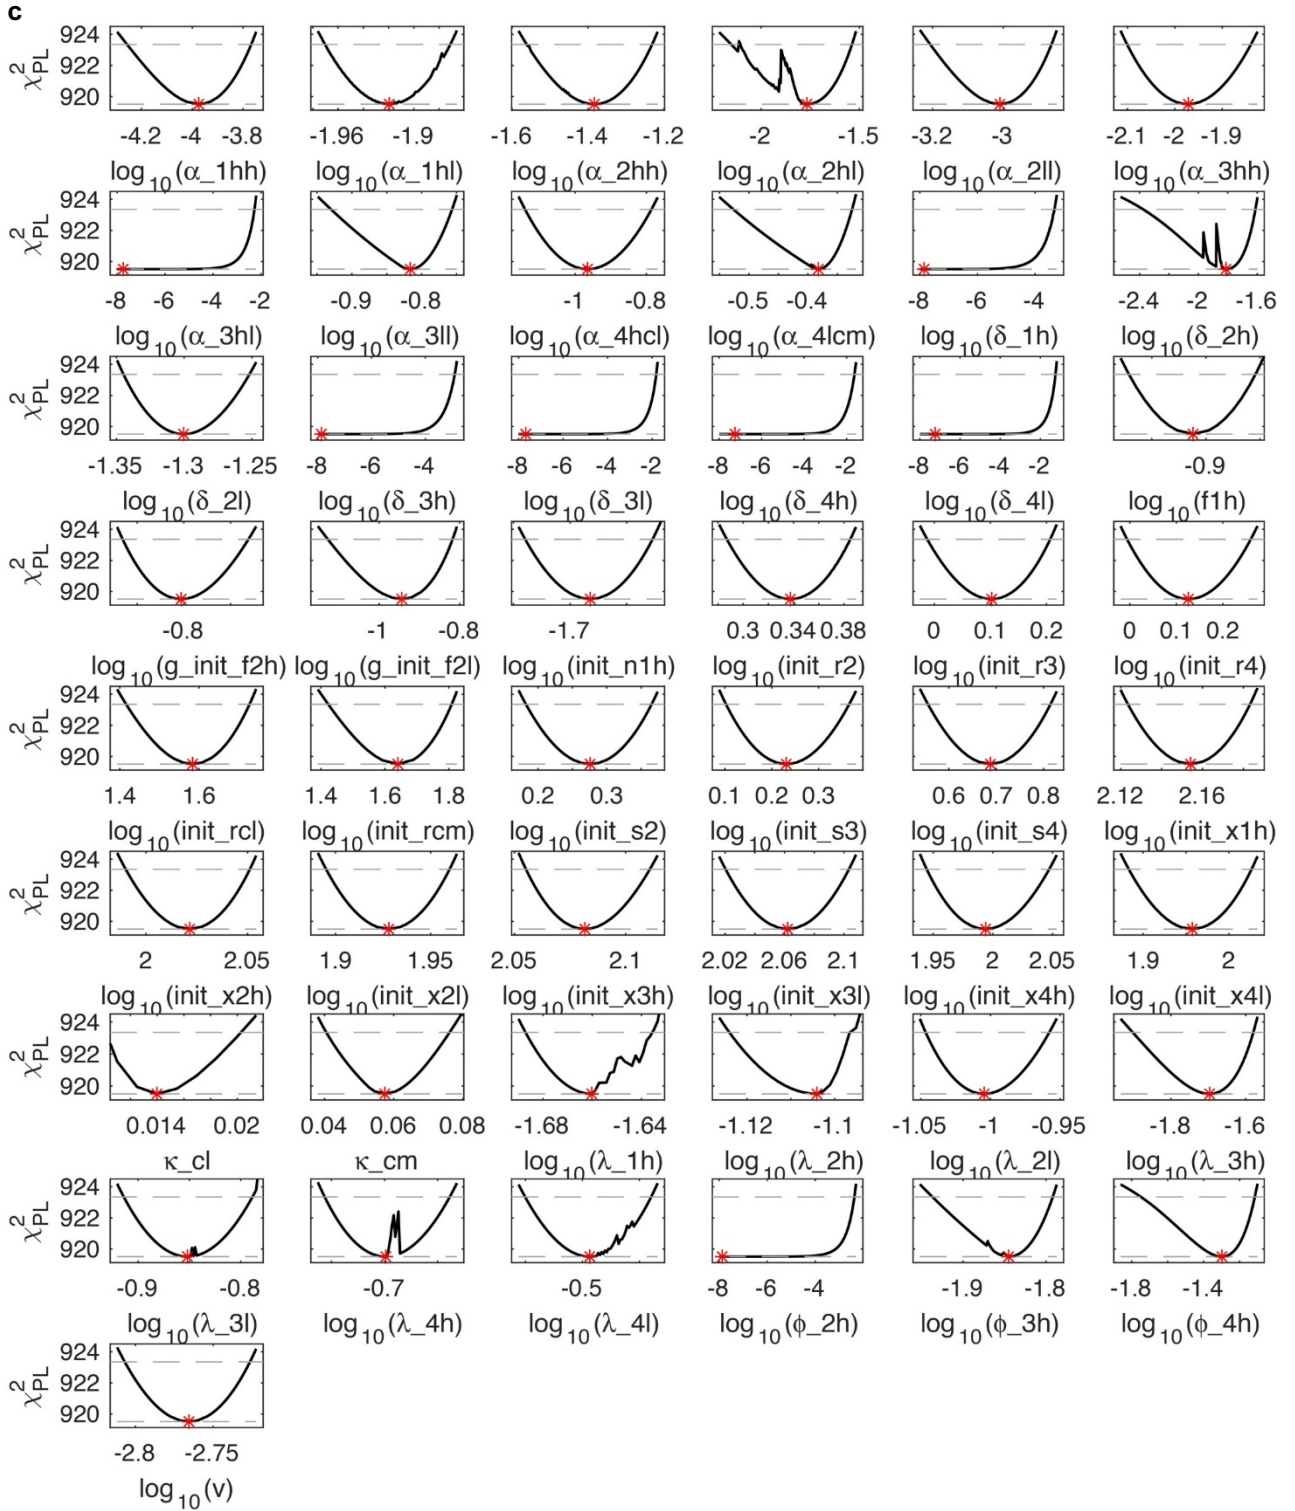

Supplementary Figure 5. Families of model schemes with different topologies of lineage pathways.

a, 144 models for statistical model selection. Schemes with parallel Sca-1^{hi} and Sca-1^{lo} pathways are shaded in blue. **b**, Top ranked models with $\Delta AICc < 10$. **c**, Profile likelihood of all parameters of the best selected model (Model 1 in **b**).

Supplementary Figure 6

a

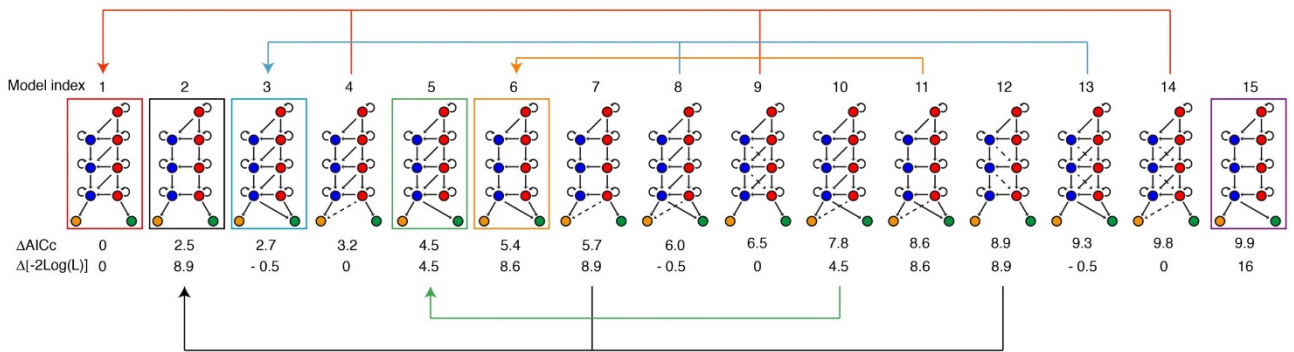

b

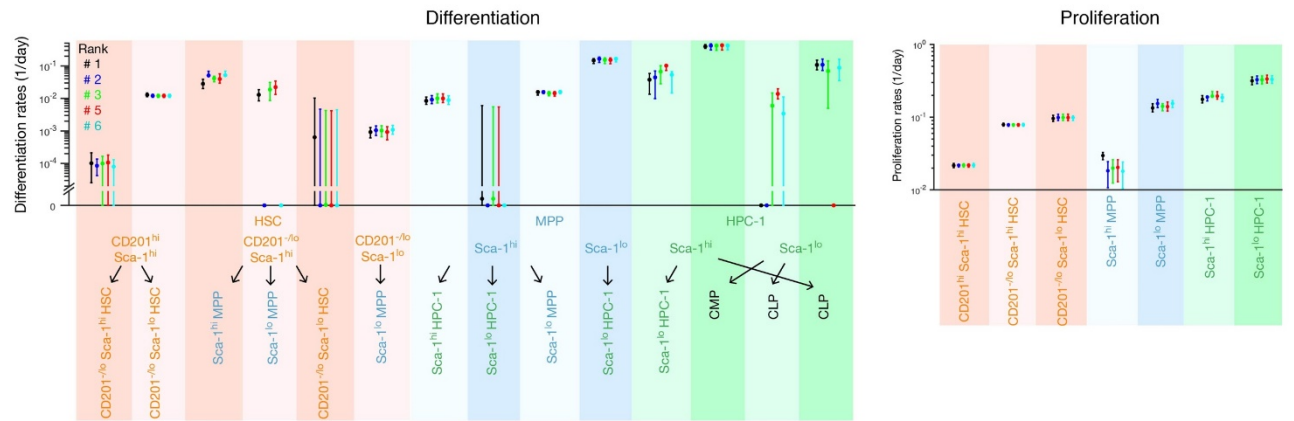

c

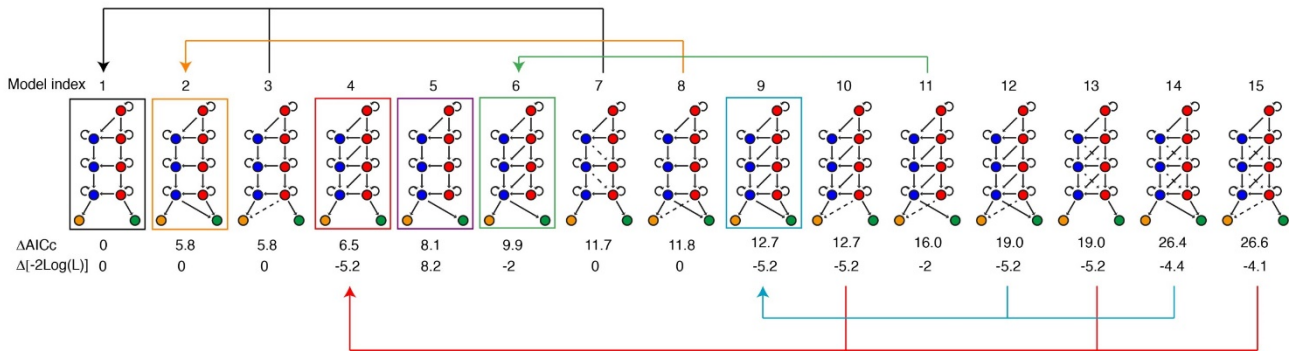

Supplementary Figure 6. Comparison among highly ranked models (with $\Delta\text{AICc} < 10$).

a, The Akaike information criterion is defined as the likelihood of the data fitting penalized by the number of model parameters. Several models with complex topologies share the same likelihood values with their simple correspondence, and the higher ΔAICc values are solely due to extra number of parameters for certain transitions, marked by dashed lines. However, these extra parameters are inferred to be zeros (zero also being the open lower confidence bound). Therefore, 15 highly ranked models converge to only 6 core models (1, 2, 3, 5, 6 and 15). Since the Model 15 has a very bad score, it is excluded for further analyses. $\Delta[-2\text{Log(Likelihood)}]$ is the difference in -2Log(Likelihood) value with respect to Model 1.

b, The inferred differentiation (left panel) and proliferation (right panel) rates of the 5 core models, with 95% confidence bounds.

c, Model ranking inferred from using a partial data set (created by dropping every other time point). Model selection was performed among the original top 15 ranking models. Model reduction due to inferred zero transition rates also occur, and most core model topologies (in colored rectangles) remain selected ($\Delta\text{AICc} < 10$). While the original best model in **(a)** ranks the 4th here, it still holds the highest likelihood (i.e., lowest $\Delta[-2\text{Log(Likelihood)}]$).

Supplementary Figure 7

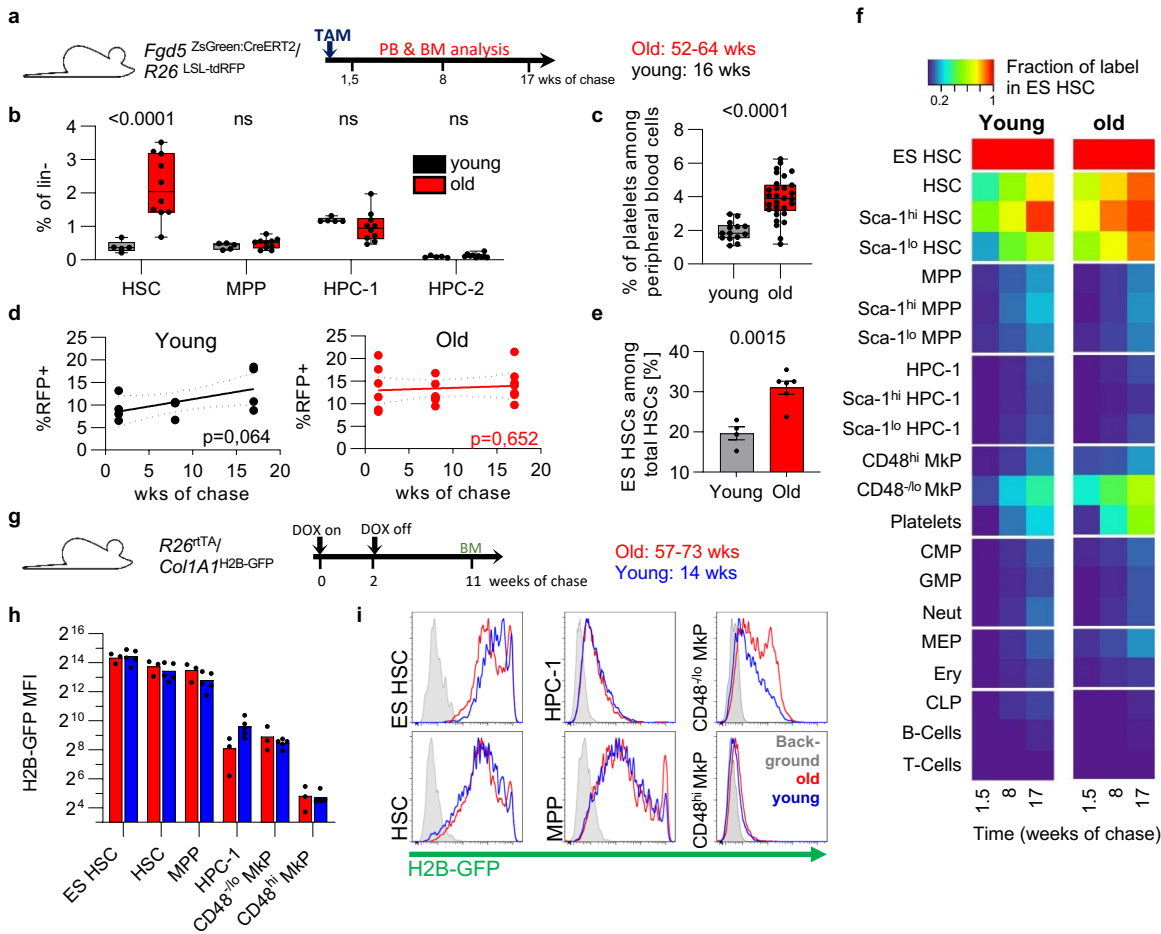

Supplementary Figure 7. Fate mapping in aged and young animals reveals changed dynamics upon ageing. (Part I)

a- f, Young (n=15) and old (n=30) *Fgd5^{ZsGreen:CreERT2}/R26^{LSL-tdRFP}* mice were TAM- induced, groups of mice were sacrificed at indicated time points, and bone marrow and peripheral blood were analysed for RFP label propagation.

b, Frequency of HSC, MPP, HPC-1 and HPC-2 within total lineage⁺ cells after 120 days of chase in young (black, n=5) and old (red, n=10) animals. (box plots span 25th-75th percentile, medians are shown, whiskers extend to minimum and maximum value; unpaired one-way ANOVA with Sidak error correction; ns, not significant; p values shown in graph).

c, Frequency of platelets among all non-erythroid peripheral blood cells measured after 9 days of chase in young (black, n=14 mice) and old (red, n=30 mice) animals (box plots span 25th-75th percentile, medians are shown, whiskers extend to minimum and maximum value; , two-tailed unpaired Student's t test; p value shown in graph).

d, Percentage of RFP⁺ ES HSCs in young (black) and old (red) animals. RFP-labeling of ES HSCs did not significantly rise (F-test on linear regression, p values shown in graph) in young or old animals.

e, Frequency of ES HSC within the total HSC compartment after 10 days of chase in young (black, n=4) and old (red, n=6) animals (bars represent means, SEM is shown).

f, Fractions of RFP-labeled peripheral blood and bone marrow cells relative to ES HSCs at indicated time points (normalised as in Figure 1e).

g- i, Young (n= 5) and old (n= 3) *R26^{rtTA}/Col1A1^{H2B-GFP}* animals were Dox-induced and BM was analysed after 11 weeks of chase.

h, H2B-GFP mean fluorescence intensities (MFI) from individual mice and means thereof (bars) are shown in log₂ display. Population-specific background H2B-GFP fluorescence was subtracted.

i, H2B-GFP histograms BM populations from representative old (red) and young (blue) *R26^{rtTA}/Col1A1^{H2B-GFP}* animals. Background fluorescence of each population is depicted (grey histograms).

Supplementary Figure 7 (continued)

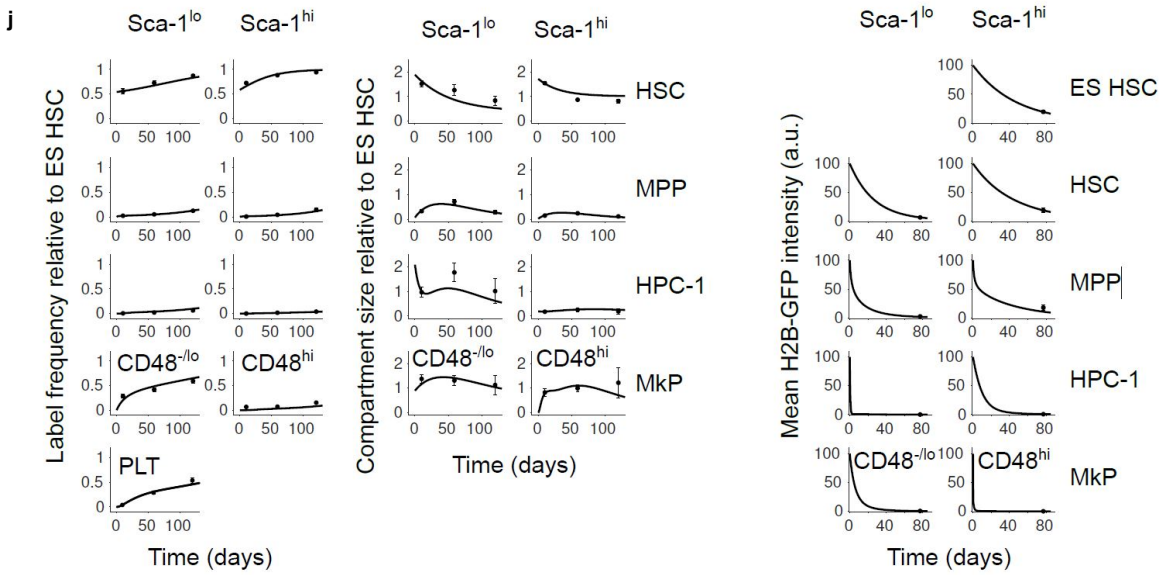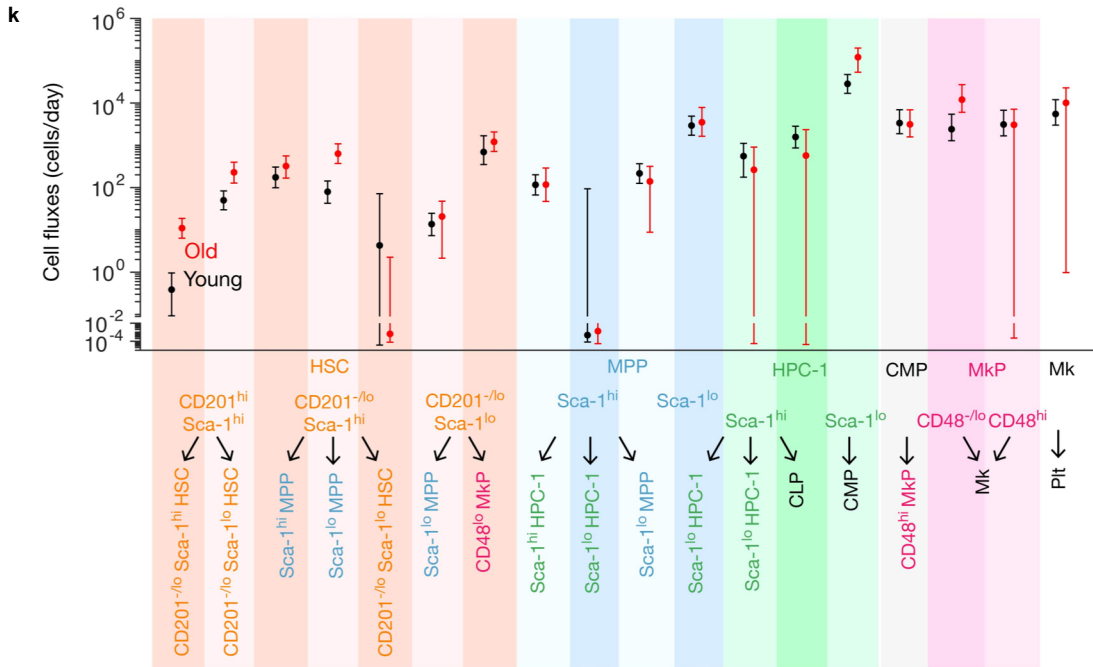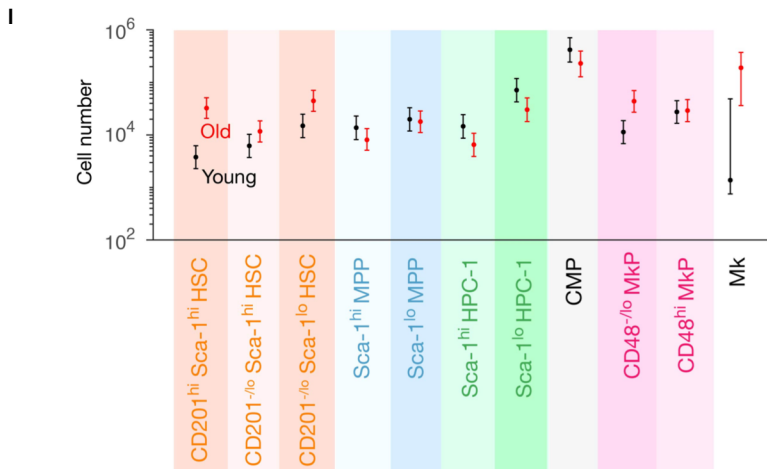

Supplementary Figure 7. Fate mapping in aged and young animals reveals changed dynamics upon ageing. (continued)

j, Model fitting of RFP label propagation (left), compartment size (middle) and H2B-GFP dilution (right) dynamics in aged mice (n = 30 for the left and middle panels and n=3 for the right panel; mean and SEM are shown).

k, Inferred cell fluxes in young (black) and old (red) mice for all differentiation steps.

l, Inferred cell numbers in HSPCs in young (black) and old (red) mice.

In **k** and **l**, dots are for best-fit parameters and error bars indicate 95% prediction bands.

Supplementary Figure 8

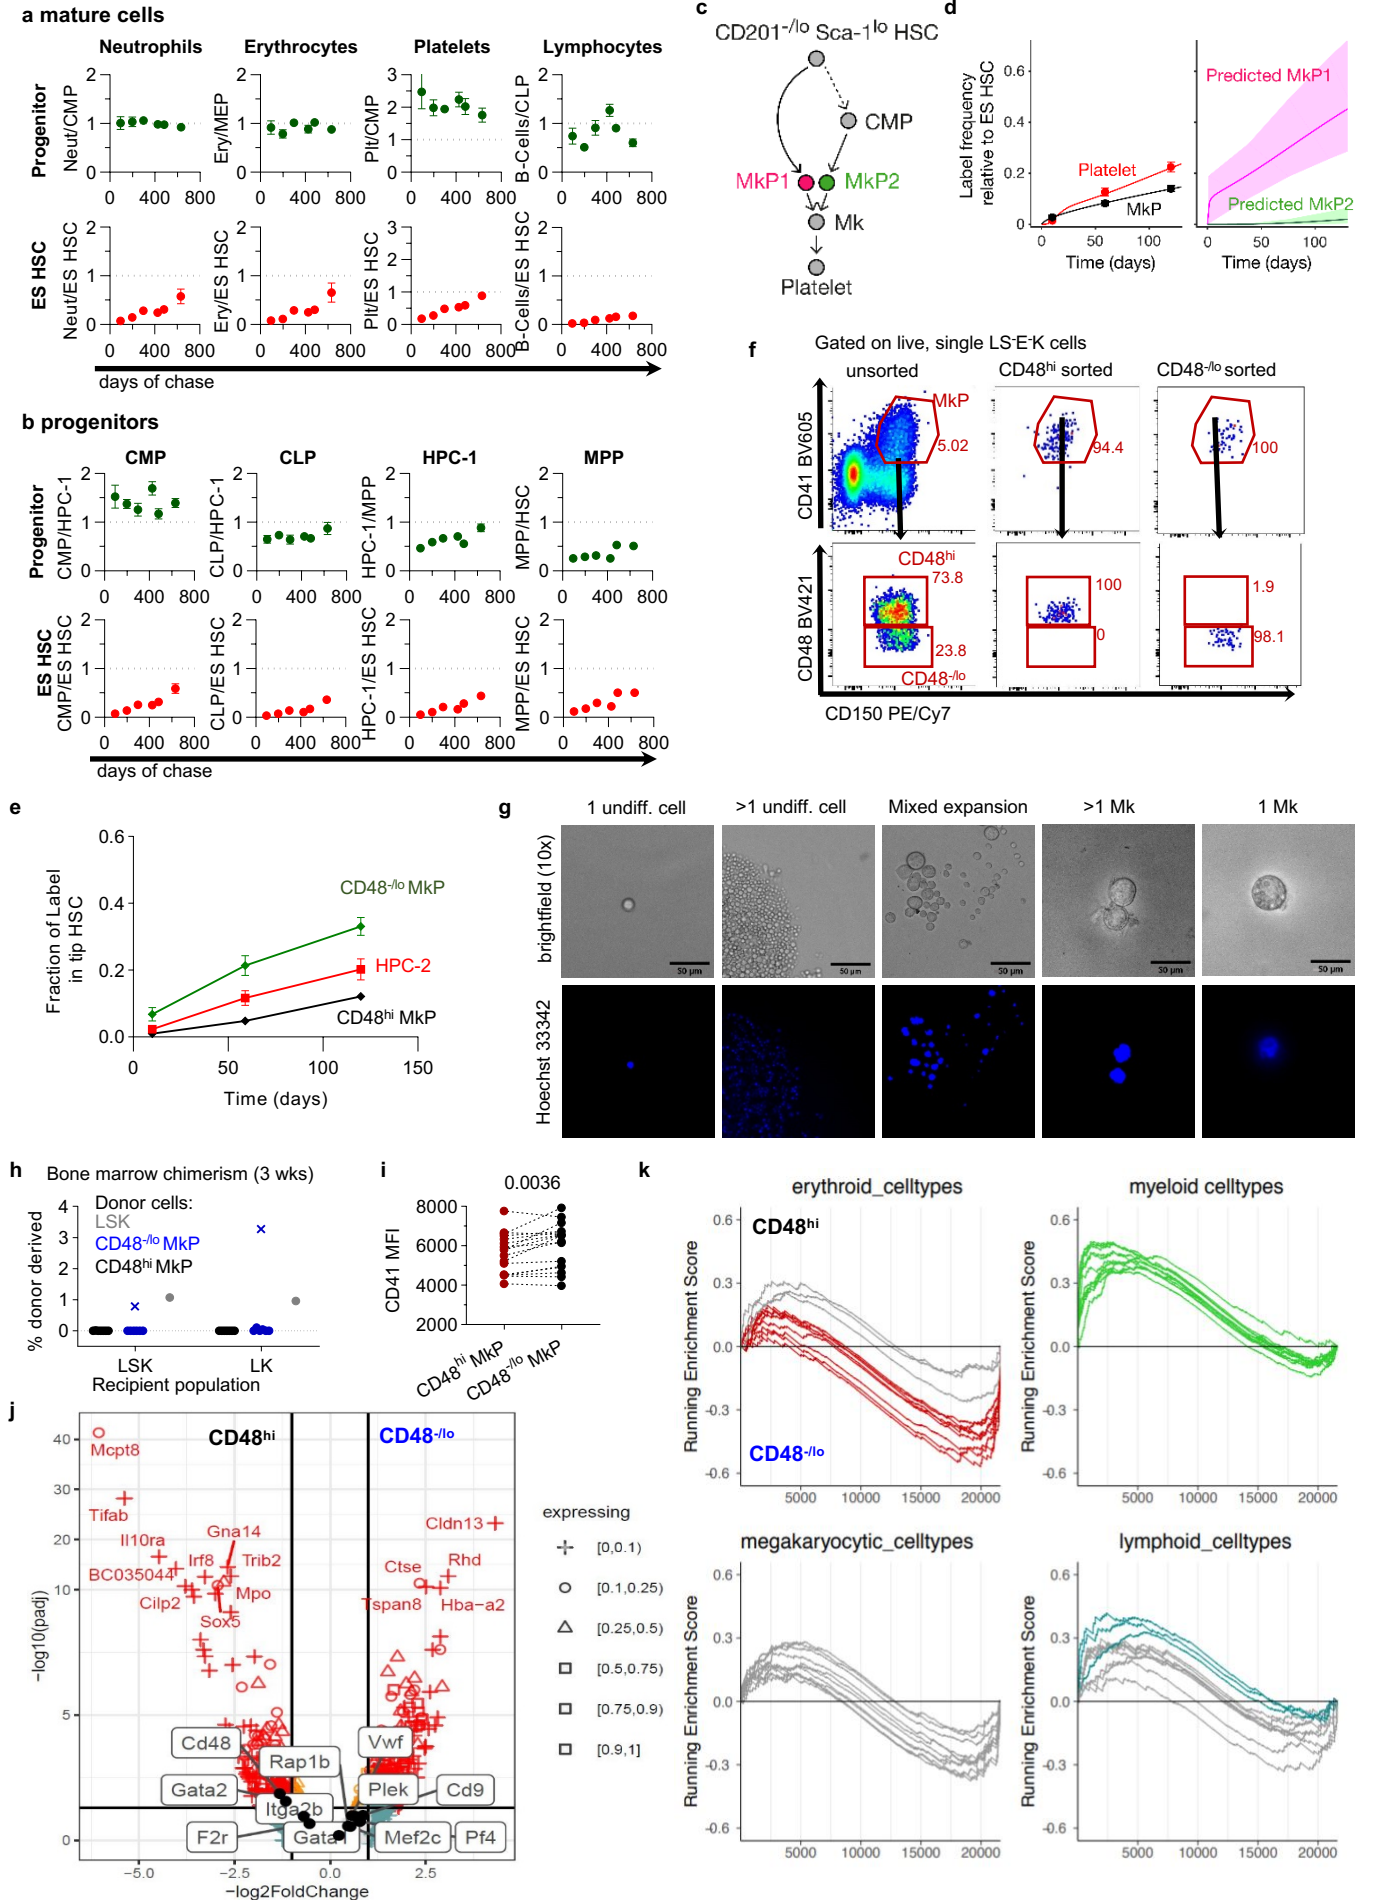

Supplementary Figure 8. Fate mapping reveals two developmentally distinct MkP subpopulations with similar functional potential.

a-b, RFP labeling ratios of mature cells from peripheral blood (a) or BM progenitors (b) to their putative progenitors in the bone marrow (upper row) or ES HSC (lower row). Platelets are labeled about twice as frequently as CMPs, indicating that platelets may develop independently of CMPs. The ratios of RFP labeling were calculated from *Fgd5^{ZsGreen:CreERT2}/R26^{LSL-tdRFP}* mice (n=82 mice, mean $\pm$ SEM, same animals as in Figure 1c-e).

c, Hypothetical two-pathway model for MkPs (top), with assumed subpopulations MkP1 (pink) and MkP2 (green).

d, The two-pathway model fits experimental fate mapping data of platelets and MkPs (left), and predicts distinct labeling frequencies of both MkP subpopulations (means and 95% confidence bounds; right).

e, RFP labelling of restricted hematopoietic progenitor 2 (HPC-2, LSK CD48^{hi} CD150⁺) cells from *Fgd5^{ZsGreen:CreERT2}/R26^{LSL-tdRFP}* mice (same as in Figures 3c, 4a and 4b, n=5 animals/timepoint) compared to RFP label in MkP subpopulations (mean and SEM are shown).

f, Purification strategy and re-analysis of sorted CD48^{hi} and CD48^{lo} donor MkPs (LE-S-K: lin⁻ CD201-Sca-1-CD117⁺ BM cells). Frequencies among respective parent populations are shown.

g, Representative examples (upper row) of single MkPs cultured for 5 days and inspected by light microscopy for cell numbers and morphology. Nuclei were stained by adding Hoechst 33342 (5 μ g/ml) and evaluated by fluorescence microscopy (lower row). Growth behavior was assigned to 5 categories: 1 undifferentiated cell (1 uc): seeded cell did neither proliferate nor increase in size; >1 uc: seeded cell divided at least once, but daughter cells did not enlarge; mixed expansion: seeded cell divided at least once and daughter cells were heterogeneous in size; >1Mk: seeded cell divided at least once and all daughter cells enlarged and displayed megakaryocytic morphology; 1 Mk: seeded cells increased in size without dividing. Images taken from one experimental replicate (72 MkPs seeded).

Supplementary Figure 8. Fate mapping reveals two developmentally distinct MkP subpopulations with similar functional potential (continued).

h, 2,500 CD48^{hi} or CD48^{-/lo} MkPs were purified from B6.RFP donor animals and transplanted into sublethally-irradiated B6 WT recipient mice (n=7 mice/condition) and contribution to bone marrow HSCs and progenitors was analysed 3 weeks later (individual mice are shown, a single recipient which showed reconstitution of BM LSK cells (x) was excluded from the PB analysis). 2500 transplanted LSK cells served as a positive control (n=1).

i, CD41 expression levels of CD48^{lo} (black) and CD48^{hi} MkPs (red) isolated from *Fgd5*^{ZsGreen:CreERT2/R26^{LSL}-tdRFP} mice (same as in Figures 4a and 4b) after 11 days of chase (two-tailed paired Student's t test; p value shown in graph).

j, k, 4000-20000 CD48^{hi} (n=4 samples) or CD48^{-/lo} (n=3 samples) MkP from WT mice were sorted and subjected to bulk transcriptome analysis. **(j)** Volcano plot shows differentially expressed genes between the two MkP subpopulations. Megakaryocytic signature genes were annotated. 

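In the single cells, the CD48 subsets differed in how many cells had a read of Gata1, Nkg7, Plac8 and Cd48, which were found more often in CD48 hi MkPs, and of Vwf, found more often in CD48 -/lo MkPs. Most MkPs of both subsets had a read of the platelet gene Pf4. Detection rises with depth, so each cell was thinned to 150000 reads before shares were taken over 60 CD48 -/lo and 75 CD48 hi MkPs. Vwf was detected in 66.7% of CD48 -/lo and 49.3% of CD48 hi MkPs, a difference within mice of 20.6 points on average (higher in 5 of 5 mice). Gata1 was detected in 38.3% and 69.3% (−28.9 points, lower in 5 of 5 mice), Nkg7 in 58.3% and 88.0% (−34.1 points, 5 of 5), and Cd48 in 3.33% and 29.3% (−26.7 points, 5 of 5). Plac8 was detected in 25.0% and 50.7% (−27.7 points, higher in 0 of 5 mice). Itga2b was detected in 68.3% and 88.0%, Plek in 66.7% and 90.7%, and Pf4 in 88.3% and 96.0%. A difference in the same direction in all 5 mice has an exact two-sided sign-flip permutation p of 0.0625, the smallest possible, and 0.463 after adjustment over 37 genes. The bulk samples of the same panel were not analysed here.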

The shape of each gene symbol corresponds to its detection rate in the scRNA-seq data of the respective MkP population. **(k)**, Gene set enrichment analysis of mature hematopoietic cell lineage signatures extracted from MSigDB. Coloured lines indicate significantly enriched gene sets (adjusted p-value < 0.05). Statistical testing was performed using DESeq2 (j) or GSEA (k) and p-values were adjusted using the Benjamini and Hochberg method.

Supplementary Figure 9

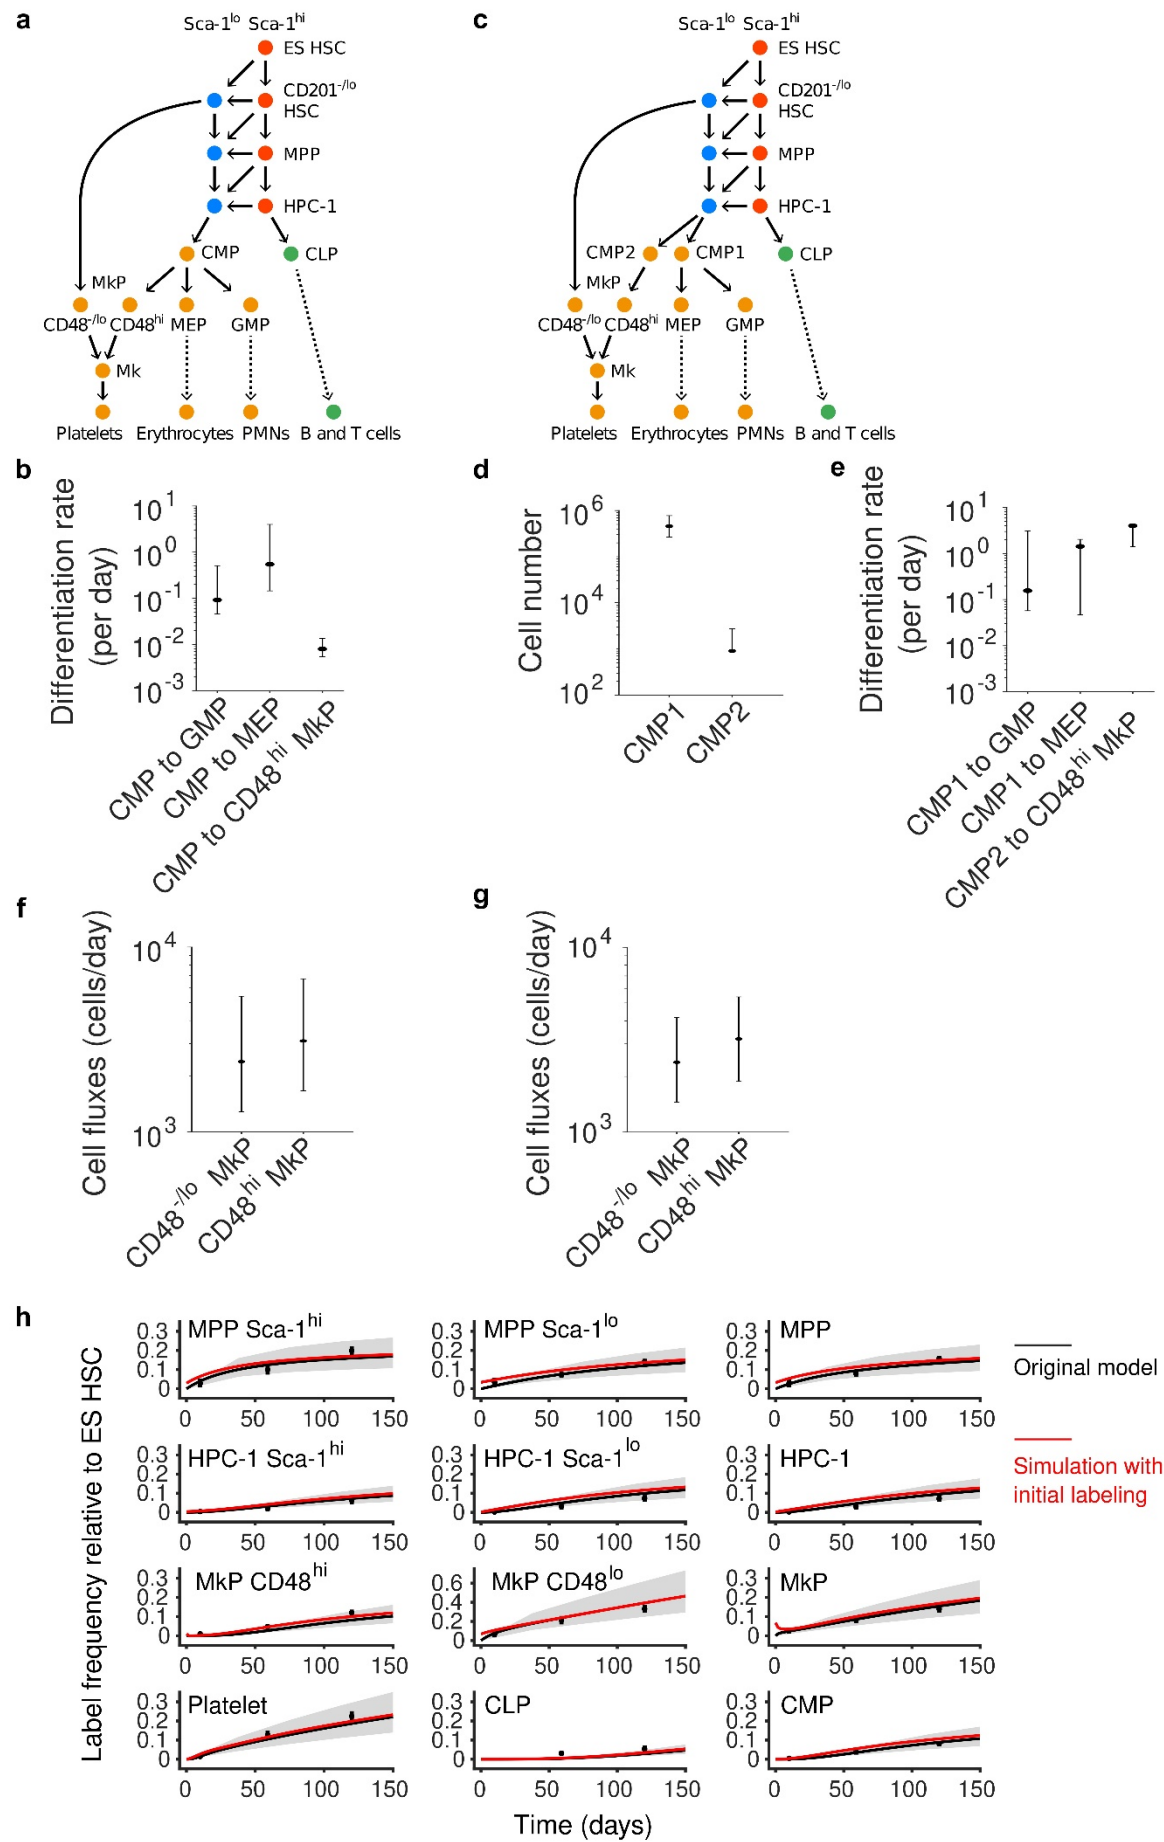

Supplementary Figure 9. Testing alternative model assumptions.

a – g, Modelling CMP heterogeneity.

a, Original model with a homogeneous CMP compartment.

b, Inferred rates of CMP differentiation to GMP, MEP and CD48^{hi} MkP.

c, Model scheme with a heterogeneous CMP compartment. Here, CMP contains a subpopulation (CMP1) that specifically gives rise to GMP and MEP, as well as a second subpopulation (CMP2) that gives rise to MkPs.

d, Inferred cell numbers of CMP subpopulations based on the model in **c**.

e, Inferred differentiation rates of CMP1 → GMP, CMP1 → MEP and CMP2 → CD48^{hi} MkP based on the model in **c**.

f, g, Both the homogeneous (**f**) and heterogeneous (**g**) CMP models show balanced output cell fluxes via CD48^{-/lo} MkP and CD48^{hi} MkP.

In **b** and **d - g**, dots are for best-fit parameters and error bars indicate 95% confidence bands.

h, Computational simulation of how low initial labelling in non-stem-cell compartments affects the fate-mapping dynamics. The simulation takes the measured label frequencies of MPP and MkP at the first time point as the initial labelling values (red line), instead of zeros in the original model (black line). The parameters used are the best fitted ones for the original model (Supplementary Table 1). Black dots: mean values of the label frequencies relative to ES HSC; error bars: standard errors.

Supplementary Figure 10

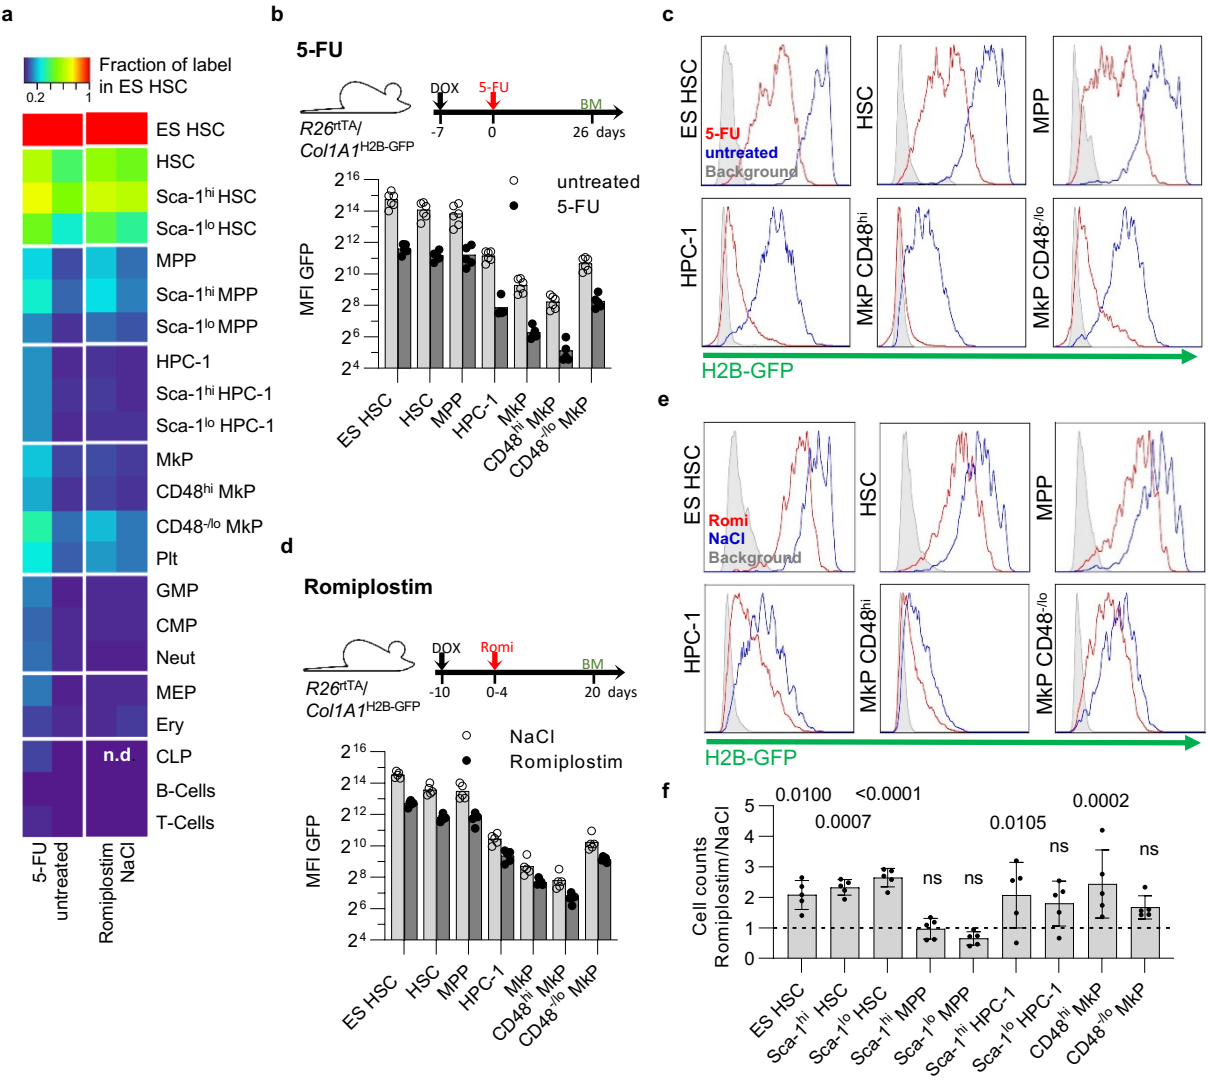

Supplementary Figure 10. Perturbation of hematopoiesis by 5-FU and romiplostim.

a, *Fgd5^{ZsGreen:CreERT2}/R26^{LSL-tdRFP}* mice were TAM-induced and treated with 5-FU (left heat map, same animals as in Figure 5a) or romiplostim (right heat map, same animals as in Figure 5d). Heat map shows RFP labelling as mean fraction of label in ES HSC.

b and d, *R26^{rtTA}/Col1A1^{H2B-GFP}* animals were Dox-induced and treated either with 5-FU (b, n=6 mice/condition) or romiplostim (d n=5 mice/condition). BM HSPCs were analysed for H2B-GFP retention at indicated time points. H2B-GFP mean fluorescence intensities (MFI) from individual mice and means thereof (bars) are shown in log₂ display. Population-specific background H2B-GFP fluorescence was subtracted.

c and e, Representative histograms of H2B-GFP fluorescence intensities in selected bone marrow populations of 5-FU (c) or romiplostim (e) treated animals (red histograms) compared to untreated animals (blue histograms). Background fluorescence in each population is given (grey histograms).

f, Changes in bone marrow population size of *Fgd5^{ZsGreen:CreERT2}/R26^{LSL-tdRFP}* mice (same as in a) after romiplostim treatment (n=4) compared to saline (NaCl) treated (n=4) control animals (mean ± SEM, one-way ANOVA with Sidak correction, same animals as in Figure 5d; ns, not significant; p values shown in graph). Absolute numbers of lin⁻ HSPCs isolated from 2 femora, 2 tibiae and 2 pelvises of each individual were normalized to its body weight.

Supplementary Figure 11

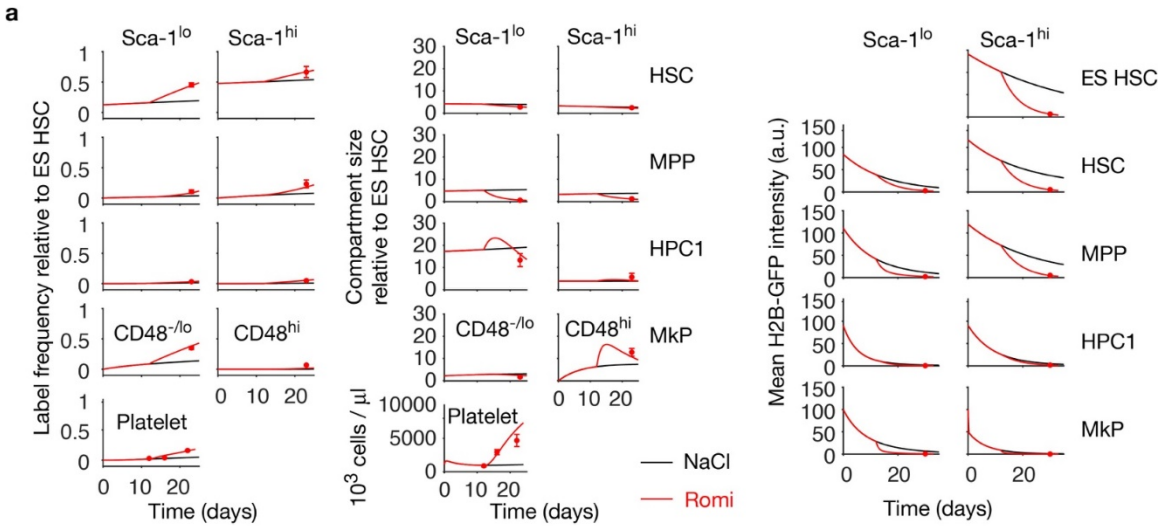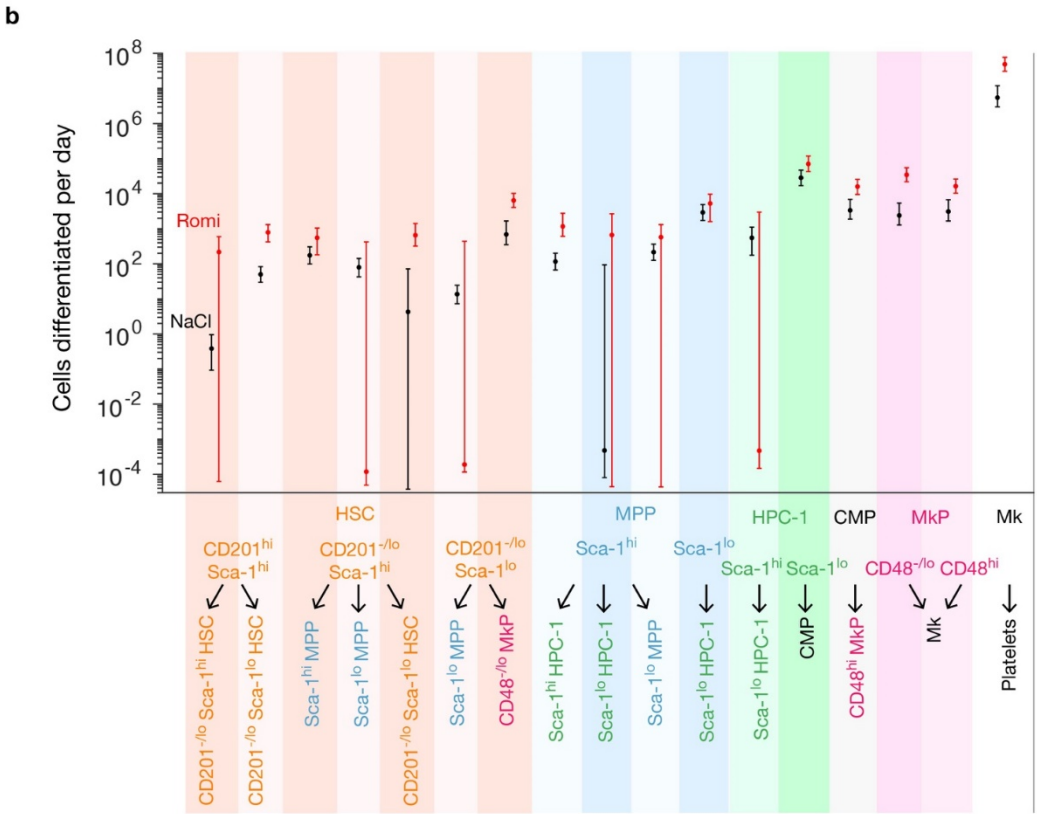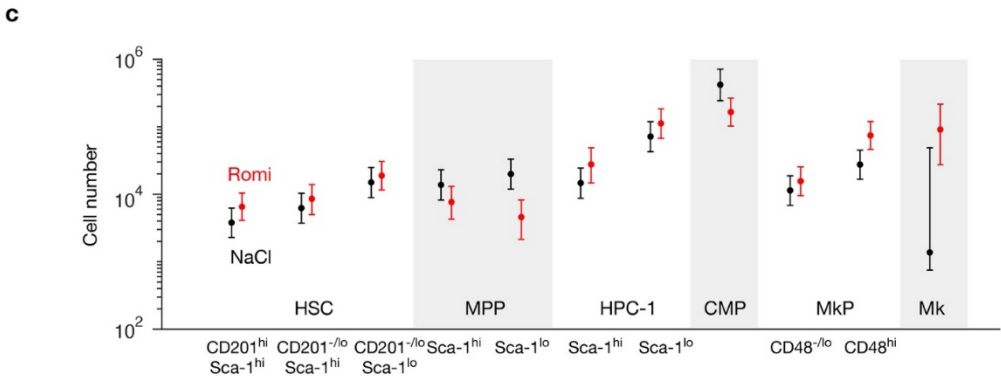

Supplementary Figure 11. Modelling of romiplostim-enhanced thrombopoiesis.

a, Model fitting of RFP label propagation (left), compartment size (middle) and H2B-GFP dilution (right) dynamics in unperturbed (NaCl, black) or romiplostim-treated (red) conditions (n = 4 mice; mean and SEM are shown).

b, Inferred cell fluxes for all differentiation steps.

c, Inferred cell counts of all compartments.

In **b** and **c**, dots are for best-fit parameters and error bars indicate 95% prediction bands.

Supplementary Figure 12

a

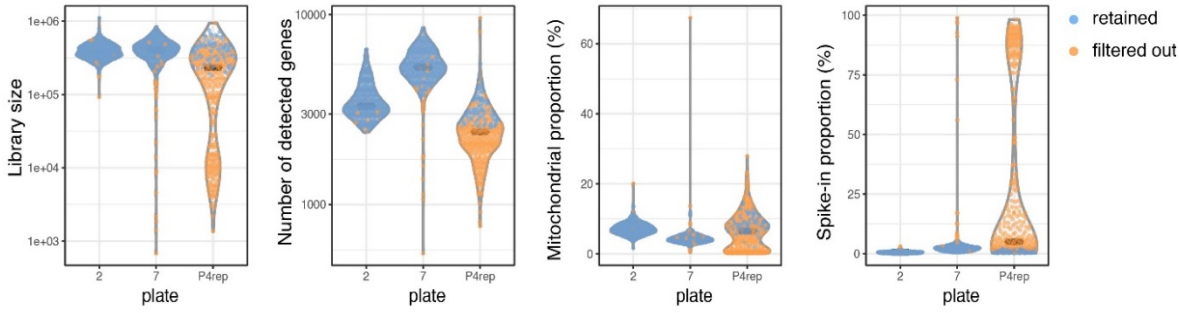

b

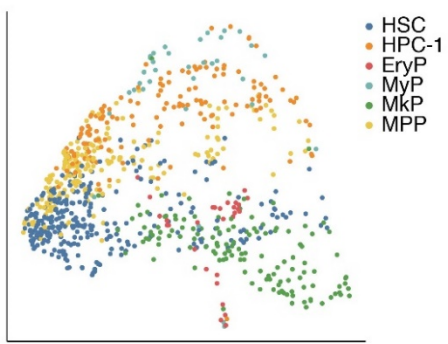

c

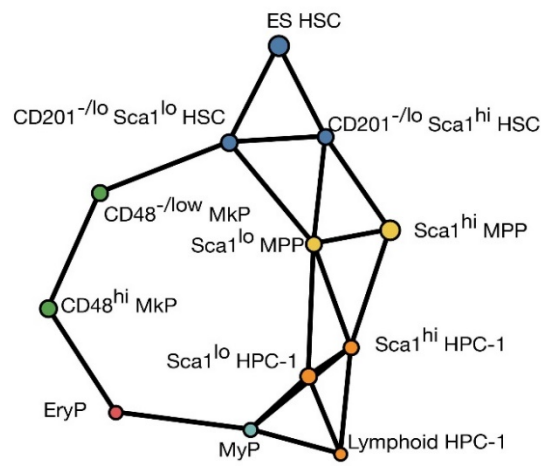

Supplementary Figure 12. Quality control and robustness of scRNA-seq analysis.

a, The quality control metrics of the scRNA-seq analysis, i.e., library size, detected gene counts, mitochondrial reads and spike-in content, are quantified in each sample.

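Plates differed in how many cells passed and in how many genes a passing cell showed. On plate P4rep most cells were removed, and the removed cells had few reads and a large share of spike-in. Plate 7 gave more detected genes per cell at like depth, and a higher spike-in share. Of 379 cells on plate 2, 365 were kept (96.3%, exact Clopper-Pearson 95% interval 93.9 to 98.0), of 381 on plate 7, 351 (92.1%, 89.0 to 94.6), and of 381 on P4rep, 103 (27.0%, 22.6 to 31.8). Median reads per kept cell were 382125, 412507 and 396754 on plates 2, 7 and P4rep, and median detected genes 3325, 5386 and 3049 (2305, 4212 and 2226 when a gene needed 2 reads). The median mitochondrial share was 7.04%, 4.21% and 8.07%, and the median spike-in share 0.576%, 2.24% and 0.778%. The 278 cells removed from P4rep had a median of 143730 reads and of 13.1% spike-in. Kept cells per mouse were 181, 184, 171, 180, 67 and 36 in mice 6, 32, 10, 13, 8 and 28. The shift between plates that the authors' linear model took out spanned 2.40 on the log2 scale for Itga2b, 1.41 for Procr, 1.12 for Ly6a, 1.11 for Vwf and 0.46 for Pf4.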

b and c, Mutual nearest neighbor (MNN) correction is used as an alternative method to address the batch effect. Accordingly, the Phate (**a**) and PAGA (**b**) plots were obtained based on MNN.

Supplementary information

Morcos, Li, Munz et al., Fate mapping of hematopoietic stem cells reveals two pathways of native thrombopoiesis

Supplementary methods

Contents

**1**	**Mathematical modeling and inference of lineage pathways**	**1**
1.1	Dynamics of hematopoietic cell populations	1
1.2	Propagation of fate-mapping label	2
1.3	Analysis of heritable label propagation between HSC subpopulations	3
1.4	Modeling H2B-GFP dynamics	4
1.5	Demonstrating inference of lineage pathways	6
**2**	**Inferring lineage pathways of native hematopoiesis from experimental data**	**8**
2.1	Modeling lineage pathways of hematopoietic stem and progenitor cells	8
2.2	Quantifying the probability of lineage pathways	10
2.3	Model inference including mature cell populations	11
2.4	Rate changes upon romiplostim treatment	12

1 Mathematical modeling and inference of lineage pathways

1.1 Dynamics of hematopoietic cell populations

The number of cells in a given hematopoietic population are determined by the balance of cell gain and loss. Cells are gained by influx through differentiation of progenitors and proliferation of cells in the given population; loss occurs by onward differentiation and death. Specifically, all stem and progenitor cells proliferate, whereas the mature cells studied here (e.g., platelets and erythrocytes) do not proliferate. With the exception of tip stem cells, ES HSCs, all cell populations receive influx. All cell types, including HSCs¹, may die.

The mathematical balance equations for the cell numbers are based on the principle that the flux of cells—the number of cells undergoing a certain process (e.g., cell division) per unit time—is proportional to the number of cells that can potentially undergo this process. The proportionality factor is a rate constant that is the inverse of the average waiting time before a cell commits to the process in question (e.g., the average cell cycle time in the case of cell division). Hence, the balance equations are exact in principle. Their precision in describing the actual biology depends on the appropriate definition of cell populations

and of the waiting time distributions for the processes described. Here, we use the customary exponential waiting time distributions and base the model on a refined definition of the most upstream hematopoietic populations, HSCs, MPPs and HPC-1, that includes, in addition to the usual markers (LSK, CD48 and CD150) also CD201 (EPCR) for HSCs and Sca-1 surface level for HSCs, MPPs and HPC-1. Thus we go well beyond the resolution of previous studies^{2,3}.

Specifically, HSCs and progenitors can undergo self-renewal (with rate σ), divide asymmetrically (with rate γ), divide into two more differentiated daughter cells (with rate ρ , symmetric differentiating division), differentiate directly (with rate μ) or die (with rate δ) (Supplementary Fig. 4g). Based on these fundamental processes, the population dynamics for a lineage pathway where each product has exactly one precursor are described by the following system of ordinary differential equations:

$$\begin{aligned}\dot{n}_1 &= -(\rho_1 + \mu_1 + \delta_1 - \sigma_1)n_1 \\ \dot{n}_i &= (2\rho_{i-1} + \gamma_{i-1} + \mu_{i-1})n_{i-1} - (\rho_i + \mu_i + \delta_i - \sigma_i)n_i, \quad i \geq 2\end{aligned}\tag{1}$$

where population 1 are the tip stem cells (ES HSCs) and populations 2, 3, ... are successive downstream populations. Generalization to pathways where two or more precursors feed into the same product is straightforward. These equations can be rewritten in a simpler form:

$$\begin{aligned}\dot{n}_1 &= -\kappa_1 n_1 \\ \dot{n}_i &= \alpha_{i-1} n_{i-1} - \kappa_i n_i, \quad i \geq 2\end{aligned}\tag{2}$$

using two aggregate parameters:

$$\begin{aligned}\alpha_i &= 2\rho_i + \gamma_i + \mu_i \\ \kappa_i &= \rho_i + \mu_i + \delta_i - \sigma_i\end{aligned}\tag{3}$$

where α_i and κ_i are the total differentiation rate and net cell loss rate of compartment i , respectively. Based on this generic model, in the following sections we develop a quantitative framework of inferring differentiation pathways from the combination of HSC fate-mapping and cell proliferation data.

1.2 Propagation of fate-mapping label

Let m_i and n_i be the labeled and total cell number of population i . The labeling frequency is defined by $f_i \equiv \frac{m_i}{n_i}$. The dynamics of the labeling frequency is governed by,

$$\begin{aligned}\dot{f}_i &= \left(\frac{\dot{m}_i}{n_i} \right) \\ &= \frac{1}{n_i} \dot{m}_i - \frac{m_i}{n_i^2} \dot{n}_i\end{aligned}\tag{4}$$

It is reasonable to assume that heritable labeling (e.g., via RFP expression from the *Rosa26* locus) does not alter cell proliferation, differentiation and death rates. Hence we combine Equation 4 with Equation 2

and obtain

$$\begin{aligned}
\dot{f}_i &= \frac{\alpha_{i-1}}{r_i} (f_{i-1} - f_i), \quad i \geq 2 \\
\dot{r}_2 &= \alpha_1 - (\kappa_2 - \kappa_1) r_2 \\
\dot{r}_i &= \alpha_{i-1} - \left(\kappa_i - \kappa_{i-1} + \frac{\alpha_{i-2}}{r_{i-1}} \right) r_i, \quad i \geq 3
\end{aligned} \tag{5}$$

where for the tip stem cells $f_1 = \text{constant}$, as shown experimentally (Fig. 1d). The new variable r_i denotes the size ratio between neighboring compartments: $r_i \equiv \frac{n_i}{n_{i-1}}$. The generic model can be readily extended to describe more complex lineage trees, e.g. with diverging and converging branches.

1.3 Analysis of heritable label propagation between HSC subpopulations

Functionally different subsets may exist in a phenotypically defined cell population such as HSC. Transitions among these subpopulations may be irreversible or reversible. We now show that reversibility would shape the dynamics of fate-mapping label in a manner that would be easily recognizable in experimental data. To characterize the kinetic behavior of the label propagation in this situation, we consider the simplest case in which two subpopulations A and B give rise to to each other, with rates α_{AB} (for $A \rightarrow B$) and α_{BA} (for $B \rightarrow A$). The cell number kinetics of A and B are governed by

$$\begin{aligned}
\dot{n}_A &= \alpha_{BA} n_B - \kappa_A n_A \\
\dot{n}_B &= \alpha_{AB} n_A - \kappa_B n_B
\end{aligned} \tag{6}$$

where κ_A and κ_B are the net cell loss rates of A and B, respectively. Based on Equation 4, the label propagation equations can be derived,

$$\begin{aligned}
\dot{f}_A &= \alpha_{BA} r_{BA} (f_B - f_A) \\
\dot{f}_B &= \frac{\alpha_{AB}}{r_{BA}} (f_A - f_B)
\end{aligned} \tag{7}$$

where $r_{BA} \equiv \frac{n_B}{n_A}$.

To obtain a steady state for Eqs. 6, the cell loss rates of both subpopulations must be greater than zero, i.e., $\kappa_A > 0$ and $\kappa_B > 0$. Combining Equation 6 and 7 under steady-state condition, the equation for label propagation becomes,

$$\begin{aligned}
\dot{f}_A &= \kappa_A (f_B - f_A) \\
\dot{f}_B &= \kappa_B (f_A - f_B)
\end{aligned} \tag{8}$$

The analytical solution of this equation is,

$$\begin{aligned}
f_A(t) &= \frac{f_{B0}\kappa_A + f_{A0}\kappa_B}{\kappa_A + \kappa_B} + \frac{\kappa_A}{\kappa_A + \kappa_B} (f_{A0} - f_{B0}) e^{-(\kappa_A + \kappa_B)t} \\
f_B(t) &= \frac{f_{B0}\kappa_A + f_{A0}\kappa_B}{\kappa_A + \kappa_B} - \frac{\kappa_B}{\kappa_A + \kappa_B} (f_{A0} - f_{B0}) e^{-(\kappa_A + \kappa_B)t}
\end{aligned} \tag{9}$$

where f_{A0} and f_{B0} are the initial (at $t = 0$) labeling frequencies of A and B, respectively.

The solution shows that the label frequencies of subpopulations A and B will eventually equilibrate at an intermediate value between their initial label frequencies (the first term in Equation 9), which is the average of their initial labeling weighted by the net cell loss rates (κ_A and κ_B). As a consequence, the two subpopulations reach the labeling equilibrium in opposite manners. Specifically, if A is preferentially labeled initially, i.e., $f_{A0} > f_{B0}$, then the label frequency of B will increase with time, whereas that of A will decline. By contrast, irreversible transition, e.g., $A \rightarrow B$, implies that A will maintain a constant labeling (its initial value) over time, and B will increase its label frequency and finally equilibrate with that of A. This feature is governed by the following equation (setting κ_A to be zero in Equation 9),

$$\begin{aligned} f_A(t) &= f_{A0} \\ f_B(t) &= f_{A0} - (f_{A0} - f_{B0})e^{-\kappa_B t} \end{aligned} \quad (10)$$

Taken together, reversible and irreversible transition schemes among cell subpopulations can be well distinguished by the directions of label frequencies approaching equilibrium. If subpopulations are initially labeled differently, then a reversible transition between them causes a decrease of labeling frequency in the initially more strongly labeled one. Absence of this feature, as in our data on HSC subpopulations, rules out reversibility.

1.4 Modeling H2B-GFP dynamics

To infer cell proliferation rates from the H2B-GFP dilution data, we model the temporal changes of the mean H2B-GFP intensity (total H2B-GFP intensity divided by cell number) in each cell population, which can be readily obtained from experimental data, i.e., taking the mean value of the H2B-GFP distribution followed by proper scaling for the convenience of numerical computation (mean value of the raw data divided by 1000 in this work). The cell number dynamics is given by Equation 2, so next we derive the equations for total H2B-GFP intensity in each compartment.

We assume that H2B-GFP turnover and basal production change the fluorescence intensity of all the cell populations uniformly, whereas cell proliferation, differentiation and death do so in a population-specific manner. Let $X_i(t)$ be the total H2B-GFP intensity of compartment i at time t . During time increment Δt , H2B-GFP turnover and basal production cause the change in total intensity by,

$$\Delta X_{i,\text{prod-deg}} = n_i(t)v\Delta t - k_d\Delta t X_i \quad (11)$$

where $n_i(t)$ is the cell number of compartment i , v the basal H2B-GFP production rate per cell and k_d the turnover rate.

Symmetric self-renewal redistributes existing H2B-GFP into more cells in the same population, thus altering the relative (i.e., per cell) but not the total H2B-GFP intensity of the population. By contrast, cell death or differentiation into the next population, i.e., $i \rightarrow i + 1$, cause H2B-GFP loss from population i . The intensity loss equals the number of cells that leave the compartment times the H2B-GFP intensity taken away per cell. For example, the cell number loss after Δt is $\gamma_i n_i(t)\Delta t$ due to asymmetric differentiation. The H2B-GFP level loss per cell is half of the current level, i.e., $\frac{1}{2} \frac{X_i(t)}{n_i(t)}$ because only one of the two daughter cells goes to the next population. The change in total H2B-GFP level is then $-\gamma_i n_i(t)\Delta t \frac{1}{2} \frac{X_i(t)}{n_i(t)}$. For cells undergoing death, symmetric or direct differentiation, all H2B-GFP of these cells is lost from population i .

Thus, the total H2B-GFP loss after Δt for compartment i is,

$$\Delta X_{i \rightarrow i+1} = -\gamma_i n_i(t) \Delta t \frac{1}{2} \frac{X_i(t)}{n_i(t)} - (\rho_i + \mu_i + \delta_i) n_i(t) \Delta t \frac{X_i(t)}{n_i(t)} \quad (12)$$

Furthermore, each population, except for the tip stem cells, receives H2B-GFP from its direct upstream population via differentiation. In a similar way, we formulate this effect as,

$$\begin{aligned} \Delta X_{i-1 \rightarrow i} &= \gamma_{i-1} n_{i-1}(t) \Delta t \frac{1}{2} \frac{X_{i-1}(t)}{n_{i-1}(t)} \\ &+ 2\rho_{i-1} n_{i-1}(t) \Delta t \frac{1}{2} \frac{X_{i-1}(t)}{n_{i-1}(t)} \\ &+ \mu_{i-1} n_{i-1}(t) \Delta t \frac{X_{i-1}(t)}{n_{i-1}(t)} \end{aligned} \quad (13)$$

Therefore, the total H2B-GFP level of compartment i at time $t + \Delta t$ is,

$$\begin{aligned} X_i(t + \Delta t) &= X_i(t) + \Delta X_{i, \text{prod-deg}} + \Delta X_{i \rightarrow i+1} + \Delta X_{i-1 \rightarrow i} \\ &= X_i(t) + n_i v \Delta t - k_d \Delta t X_i(t) \\ &- \gamma_i n_i(t) \Delta t \frac{1}{2} \frac{X_i(t)}{n_i(t)} - (\rho_i + \mu_i + \delta_i) n_i(t) \Delta t \frac{X_i(t)}{n_i(t)} \\ &+ \gamma_{i-1} n_{i-1}(t) \Delta t \frac{1}{2} \frac{X_{i-1}(t)}{n_{i-1}(t)} \\ &+ 2\rho_{i-1} n_{i-1}(t) \Delta t \frac{1}{2} \frac{X_{i-1}(t)}{n_{i-1}(t)} \\ &+ \mu_{i-1} n_{i-1}(t) \Delta t \frac{X_{i-1}(t)}{n_{i-1}(t)} \end{aligned} \quad (14)$$

The dynamics of the mean H2B-GFP intensity $x_i(t) \equiv \frac{X_i(t)}{n_i(t)}$ obeys,

$$\begin{aligned} \dot{x}_i &= \left(\frac{\dot{X}_i}{n_i} \right) \\ &= \frac{1}{n_i} \dot{X}_i - \frac{X_i}{n_i^2} \dot{n}_i \end{aligned} \quad (15)$$

Combining this with Equation 1, we obtain

$$\dot{x}_i = v - k_d x_i - \frac{2\sigma_i + \gamma_i}{2} x_i + \frac{2\rho_{i-1} + \gamma_{i-1}}{r_i} \left(\frac{x_{i-1}}{2} - x_i \right) + \frac{\mu_{i-1}}{r_i} (x_{i-1} - x_i) \quad (16)$$

This equation shows how each elementary process contributes to the H2B-GFP dynamics. First, cell death, symmetric and direct differentiation of a given population i do not affect its own mean H2B-GFP level (none of the parameters δ_i , ρ_i or μ_i appear in the equation). Second, H2B-GFP intensity is diluted by symmetric self-renewal and asymmetric differentiation. Third, cells entering via differentiation from the upstream population can either increase or reduce the mean H2B-GFP level, depending on the intensity difference. Finally, H2B-GFP dilution is also determined by its own degradation (with k_d). For all parameter inferences in this paper, we fixed k_d to its previously determined value in murine HSCs, corresponding to a half-life of 42 days⁵, thus improving inference of the relevant rate constants of HSC and progenitor

proliferation, differentiation and death.

We rewrite Equation 11 using the aggregate parameters defined in Equation 3

$$\begin{aligned}\dot{x}_1 &= v - k_d x_1 - \frac{\lambda_1}{2} x_1 \\ \dot{x}_i &= v - k_d x_i + \frac{\alpha_{i-1} + \mu_{i-1}}{2r_i} x_{i-1} - \left(\frac{\lambda_i}{2} + \frac{\alpha_{i-1}}{r_i} \right) x_i, \quad i \geq 2\end{aligned}\tag{17}$$

and introduce another aggregate parameter λ_i , the total self-renewal rate

$$\lambda_i = 2\sigma_i + \gamma_i\tag{18}$$

In summary, we obtain a system of differential equations for cell numbers (Equation 2), frequencies of fate-mapping label (Equation 5) and average H2B-GFP intensities (Equation 12) in hematopoietic cell populations. The key parameters characterizing the dynamics of cell proliferation and differentiation—total differentiation rates α_i , direct differentiation rates μ_i , net loss rates κ_i and total self-renewal rates λ_i —can all be time-dependent (e.g., change with increasing age of the animal).

1.5 Demonstrating inference of lineage pathways

Label propagation and H2B-GFP dilution experiments yield, respectively, differentiation and proliferation rates of stem and progenitor cells. We therefore reasoned that the combination of the two types of experimental data will allow inference of both differentiation and proliferation rates in a complex lineage tree. We have advanced this argument recently for the combination of HSC fate mapping and BrdU incorporation (instead of H2B-GFP dilution)⁴. The principal new aspect in this paper is that we show that combining these types of experimental data also yields information on the topology of the underlying lineage tree. To show this, we first developed the idea with a toy model (Supplementary Fig. 4). To this end, we simulated data for a known lineage topology, and then asked whether model selection based on these *in silico* data with a broader set of possible lineage topologies indeed identifies the correct topology (ground truth).

We collect the equations from Equation 5 and 17,

$$\begin{aligned}\dot{f}_i &= \frac{\alpha_{i-1}}{r_i} (f_{i-1} - f_i), \quad i \geq 2 \\ \dot{r}_2 &= \alpha_1 - (\kappa_2 - \kappa_1) r_2 \\ \dot{r}_i &= \alpha_{i-1} - \left(\kappa_i - \kappa_{i-1} + \frac{\alpha_{i-2}}{r_{i-1}} \right) r_i, \quad i \geq 3 \\ \dot{x}_1 &= v - k_d x_1 - \frac{\lambda_1}{2} x_1 \\ \dot{x}_i &= v - k_d x_i + \frac{\alpha_{i-1} + \mu_{i-1}}{2r_i} x_{i-1} - \left(\frac{\lambda_i}{2} + \frac{\alpha_{i-1}}{r_i} \right) x_i, \quad i \geq 2\end{aligned}\tag{19}$$

where

$$\begin{aligned}\alpha_i &= 2\rho_i + \gamma_i + \mu_i \\ \kappa_i &= \rho_i + \mu_i + \delta_i - \sigma_i \\ \lambda_i &= 2\sigma_i + \gamma_i\end{aligned}\tag{20}$$

The value of total net cell loss κ_i can be positive or negative. To be more practical, we substitute κ_i with

other naturally positive parameters,

$$\kappa_i = \frac{1}{2}(\alpha_i + \mu_i - \lambda_i) + \delta_i \quad (21)$$

According to Equation 19, each compartment is governed by 4 parameters (α_i , λ_i , μ_i and δ_i), while there are 5 underlying elementary parameters (ρ_i , γ_i , σ_i , μ_i and δ_i). Thus, model inference has a natural limitation in identifying each individual fundamental parameters. However, inference based on the aggregate parameters is sufficient for identifying differentiation pathways.

Next, we test this framework by inferring differentiation pathways based on *in silico* data. We consider a lineage tree with one stem cell (S), two progenitor cells (P1 and P2) and three mature cells (M1, M2 and M3) with a unique pathway topology (Supplementary Fig. 4b) and assign physiologically reasonable parameters. We obtained the *in silico* data by adding white noise to the simulated data (label propagation, compartment size and H2B-GFP dilution data), with different coefficients of variance for different time points. We enumerated 6 possible model schemes (without lineage convergence), and performed statistical model selection based on the simulated data (Supplementary Fig. 4c). The equations for the true model scheme are:

$$\begin{aligned} \dot{f}_{p1} &= \frac{\alpha_{s \rightarrow p1}}{r_{p1}}(f_s - f_{p1}) \\ \dot{f}_{p2} &= \frac{\alpha_{s \rightarrow p2}}{r_{p2}}(f_s - f_{p2}) \\ \dot{f}_{m1} &= \frac{\alpha_{p1 \rightarrow m1}}{r_{m1}}(f_{p1} - f_{m1}) \\ \dot{f}_{m2} &= \frac{\alpha_{p1 \rightarrow m2}}{r_{m2}}(f_{p1} - f_{m2}) \\ \dot{f}_{m3} &= \frac{\alpha_{p2 \rightarrow m3}}{r_{m3}}(f_{p2} - f_{m3}) \\ \dot{r}_{p1} &= \alpha_{s \rightarrow p1} - (\kappa_{p1} - \kappa_s)r_{p1} \\ \dot{r}_{p2} &= \alpha_{s \rightarrow p2} - (\kappa_{p2} - \kappa_s)r_{p2} \\ \dot{r}_{m1} &= \alpha_{p1 \rightarrow m1} - (\kappa_{m1} - \kappa_{p1} + \frac{\alpha_{s \rightarrow p1}}{r_{p1}})r_{m1} \\ \dot{r}_{m2} &= \alpha_{p1 \rightarrow m2} - (\kappa_{m2} - \kappa_{p1} + \frac{\alpha_{s \rightarrow p1}}{r_{p1}})r_{m2} \\ \dot{r}_{m3} &= \alpha_{p2 \rightarrow m3} - (\kappa_{m3} - \kappa_{p2} + \frac{\alpha_{s \rightarrow p2}}{r_{p2}})r_{m3} \\ \dot{x}_s &= v - k_d x_s - \frac{\lambda_s}{2} x_s \\ \dot{x}_{p1} &= v - k_d x_{p1} + \frac{\alpha_{s \rightarrow p1} + \mu_{s \rightarrow p1}}{2r_{p1}} x_s - \left(\frac{\lambda_{p1}}{2} + \frac{\alpha_{s \rightarrow p1}}{r_{p1}} \right) x_{p1} \\ \dot{x}_{p2} &= v - k_d x_{p2} + \frac{\alpha_{s \rightarrow p2} + \mu_{s \rightarrow p2}}{2r_{p2}} x_s - \left(\frac{\lambda_{p2}}{2} + \frac{\alpha_{s \rightarrow p2}}{r_{p2}} \right) x_{p2} \end{aligned} \quad (22)$$

where we substitute the net cell loss rates κ of the stem and progenitor cells using the following equations,

$$\begin{aligned} \kappa_s &= (\alpha_{s \rightarrow p1} + \alpha_{s \rightarrow p2} + \mu_{s \rightarrow p1} + \mu_{s \rightarrow p2} - \lambda_s)/2 + \delta_s \\ \kappa_{p1} &= (\alpha_{p1 \rightarrow m1} + \alpha_{p1 \rightarrow m2} + \mu_{p1 \rightarrow m1} + \mu_{p1 \rightarrow m2} - \lambda_{p1})/2 + \delta_{p1} \\ \kappa_{p2} &= (\alpha_{p2 \rightarrow m3} + \mu_{p2 \rightarrow m3} - \lambda_{p2})/2 + \delta_{p2} \end{aligned} \quad (23)$$

Here, we do not explicitly consider the proliferation or death of the mature cells but simply quantify their net

loss rate (in the case of non-proliferating mature cells, the death rate will equal the net loss rate).

The model selection successfully discovered the true model (Supplementary Fig. 4d and e). In stark contrast, the true model could not be singled out by inference without the proliferation data (Supplementary Fig. 4f). To conclude, combining fate-mapping and cell proliferation data allows both identification of lineage topology and quantification the cell fluxes in the lineage pathways.

2 Inferring lineage pathways of native hematopoiesis from experimental data

2.1 Modeling lineage pathways of hematopoietic stem and progenitor cells

To address the experimental data on HSC fate mapping, augmented by tracking of mitotic history of HSCs and progenitors via H2B-GFP, we devised a family of models, with each HSC and progenitor population divided into Sca-1 high and Sca-1 low subpopulations (Supplementary Fig. 4h). HSC subpopulations are further divided by CD201 level. The CD201^{-/lo} Sca-1^{lo} subpopulation has very few cells, so it is not considered in the models. To identify the differentiation pathways, we performed statistical model selection against the experimental data. The equations for the full model with all possible differentiation and Sca-1

transition steps read:

$$\begin{aligned}
\dot{f}_{2h} &= \frac{\alpha_{1hh}}{r_2} (f_{1h} - f_{2h}) + \phi_{2l} s_2 (f_{2l} - f_{2h}) \\
\dot{f}_{2l} &= \frac{\alpha_{1hl}}{r_2 s_2} (f_{1h} - f_{2l}) + \frac{\phi_{2h}}{s_2} (f_{2h} - f_{2l}) \\
\dot{f}_{3h} &= \frac{\alpha_{2hh}}{r_3} (f_{2h} - f_{3h}) + \frac{\alpha_{2lh} s_2}{r_3} (f_{2l} - f_{3h}) + \phi_{3l} s_3 (f_{3l} - f_{3h}) \\
\dot{f}_{3l} &= \frac{\alpha_{2ll} s_2}{r_3 s_3} (f_{2l} - f_{3l}) + \frac{\alpha_{2hl}}{r_3 s_3} (f_{2h} - f_{3l}) + \frac{\phi_{3h}}{s_3} (f_{3h} - f_{3l}) \\
\dot{f}_{4h} &= \frac{\alpha_{3hh}}{r_4} (f_{3h} - f_{4h}) + \frac{\alpha_{3lh} s_3}{r_4} (f_{3l} - f_{4h}) + \phi_{4l} s_4 (f_{4l} - f_{4h}) \\
\dot{f}_{4l} &= \frac{\alpha_{3ll} s_3}{r_4 s_4} (f_{3l} - f_{4l}) + \frac{\alpha_{3hl}}{r_4 s_4} (f_{3h} - f_{4l}) + \frac{\phi_{4h}}{s_4} (f_{4h} - f_{4l}) \\
\dot{f}_{\text{cmp}} &= \frac{\alpha_{4h \rightarrow \text{cmp}}}{r_{\text{cmp}}} (f_{4h} - f_{\text{cmp}}) + \frac{\alpha_{4l \rightarrow \text{cmp}} s_4}{r_{\text{cmp}}} (f_{4l} - f_{\text{cmp}}) \\
\dot{f}_{\text{clp}} &= \frac{\alpha_{4h \rightarrow \text{clp}}}{r_{\text{clp}}} (f_{4h} - f_{\text{clp}}) + \frac{\alpha_{4l \rightarrow \text{clp}} s_4}{r_{\text{clp}}} (f_{4l} - f_{\text{clp}}) \\
\dot{r}_2 &= \alpha_{1hh} - (\kappa_{2h} - \kappa_{1h} - \phi_{2l} s_2) r_2 \\
\dot{r}_3 &= \alpha_{2hh} + \alpha_{2lh} s_2 - (\kappa_{3h} - \kappa_{2h} - \phi_{3l} s_3 + \frac{\alpha_{1hh}}{r_2} + \phi_{2l} s_2) r_3 \\
\dot{r}_4 &= \alpha_{3hh} + \alpha_{3lh} s_3 - (\kappa_{4h} - \kappa_{3h} - \phi_{4l} s_4 + \frac{\alpha_{2hh}}{r_3} + \frac{\alpha_{2lh} s_2}{r_3} + \phi_{3l} s_3) r_4 \\
\dot{s}_2 &= \phi_{2h} - (\kappa_{2l} - \kappa_{2h}) s_2 - \phi_{2l} s_2^2 + (\alpha_{1hl} - \alpha_{1hh} s_2) / r_2 \\
\dot{s}_3 &= \phi_{3h} - (\kappa_{3l} - \kappa_{3h}) s_3 - \phi_{3l} s_3^2 + (\alpha_{2hl} + \alpha_{2ll} s_2 - \alpha_{2hh} s_3 - \alpha_{2lh} s_2 s_3) / r_3 \\
\dot{s}_4 &= \phi_{4h} - (\kappa_{4l} - \kappa_{4h}) s_4 - \phi_{4l} s_4^2 + (\alpha_{3hl} + \alpha_{3ll} s_3 - \alpha_{3hh} s_4 - \alpha_{3lh} s_3 s_4) / r_4 \\
\dot{x}_{1h} &= v - k_d x_{1h} - \frac{\lambda_{1h}}{2} x_{1h} \\
\dot{x}_{2h} &= v - k_d x_{2h} + \frac{\alpha_{1hh} + \mu_{1hh}}{2 r_2} x_{1h} + \phi_{2l} s_2 x_{2l} - \left(\frac{\lambda_{2h}}{2} + \phi_{2l} s_2 + \frac{\alpha_{1hh}}{r_2} \right) x_{2h} \\
\dot{x}_{2l} &= v - k_d x_{2l} + \frac{\alpha_{1hl} + \mu_{1hl}}{2 r_2 s_2} x_{1h} + \frac{\phi_{2h}}{s_2} x_{2h} - \left(\frac{\lambda_{2l}}{2} + \frac{\phi_{2h}}{s_2} + \frac{\alpha_{1hl}}{r_2 s_2} \right) x_{2l} \\
\dot{x}_{3h} &= v - k_d x_{3h} + \frac{\alpha_{2hh} + \mu_{2hh}}{2 r_3} x_{2h} + \frac{(\alpha_{2lh} + \mu_{2lh}) s_2}{2 r_3} x_{2l} + \phi_{3l} s_3 x_{3l} - \left(\frac{\lambda_{3h}}{2} + \phi_{3l} s_3 + \frac{\alpha_{2hh} + \alpha_{2lh} s_2}{r_3} \right) x_{3h} \\
\dot{x}_{3l} &= v - k_d x_{3l} + \frac{(\alpha_{2ll} + \mu_{2ll}) s_2}{2 r_3 s_3} x_{2l} + \frac{\alpha_{2hl} + \mu_{2hl}}{2 r_3 s_3} x_{2h} + \frac{\phi_{3h}}{s_3} x_{3h} - \left(\frac{\lambda_{3l}}{2} + \frac{\phi_{3h}}{s_3} + \frac{\alpha_{2ll} s_2 + \alpha_{2hl}}{r_3 s_3} \right) x_{3l} \\
\dot{x}_{4h} &= v - k_d x_{4h} + \frac{\alpha_{3hh} + \mu_{3hh}}{2 r_4} x_{3h} + \frac{(\alpha_{3lh} + \mu_{3lh}) s_3}{2 r_4} x_{3l} + \phi_{4l} s_4 x_{4l} - \left(\frac{\lambda_{4h}}{2} + \phi_{4l} s_4 + \frac{\alpha_{3hh} + \alpha_{3lh} s_3}{r_4} \right) x_{4h} \\
\dot{x}_{4l} &= v - k_d x_{4l} + \frac{(\alpha_{3ll} + \mu_{3ll}) s_3}{2 r_4 s_4} x_{3l} + \frac{\alpha_{3hl} + \mu_{3hl}}{2 r_4 s_4} x_{3h} + \frac{\phi_{4h}}{s_4} x_{4h} - \left(\frac{\lambda_{4l}}{2} + \frac{\phi_{4h}}{s_4} + \frac{\alpha_{3ll} s_3 + \alpha_{3hl}}{r_4 s_4} \right) x_{4l}
\end{aligned} \tag{24}$$

where

$$\begin{aligned}
\kappa_{1h} &= (\alpha_{1hh} + \alpha_{1hl} + \mu_{1hh} + \mu_{1hl} - \lambda_{1h})/2 + \delta_{1h} \\
\kappa_{2h} &= (\alpha_{2hh} + \alpha_{2hl} + \mu_{2hh} + \mu_{2hl} - \lambda_{2h})/2 + \delta_{2h} + \phi_{2h} \\
\kappa_{3h} &= (\alpha_{3hh} + \alpha_{3hl} + \mu_{3hh} + \mu_{3hl} - \lambda_{3h})/2 + \delta_{3h} + \phi_{3h} \\
\kappa_{4h} &= (\alpha_{4h \rightarrow \text{cmp}} + \alpha_{4h \rightarrow \text{clp}} + \mu_{4h \rightarrow \text{cmp}} + \mu_{4h \rightarrow \text{clp}} - \lambda_{4h})/2 + \delta_{4h} + \phi_{4h} \\
\kappa_{2l} &= (\alpha_{2ll} + \alpha_{2lh} + \mu_{2ll} + \mu_{2lh} - \lambda_{2l})/2 + \delta_{2l} + \phi_{2l} \\
\kappa_{3l} &= (\alpha_{3ll} + \alpha_{3lh} + \mu_{3ll} + \mu_{3lh} - \lambda_{3l})/2 + \delta_{3l} + \phi_{3l} \\
\kappa_{4l} &= (\alpha_{4l \rightarrow \text{cmp}} + \alpha_{4l \rightarrow \text{clp}} + \mu_{4l \rightarrow \text{cmp}} + \mu_{4l \rightarrow \text{clp}} - \lambda_{4l})/2 + \delta_{4l} + \phi_{4l}
\end{aligned} \tag{25}$$

The subscript i in the model variables and parameters ranges from 1 to 4, representing cell compartments CD201^{hi} HSC, CD201^{lo} HSC, MPP and HPC-1, respectively. In addition, the subscripts ih and il stand for compartment i Sca-1 high and Sca-1 low, respectively. The variable r_i is the compartment size ratio between two neighboring Sca-1^{hi} compartments, i.e., $r_i = n_{ih}/n_{i-1h}$, $i = 2, 3, 4$. s_i is the size ratio between Sca-1^{lo} and Sca-1^{hi} sub-compartments at each level, i.e., $s_i = n_{il}/n_{ih}$, $i = 2, 3, 4$. The parameter ϕ is the transition rate between Sca-1^{hi} and Sca-1^{lo} subpopulations. Detailed descriptions of all parameters are given in Supplementary Table 1.

The parameter values are inferred in a standard way by minimizing the sum of the weighted squared residuals or the χ^2 value:

$$\chi^2 = \sum_i \sum_j \left(\frac{y_{i,j}(t_j) - y_{i,j}^{(o)}(t_j)}{\sigma_{i,j}} \right)^2 \tag{26}$$

where y represents the label frequency (normalized by ES HSC), compartment size and mean H2B-GFP intensity; i indicates different cell compartments, and j the measured time points. $\sigma_{i,j}$ is the corresponding standard error of the mean. The uncertainty of the parameters is quantified by profile likelihood method implemented by the Data2Dynamic package, where the likelihood is tightly linked to χ^2 .

Model selection is done with a comprehensive array of sub-models of the most general model, thus explicitly introducing parsimony and allowing model ranking via the Akaike information criterion. The equations for any sub-model are derived from Equation 24 by setting specific parameters to zero. Moreover, we found that the experimental data cannot distinguish between cell differentiation via asymmetric cell division and direct differentiation without division (see also Barile et al., 2020). To be specific, we neglect the contribution of direct differentiation in passing on H2B-GFP label to downstream compartments, compared to label dilution via different types of cell division, and set μ_i in the corresponding equations to zero. This assumption does not compromise the quality of the fit to the data.

We fit all the models to the *Fgd5*^{ZsGreen:CreERT2} label propagation and H2B-GFP dilution data and ranked the models using the bias-corrected Akaike information criterion (AICc). The top ranked models show two common features: first, parallel differentiation via Sca-1^{hi} and Sca-1^{lo} paths; second, irreversible transition from Sca-1^{hi} to Sca-1^{lo} states. Models bearing one or neither of the two features ranked poorly.

2.2 Quantifying the probability of lineage pathways

There is one single pathway for lymphoid lineage, where Sca-1 level is consistently high from tip HSC to HPC-1. On the other hand, myeloid cells can be derived via 6 pathways. To quantify the contributions of these pathways, we calculated pathway probability based on differentiation history. We started at the

final cell state z_i , and calculated the probability of its ancestral line of cells to have differentiated via a pathway $z_0 \rightarrow z_1 \rightarrow \dots \rightarrow z_i$. To do this, we back-tracked from state z_i and denoted the probability to have arrived from the precursor state z_{i-1} by $p(z_{i-1} \rightarrow |z_i)$. Because we consider a Markov state network, the differentiation decision at each state is independent of the differentiation history, such that the pathway probability factorizes:

$$p(z_0 \rightarrow z_1 \rightarrow \dots \rightarrow z_{N-1} \rightarrow |z_N) = \prod_{i=1}^N p(z_{i-1} \rightarrow |z_i). \quad (27)$$

When an expanding cell population reaches a state of steady growth, the elementary transition probability can be written as:

$$\begin{aligned} p(z_{i-1} \rightarrow |z_i) &= \lim_{T \rightarrow \infty} \frac{\text{transitions from } z_{i-1} \text{ to } z_i}{\text{transitions from all precursor states to } z_i} \\ &= \lim_{T \rightarrow \infty} \frac{\int_0^T n(z_{i-1}, t) \alpha_{z_{i-1} \rightarrow z_i} dt}{\sum_z \int_0^T n(z, t) \alpha_{z \rightarrow z_i} dt} \\ &= \lim_{T \rightarrow \infty} \frac{\int_0^T e^{\Lambda t} p_{\text{sg}}(z_{i-1}) \alpha_{z_{i-1} \rightarrow z_i} dt}{\sum_z \int_0^T e^{\Lambda t} p_{\text{sg}}(z) \alpha_{z \rightarrow z_i} dt} \\ &= \frac{p_{\text{sg}}(z_{i-1}) \alpha_{z_{i-1} \rightarrow z_i}}{\sum_z p_{\text{sg}}(z) \alpha_{z \rightarrow z_i}} \end{aligned} \quad (28)$$

where the sums run over all possible precursor states; Λ is the dominant eigenvalue of the dynamic system, that is, the population growth rate; $p_{\text{sg}}(z_i)$ is the relative compartment size of z_i to the sum of all populations at steady growth; and α is the differentiation rate. Combining Equations 27 and 28, we calculated the probability of all six paths from tip HSC to CMP at steady growth.

2.3 Model inference including mature cell populations

We extend the current model to describe differentiation pathways of mature blood cells, with a focus on platelets. It is known that platelets arise from conventional CMP-MkP pathway. However, the labeling frequency of platelets is higher than that of MPP, which suggests that the conventional pathway is not the only route to produce platelets. We therefore extended the model to allow MkP to directly receive cells from CD201^{-lo} Sca-1^{lo} HSCs, and fit the model to the collective data of HSPC, MkP and platelets. However, the model fails to capture the label propagation data of MkP and platelets, because the measured MkP labeling frequency is still lower than platelets (Fig. 3c). A potential solution to this controversy is to assume two, in the simplest case, heterogeneous subpopulations in MkP, one of which is produced directly from HSC (Supplementary Fig. 8c). The model of heterogeneous MkP compartment is supported by the data (Supplementary Fig. 8d).

CD48^{-lo} MkP arises directly from Sca-1^{lo} HSC, while CD48^{hi} MkP is produced via the conventional CMP pathway. Moreover, the two-compartment model faithfully captured the data of MkP subpopulations.

The corresponding model equations are:

$$\begin{aligned}
\dot{f}_{mkp1} &= \frac{\alpha_{2l \rightarrow mkp1}}{r_{mkp1}} (f_{2l} - f_{mkp1}) \\
\dot{f}_{mkp2} &= \frac{\alpha_{cmp \rightarrow mkp2}}{r_{mkp2}} (f_{cmp} - f_{mkp2}) \\
\dot{r}_{mkp1} &= \alpha_{2l \rightarrow mkp1} - \left(\kappa_{mkp1} - \kappa_{2l} + \frac{\alpha_{1hl}}{r_2 s_2} + \frac{\phi_{2h}}{s_2} \right) r_{mkp1} \\
\dot{r}_{mkp2} &= \alpha_{cmp \rightarrow mkp2} - \left(\kappa_{mkp2} - \kappa_{cmp} + \frac{\alpha_{4h \rightarrow cmp}}{r_{cmp}} + \frac{\alpha_{4l \rightarrow cmp} s_4}{r_{cmp}} \right) r_{mkp2} \\
\dot{x}_{mkp1} &= v - k_d x_{mkp1} + \frac{\alpha_{2l \rightarrow mkp1}}{2 r_{mkp1}} x_{2l} - \left(\frac{\lambda_{mkp1}}{2} + \frac{\alpha_{2l \rightarrow mkp1}}{r_{mkp1}} \right) x_{mkp1} \\
\dot{x}_{mkp2} &= v - k_d x_{mkp2} + \frac{\alpha_{cmp \rightarrow mkp2}}{2 r_{mkp2}} x_{cmp} - \left(\frac{\lambda_{mkp2}}{2} + \frac{\alpha_{cmp \rightarrow mkp2}}{r_{mkp2}} \right) x_{mkp2} \\
\dot{x}_{cmp} &= v - k_d x_{cmp} + \frac{\alpha_{4h \rightarrow cmp}}{2 r_{cmp}} x_{4h} + \frac{\alpha_{4l \rightarrow cmp} s_4}{2 r_{cmp}} - \left(\frac{\lambda_{cmp}}{2} + \frac{\alpha_{4h \rightarrow cmp} + \alpha_{4l \rightarrow cmp} s_4}{r_{cmp}} \right) x_{cmp}
\end{aligned} \tag{29}$$

How the deposited data were processed for this re-analysis (not part of the article)

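Single bone marrow cells of 6 R26rtTA/Col1A1H2B-GFP mice were index sorted and sequenced with Smart-seq2 by the authors. The sample labels give days of doxycycline and days of chase before the sort. Each sample is 1 cell, and 1141 cells were analysed on 3 plates, each with cells of 1 old and 1 young mouse. Mouse 6 (old) and mouse 32 (young), both female, were on plate 2, mouse 10 (old) and mouse 13 (young), both male, on plate 7, and mouse 8 (old) and mouse 28 (young), both female, on plate P4rep. Sort gates were HSC, E34 HSC, MPP, HPC-1, MyP, EryP and MkP. The bulk and fate mapping experiments of the paper were not analysed here.

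The raw counts were made by the authors, who aligned reads with GSNAP (version of 2018) to mm10 with Ensembl 87 splice sites and counted them with featureCounts 1.6.2 over Ensembl 87 genes, with spike-in transcripts counted alongside. The table of counts held 49672 rows for mouse genes and a transcript named LUC, and 92 spike-ins. Of the 49672 rows, 34928 had a read in a kept cell, and 34739 of these had an identifier in the reference name table. The log2 values were made by the authors as log2 of the count over a size factor plus 1 for cells that passed their quality filter, with size factors from pooled cells (scran), scaling between plates (multiBatchNorm) and removal of plate differences by a linear model (limma's removeBatchEffect). For all 34928 rows the log2 values were checked against the counts and equaled log2 of count over size factor plus 1 with 1 constant per plate (largest deviation 0.00234, tolerance 0.01). The score values per cell, which are module scores of 4 lineages from gene lists of reference 3, a pseudotime and log10 surface levels, were deposited by the authors. The paper's text does not name the pseudotime method. Surface levels are compensated fluorescence of the index sort, and the classes of CD48, Sca-1 and CD201 are those of the authors' cell table. Of the columns of the cell tables, 25 were not used.

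The replicate was the mouse and never the cell. Raw counts were summed per mouse and group over groups of at least 5 cells, and genes were kept by filterByExpr with a minimum count of 10. Sums were scaled by TMM and compared in edgeR 4.0.16 with glmQLFit and glmQLFTest, the mouse as a block, at an adjusted p of 0.05 (Benjamini-Hochberg over all genes tested). The comparisons were each population against the mean of the other populations, CD48 -/lo against CD48 hi MkPs (5 mice), and CD201 -/lo Sca-1 lo against CD201 hi HSCs (4 mice). Gene lists were tested with camera at a preset correlation of 0.01 and again with the correlation estimated per list, and counts of list genes were also adjusted over the list alone. The lists were 15, for HSCs, megakaryocyte, erythroid, myeloid, lymphoid, basophil and mast, eosinophil, B, T and NK cells, macrophages, stroma and endothelium, S phase, G2M phase, interferon response and early response. They were written from general knowledge and fixed, with the comparisons, tests and first alternatives, before the data were examined, because the module lists of reference 3 are not printed in the paper. In simulated data with 200 genes changed, edgeR and limma were tested on known answers. The choice of variable genes was tested on 1000 simulated genes, of which 100 were changed. With a change of 2 on the log2 scale, edgeR found 7.46% of changed genes in the comparison of MkPs with the other populations. With 2 added to log values, limma found 46.0% in that of MkP subsets, which cannot be compared with a fold of counts. The choice of variable genes found 100 of 100 changed genes and called 30 of 900 others.

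Module scores were the mean log2 value of a list minus that of 50 control genes per list gene drawn from the same of 25 bins of expression (seed 1). Principal components were computed with the 10 leading components from 6604 variable genes, which explained 8.95% of the variance. These were the 6638 genes above the spike-in trend (scran 1.30.0) without those of the S and G2M phase lists, since the Gene Ontology cell cycle list used in the paper was not at hand. Distances were Euclidean in these components, the neighbour graph used 15 neighbours, and PAGA and diffusion pseudotime were computed with scanpy 1.11.5. PAGA links were read at a threshold of 0.9. Scores, levels and distances were averaged per mouse and compared within mice by an exact two-sided sign-flip permutation test, with Benjamini-Hochberg adjustment over the comparisons made together. Correlations within a mouse needed at least 6 cells. Shares of kept cells have exact Clopper-Pearson intervals. R 4.3.3 and Python 3.11.15 were used, with limma 3.58.1, DESeq2 1.42.0, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Gene positions come from GENCODE M21 on GRCm38, joined by Ensembl identifier, and not from Ensembl 87.

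Depth was close between populations, with medians of 336431 to 416074 reads per kept cell, and sums of the MkP subsets held 2596860 to 8432510 reads. At this size the biological coefficient of variation was 1.12 between sums of the MkP subsets and 1.15 between those of the HSC subsets, which limits edgeR's calls of single genes to large differences. Reads carry no molecular identifiers, so no interval covers amplification.

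Genes named in the text were chosen by a rule of 3 parts: genes the paper names, genes of the fixed lists as examples of their list, and the 10 highest and 10 lowest genes past the threshold that changed in the same direction in every mouse. Which of these genes served as examples was decided after their values were seen.

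The alternatives fixed in advance were DESeq2's size factors and test, no and a stricter filter (10 CPM), pseudocounts, no mouse block, all cells in place of those that passed, a plain mean score, log2 of CPM plus 1, 5 and 20 components, distance to the centroid, the 2000 most variable genes, no plate correction, surface borders moved by 10 percentage points, 10 and 30 neighbours, a lymphoid node set by score, pseudotime as distance, megakaryocyte genes left out of the components, and each mouse and plate left out. Chosen after seeing the data were cells thinned to 150000 reads, limma on mean log values for genes with a read in at least 10% of cells, the LR sort class as a term, E34 HSCs left out, the 25% of HSCs that come first by pseudotime, and the authors' scores and pseudotime. Another alternative chosen in this way left out the 5 MkPs with a deposited megakaryocyte score at or below 0. It was found by working back from the number of cells implied by the p-values printed in Fig. 3k, and the paper's text states no such filter. Other assignments of the samples to groups were limited to 40 per population.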

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

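The spread by which the test of library depth was judged was chosen after its result had been seen, while the tests of depth and of the LR sort class were set before.

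In 3 of 42 groups of mice, the highest or lowest mouse lay far from the others, where chance gives about 1 in 20 such groups. The basophil and mast cell score differed between CD48 -/lo and CD48 hi MkPs by −1.0 in mouse 10, and by −0.09 to 0.12 in the other 4 mice. The HSC list score of CD201 -/lo Sca-1 lo minus CD201 hi HSCs was −0.711 in mouse 32 and between −1.37 and −1.26 in the other 3 mice. Spearman's rho of Sca-1 with the distance of HSCs to CD48 -/lo MkPs was 0.0420 in mouse 28, which had 12 HSCs, and 0.407 to 0.512 in the other 5.

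For 5 scores, all mice of one kind moved one way between subsets and all mice of the other kind the opposite way. These differences were not tested. They were picked from the scores of all lists in both subset comparisons, by age and by sex. With so few mice, chance alone gives some such splits among so many scores. The 5 scores are therefore no evidence of an effect of age or sex. Between CD48 -/lo and CD48 hi MkPs, old mice minus young mice differed by −0.0683 in the lymphoid score and by −0.301 in the interferon score. In the interferon score the subsets hardly differed in the old mice 6, 10 and 8 (−0.00452, −0.0103 and −0.00420). In the young mice 32 and 13 they differed by 0.157 and 0.432. Between CD201 -/lo Sca-1 lo and CD201 hi HSCs, old minus young mice differed by −0.183 in the lymphoid score. Female minus male mice differed by 0.0857 in the macrophage score and by 0.494 in the score of stroma and endothelium in the same HSC comparison. The male mice were all on plate 7, so sex and plate cannot be told apart here.

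The cell table names a sort class, LR, a name that the paper's text does not use. The sequenced cells came from mice with the H2B-GFP transgene, which by the sample labels were given doxycycline and then chased. The paper reports that of the LS-K progenitors only CD48 -/lo MkPs held much of this label (Fig. 4c). Whether LR stands for retention of the label is not stated, and if it does, the association given here is of the kind reported there. Of 63 LR-positive MkPs, 47 (74.6%) were CD48 -/lo, and of 72 LR-negative MkPs, 13 (18.1%). The difference within mice was 58.9 ± 18.4 percentage points (SD, 5 of 5 mice, exact two-sided sign-flip permutation p = 0.0625, the smallest possible).

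Scores of the cell cycle, whose genes the paper left out of its landscape, were lower in CD48 -/lo than in CD48 hi MkPs of each mouse, although neither list was called by camera with an estimated correlation. The G2M score differed by −1.15 ± 0.65 (SD) and the S phase score by −0.409 ± 0.298, each lower in 5 of 5 mice (exact permutation p = 0.0625, adjusted p = 0.45 over 36 comparisons). The tables argue against library depth as the whole cause, since with every cell thinned to the same reads the mean of both scores differed by −0.802, against −0.780 before, beyond the bound of −0.585 set for depth. The change within mice had a spread of 0.0460, and judged by the SD over mice of 0.329, the measure looked at first, the test would have been undecided. The LR sort class stays open, as the difference was −0.882 ± 0.729 within LR-positive and −0.928 ± 0.504 within LR-negative MkPs, against a bound of −0.390 that only the second exceeds by more than its spread, in 3 mice. A difference in proliferation between the subsets may underlie the pattern, but no biological explanation was tested.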

How the results depend on the processing

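The alternatives of E34 HSCs left out, 5 MkPs left out, the authors' scores, cells thinned to 1 depth, limma and the LR term were chosen after the results were seen.

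Directions of the scores, levels, distances and named genes were kept by most alternatives, and the counts of genes were the results that moved. All 12 alternatives of the module scores and all 27 values without 1 mouse or plate kept their direction, while with 5 or fewer mice none could pass the threshold. Of 22 alternatives for the distances, 20 kept their direction and side of the threshold, as did 78 of 80 for the PAGA links (some at the upper bound, where changes are hidden) and 386 of 397 for the named genes (5 weaker and 6 stronger). For Vwf and Itga2b all 4 did each, and for the surface classes all 4.

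With DESeq2's test, the genes past the threshold numbered 1986 in HSCs, 1498 in MPPs, 982 in HPCs-1, 1539 in MyPs, 2140 in EryPs and 774 in MkPs, 225 between MkP subsets and 343 between HSC subsets. In MyPs the majority reversed, with 398 higher and 1141 lower by DESeq2 where edgeR had 115 and 42, and in EryPs 310 were higher and 1830 lower. With no filter on low counts there were 157 in MPPs, 96 in MyPs and 114 in EryPs, and with the stricter filter 551 in HSCs and 87 in HPCs-1. Without the mouse block there were 596 in MPPs, 272 in HPCs-1, 281 in MyPs and 1 between HSC subsets, and with all cells 453 in MPPs, 271 in MyPs and 530 in EryPs. In EryPs the majority reversed without the block, with 123 higher and 99 lower where the main fit had 61 and 128. The other 25 of 42 alternatives for the populations stayed within 1.5 times of the main count. For the subsets the main count was 0, and 9 of 10 alternatives for MkPs and 7 of 9 for HSCs gave 0 again, which says nothing about stability. The cause was not tested for any of these.

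The Sca-1 gate sets the difference of Ly6a between HSCs and the other populations in part. Ly6a in HSCs against the other populations reached the threshold as log2 of CPM (1.86) and without E34 HSCs (1.57), both at an exact permutation p of 0.03125. The distance of MkPs did so with 10 percentage points fewer MkPs in the low class (−12.1) and that of HSCs with 10 points more HSCs in the low class (−8.63). The PAGA link of CD48 hi MkPs with EryPs was 0.828 with 10 neighbours, and that of CD48 -/lo MkPs with EryPs 0.941 with 5 components. Pearson's r of the megakaryocyte score was 0.448 in CD48 -/lo MkPs with the authors' scores and without the 5 MkPs, and 0.401 in CD48 hi MkPs without the 5 MkPs. Median detected genes on plate 7 were 4212 when a gene needed 2 reads. The cause was not tested for any of these.

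Without 1 mouse or 1 plate, genes past the threshold ranged from 35 to 808 in HSCs, 0 to 368 in MPPs, 3 to 131 in HPCs-1, 9 to 392 in MyPs, 6 to 572 in EryPs and 1 to 230 in MkPs, with 12 of 54 values within 1.5 times of the main count, and were again 0 for both subset comparisons (8 and 7 values), which says nothing about stability. Counts fell without plate 2 or 7 in every population and rose without plate P4rep in MPPs, MyPs, EryPs and MkPs, and the cause was not tested. The module differences ranged from 2.00 to 2.55 for MkPs, 1.90 to 2.18 for EryPs and 2.60 to 3.76 for MyPs. Surface Sca-1 ranged from 0.052 to 0.116, Ly6a from 0.96 to 1.94, Vwf from 1.27 to 2.23 between HSCs and other LSK cells and from 1.18 to 1.84 between MkPs and HSCs, and Itga2b between MkPs and HSCs from 3.56 to 4.58. With fewer than 6 mice the permutation test cannot pass 0.05, so the 9 values of Vwf that no longer did say nothing about its stability. Itga2b in HSCs against other LSK cells ranged from −0.19 to 0.61 and was reversed without mouse 10 (−0.05) and without plate 7 (−0.19), and as a gene in HSCs it ranged from −1.20 to 0.15 and was reversed without plate P4rep (0.15). The distances ranged from −13.6 to −10.8 for MkPs and −10.5 to −5.02 for HSCs. The number of PAGA links ranged from 18 to 20, with 1.00 throughout for CD48 -/lo MkPs with CD201 -/lo Sca-1 lo HSCs, for both MkP subsets and for MyPs with Sca-1 lo HPCs-1, the upper bound, at which changes cannot be seen. CD48 hi MkPs with EryPs ranged from 0.947 to 1.00, EryPs with MyPs from 0.971 to 1.00, CD48 hi MkPs with CD201 -/lo Sca-1 lo HSCs from 0.394 to 0.710 and CD48 -/lo MkPs with EryPs from 0.270 to 0.856. Pearson's r ranged from 0.584 to 0.711 in CD48 -/lo and from −0.153 to 0.373 in CD48 hi MkPs. For the named genes, 291 of 354 values kept their call, 62 were weaker and 1 was reversed.

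With cells thinned to 1 depth, distances and scores kept their direction and the counts of genes in the populations stayed within 1.5 times of the main ones, so no limit set by depth was seen in this range, and lower depths were not tested.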

Differences from the paper's values

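The settings that leave out 5 MkPs or use the authors' scores, and the choice of the first 25% of HSCs, were chosen after the values were seen.

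The paper's Pearson correlation of pseudotime and Mk score is about 0.38 in CD48 hi MkPs (Fig. 3k, read by eye), and the value here is −0.031 over 75 cells. The paper's test took cells as replicates, and no test over cells was made here. The SD of r over mice was 0.417. Both values come from cells of the same mice, so this spread is not the error of their difference. It serves here as a yardstick only. Among alternatives set before the data were examined, r was positive, as in the paper, with pseudotime as distance to the CD201 hi HSC centroid (0.357), the plain mean score (0.104), and without mouse 6 (0.365), mouse 10 (0.192) or plate 2 (0.373). It was negative with megakaryocyte genes left out of the components (−0.051), and without mouse 32 (−0.038), 13 (−0.140), 8 (−0.153) or 28 (−0.008), plate 7 (−0.072) or plate P4rep (−0.126). With the 5 MkPs of low megakaryocyte score left out, a setting chosen after seeing the values, r was 0.401 over 73 CD48 hi MkPs, and with the authors' pseudotime and score as well it matched the value printed in the figure. The same setting gave 0.448 over 57 CD48 -/lo MkPs, which matches the value printed for that subset. That setting was tuned to the figure, since the number of cells was worked out from the printed p-values, and it drops 5 of the 135 MkPs and neither of the 2 correlations. With the authors' pseudotime and score over all cells, r was −0.333 in CD48 hi MkPs. For CD48 -/lo MkPs, the value of 0.644 over all cells lay within the SD over mice of the paper's. Of its alternatives, those with the plain mean score (0.727), without mouse 6 (0.699), 32 (0.655), 13 (0.683) or 28 (0.649), and without plate 2 (0.711) or P4rep (0.652) did not, and the other 5 did.

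The paper states that HSCs at the apex express much Itga2b. Over all HSCs its log2 level was 1.35, against 1.07 in MPPs and HPCs-1, higher in 3 of 6 mice, and in the first 25% of HSCs by pseudotime it was 0.97 against 0.90 in MPPs, higher in 2 of 5 mice. It was high in CD201 -/lo Sca-1 lo HSCs (2.98). For Vwf, which the paper names alongside, HSCs were higher in 6 of 6 mice.

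The paper states that Sca-1 is highest in HSCs at the apex. The population means of surface Sca-1 were 3.30 in HSCs and 3.33 in MPPs, and those of Ly6a 3.29 and 3.41. In the first 25% of HSCs surface Sca-1 was 3.46, above MPPs in 4 of 5 mice, and against Sca-1 hi MPPs (3.48) in 3 of 5. Ly6a in these HSCs was 4.55, above Sca-1 hi MPPs (4.04) in 4 of 5 mice. The choice of the cells from which pseudotime starts may favour high Sca-1 in these HSCs.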

Other observations

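The tests of low-quality cells and of cells of another lineage, and the regroupings of MkP and HSC subsets, were chosen after their results were seen, as was the spread used for the test of depth.

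Beyond the lineage programmes, HSCs and MPPs had higher early response scores and lower G2M scores than the other populations, although camera's call of the early response list in HSCs was lost with an estimated correlation. The early response score was 0.47 higher in HSCs and 0.59 higher in MPPs than in the other populations (6 of 6 mice each), while the G2M score differed by −1.0 and −0.99. EryPs had the opposite profile, with a G2M score 1.42 higher. Cks2, a regulator of cyclin-dependent kinases, fell by 2.24 on the log2 scale in MPPs (adjusted p = 0.00113 from edgeR over 6 mice, lost without both mice of plate 2, at −1.97, or of plate 7, at −2.35). MyPs carried a basophil and mast cell score 0.53 above the other populations (4 of 4 mice). Over the 90 pairs of population and list, the smallest adjusted p of the exact permutation test was 0.181. In MkPs the HSC list was called higher by camera (adjusted p = 0.00284, and adjusted p = 0.0406 with an estimated correlation), although the HSC score was −0.31 lower than in the mean of the other populations (0 of 5 mice higher), so test and score differ in sign.

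Among HSCs, CD201 -/lo Sca-1 lo cells made up 5.71% of the LR class hi, 35.2% of mid, 64.5% of lo, 48.6% of neg, 0% of the 37 cells named all and 12.1% of the 33 named alle. The classes lo and alle were found in young mice (32, 13 and 28) alone. Classes neg and all were found in old mice (6, 10 and 8) alone. The shares of these classes over all mice therefore cannot be told apart from differences between mice or ages. Within every mouse, the share was higher in lo or neg (26.7% to 100%, the last from 1 cell) than in hi (0% to 18.8%). So LR went with the HSC subset within mice, and no test was made of this. In MkPs, CD48 -/lo cells made up 60.0%, 53.6% and 37.5% in the old mice 6, 10 and 8, and 34.5%, 27.6% and 100% in the young mice 32, 13 and 28, the last with 3 MkPs, shares that the sort may have set in part, since they differed by 58.9 points between LR classes of MkPs. LR-positive MkPs lay closer to HSCs than LR-negative ones (−8.59, 5 of 5 mice) and had a lower megakaryocyte score (−0.36, 5 of 5 mice). Within CD48 classes this was not seen in every mouse: LR-positive cells lay 5.45 farther among CD48 -/lo MkPs (2 of 3 mice) and differed by −1.89 among CD48 hi MkPs (3 of 4 mice closer), with scores that differed by −0.15 (2 of 3 mice lower) and −0.40 (3 of 4).

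CD48 -/lo MkPs lay closer to HSCs than CD48 hi MkPs. Library depth as the whole cause is argued against, as the difference was −12.4 with cells thinned to the same reads (spread of the change within mice 0.178), against a bound of −9.29, although by the SD over mice of 5.03, looked at first, the test would have been undecided. The LR sort class cannot be told apart from CD48 here, since the difference was −12.2 ± 10.3 within LR-positive MkPs (4 mice) and −17.4 ± 19.6 within LR-negative MkPs (3 mice), against a bound of −6.19. A closer relation of these cells to HSCs may be the source and was not tested otherwise.

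The megakaryocyte score did not rise linearly with pseudotime over all CD48 hi MkPs, although it did by rank. Low-quality cells are argued against, since 0 of the 5 MkPs of low megakaryocyte score had fewer detected genes than the 10th percentile of the other MkPs (3190). Cells of another lineage inside the MkP gate may explain it, since 2 of 2 such CD48 hi MkPs had an erythroid or myeloid score above every other MkP. Both were cells of mouse 6, and this hypothesis was found and tested on the same cells.

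With other assignments of the same sums to groups, fewer genes were called for the populations. Real counts of 854, 289, 150, 157, 189 and 131 genes in HSCs, MPPs, HPCs-1, MyPs, EryPs and MkPs compare with 4, 12, 5, 23, 11 and 5 at most over the other splits. So 1 of 40 splits, the real one, was as large in each. Reassigned labels mix populations that differ, which by itself lowers the counts, so these splits do not exclude chance. For MkP subsets the splits cannot speak for or against chance, since the real count was 0 and all 100 of 100 splits were as large by construction, with 841 genes at most. That split left both sums of 4 mice on one side each, so with the mouse as a block it rests on the pair of sums of mouse 8 alone, and within mice the 14 other splits gave 0. The same holds for HSC subsets, with a real count of 0, 32 of 32 splits as large and 0 at most in the others.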
